# Directed differentiation of mouse pluripotent stem cells into functional lung-specific mesenchyme

**DOI:** 10.1038/s41467-023-39099-9

**Published:** 2023-06-13

**Authors:** Andrea B. Alber, Hector A. Marquez, Liang Ma, George Kwong, Bibek R. Thapa, Carlos Villacorta-Martin, Jonathan Lindstrom-Vautrin, Pushpinder Bawa, Feiya Wang, Yongfeng Luo, Laertis Ikonomou, Wei Shi, Darrell N. Kotton

**Keywords:** Differentiation, Induced pluripotent stem cells, Respiratory system models

## Abstract

While the generation of many lineages from pluripotent stem cells has resulted in basic discoveries and clinical trials, the derivation of tissue-specific mesenchyme via directed differentiation has markedly lagged. The derivation of lung-specific mesenchyme is particularly important since this tissue plays crucial roles in lung development and disease. Here we generate a mouse induced pluripotent stem cell (iPSC) line carrying a lung-specific mesenchymal reporter/lineage tracer. We identify the pathways (RA and Shh) necessary to specify lung mesenchyme and find that mouse iPSC-derived lung mesenchyme (iLM) expresses key molecular and functional features of primary developing lung mesenchyme. iLM recombined with engineered lung epithelial progenitors self-organizes into 3D organoids with juxtaposed layers of epithelium and mesenchyme. Co-culture increases yield of lung epithelial progenitors and impacts epithelial and mesenchymal differentiation programs, suggesting functional crosstalk. Our iPSC-derived population thus provides an inexhaustible source of cells for studying lung development, modeling diseases, and developing therapeutics.

## Abstract (web summary)

Mesenchymal lineages play critical roles during development, though these cells are frequently overlooked in directed differentiation models. Here they derive lung-specific mesenchyme from mouse iPSCs and generate organoids consisting of both mesenchymal and epithelial progenitors, observing functional epithelial-mesenchymal crosstalk.

## Introduction

The lung mesenchyme plays important roles in lung development and disease, yet knowledge is limited about the biology of lung mesenchymal progenitors, or how they initiate disease. In the mouse, lineage specification of the respiratory mesenchyme from splanchnic mesodermal precursors has been reported to occur around embryonic day (E) 9–9.5, a process coordinated through bi-directional endodermal-mesodermal signaling interactions^1–4^. Mouse models have helped to identify several key regulators potentially involved in lung mesenchyme specification and differentiation, such as Retinoic Acid (RA), Wnt/ β-catenin, Sonic hedgehog (SHH), and BMP4^1,3,5–14^. However, our understanding of early lung mesenchyme specification and differentiation in the mouse is still limited, and how the lung mesenchyme is specified during human development is unknown.

Complementing animal models, induced pluripotent stem cell (iPSC) or embryonic stem cell (ESC)-derived lineages have emerged as powerful tools to study both development and disease, since these in vitro models allow easy experimental manipulation and provide an unlimited source of material^15,16^. iPSCs/ESCs have the potential to generate any lineage of interest in vitro by directed differentiation, i.e., the in vitro recapitulation of the sequence of in vivo developmental milestones by stepwise addition of growth factors or small molecules to stimulate key developmental signaling pathways. Our lab and others have established protocols for the directed differentiation of both mouse and human iPSCs/ESCs into Nkx2-1+ lung epithelial progenitors, as well as toward more mature distal and proximal epithelial respiratory lineages^17–28^. In contrast, only two research groups have attempted to generate lung-specific mesenchyme by directed differentiation through a mesodermal progenitor^2,9,29^. While these studies have found an upregulation of lung mesenchymal markers by RT-qPCR in bulk cell extracts, they lacked specific reporters for cell tracking or purification, leaving unanswered questions about the efficiency of the differentiation protocol and the transcriptomic similarity of in vitro differentiated cells to primary lung mesenchyme.

A potential alternative approach to directed differentiation through a mesodermal progenitor state is the co-development of lung mesenchymal progenitors during in vitro differentiation of lung epithelial progenitor cells. Mouse lung epithelial differentiation protocols do not yield 100% differentiation efficiency, and thus might also contain non-epithelial lineages, such as mesodermal progenitors. Thus, co-development might occur when differentiating lung epithelial cells provide the signals necessary to specify lung mesenchyme from these mesodermal progenitor cells and vice versa. For example, we previously differentiated a lung epithelial-specific Nkx2-1^mCherry^ reporter mouse ESC line into mCherry+ lung epithelium and observed emergence of early lung mesenchymal markers enriched in Nkx2-1^mCherry^- cells, implying co-development of both lineages^27^. Similarly, the emergence of human cells expressing general mesenchymal markers has been observed as a “by-product” of epithelial differentiation when using directed differentiation protocols without sorting for the epithelial progenitors of interest^17,30,31^. However, it remains unclear whether these mesenchymal cells can be classified as lung-specific mesenchyme, since no lung mesenchyme-specific reporters were available for use in these studies.

Importantly, several lines of evidence have suggested that embryonic mesenchyme is tissue-specific. Using tissue “recombinants”, i.e., ex vivo cultures of embryonic epithelium mechanically combined with mesenchymal tissues, a study by Shannon has shown that recombining tracheal (i.e., proximal) epithelium with distal lung mesenchyme induced branching and expression of distal epithelial markers, while recombining lung (i.e., distal) epithelium with tracheal mesenchyme leads to the formation of cystic structures and expression of proximal epithelial markers^32^. This demonstrates that embryonic mesenchyme can determine region-specific epithelial identity and suggests different underlying gene expression profiles between region-specific embryonic mesenchymes. Supporting these early findings, Han et al. recently performed single cell RNA sequencing (scRNA-seq) of multiple organs of the early embryonic foregut and found specific transcriptional signatures for mesenchymes of each organ^2^, highlighting the importance of generating tissue-specific mesenchyme as opposed to generic mesenchymal cells when using in vitro approaches to study development and disease.

While previous attempts to generate, track, and purify lung-specific mesenchyme have been limited by the lack of specific reporters or markers, this hurdle has been surmounted recently by the development of an in vivo lineage tracer/reporter system based on a lung mesenchyme-specific enhancer region in the *Tbx4* gene. While the *Tbx4* locus and transcript are more broadly expressed, this enhancer region appears to be selectively active in the developing lung mesenchyme and is evolutionarily conserved among multiple air-breathing species including mouse and human^33^. Zhang et al. and Kumar et al. have both successfully generated lung mesenchyme-specific lineage tracing and reporter mice using this *Tbx4* lung enhancer element^34,35^, providing invaluable tools to study early lung mesenchyme development.

Here we engineer iPSCs derived from a *Tbx4* lung enhancer reporter/tracer mouse to develop a protocol for the directed differentiation of iPSCs into early lung mesenchyme. These iPSC-derived lung mesenchymal progenitors share key transcriptional features with primary mouse embryonic lung mesenchyme and are competent to differentiate into more mature mesenchymal lineages. We assess the functional capacity of these engineered lung mesenchymal progenitors by generating three-dimensional recombinant lung organoids composed of juxtaposed layers of separately derived engineered lung mesenchyme and engineered lung epithelium. We find that recombination appears to augment lung epithelial lineage specification and yield while impacting the molecular phenotypes of both lineages, suggesting functional epithelial-mesenchymal crosstalk in a multi-lineage lung organoid model system.

## Results

### Lung mesenchyme can be generated in vitro by directed differentiation

To develop a putative lung mesenchyme-specific in vitro fluorescent reporter/tracer system able to track and quantify the acquisition of early lung mesenchymal fate, we sought to generate an iPSC line from mice that we previously engineered to provide transgenic spatio-temporal lineage tracing of lung mesenchyme^35^. These triple transgenic mice carry an rtTA/LacZ encoding cassette under regulatory control of a *Tbx4* lung-specific enhancer, a Tet-responsive Cre recombinase, and a fluorescent mTmG cassette (Tbx4-rtTA; TetO-Cre; mTmG, hereafter “Tbx4-LER”), enabling inducible green fluorescence lineage tracing specifically of embryonic lung mesenchymal cells, without tagging of mesenchyme in other tissues in vivo^35^ (Fig. 1a). To ensure that GFP tagging of primordial lung mesenchyme in these mice is specific and visible at the time of initial lung budding, a time point earlier than we have previously examined^35^, we administered doxycycline (dox) to Tbx4-LER mice from embryonic day (E) E6.5 to E10 and observed GFP fluorescence at E10 in the developing primordial lung mesenchyme (Fig. 1a).

**Fig. 1:**
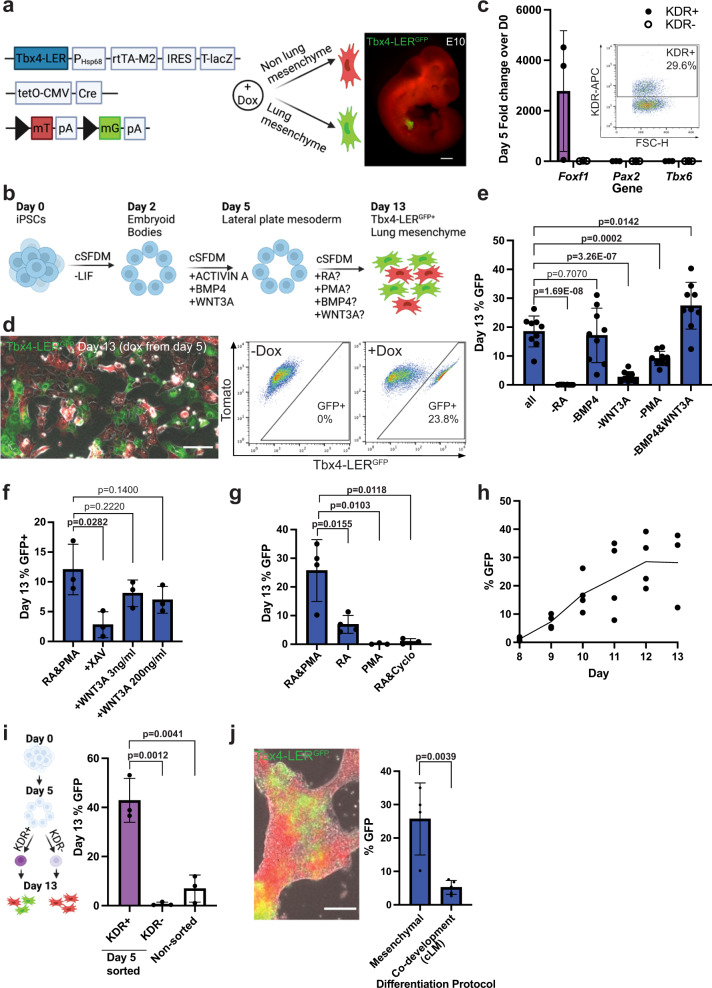
In vitro differentiation of iPSCs toward the lung mesenchyme lineage through a mesodermal progenitor. **a** Schematic of the *Tbx4* lung enhancer reporter/tracer (LER) line, and image of an E10 embryo (dox from E6.5 to E10). Scale bar = 0.5 mm. Created with BioRender.com. **b** Directed differentiation of iPSCs into lung mesenchyme through a mesodermal progenitor. cSFDM = complete serum-free differentiation medium, LIF = Leukemia inhibitory factor. Created with BioRender.com. **c** Expression relative to day 0 iPSCs of *Foxf1* (lateral plate mesoderm), *Pax2* (intermediate mesoderm) and *Tbx6* (paraxial mesoderm) in KDR± cells on day 5. *N* = 3. **d** Image and flow cytometry plot showing expression of GFP (green) in the Tbx4-LER iPSC line on day 13. Red = Tomato in non-recombined cells. Scale bar = 100 μm. **e** GFP percentage on day 13 using all 4 medium factors (RA, PMA, BMP4, WNT3A), or one or two factors removed at a time. Dox from day 5 on. *N* = 9. **f** Day 13 GFP percentage in RA&PMA medium, with either the XAV or recombinant mouse WNT3A. Dox from day 5 on. *N* = 3. **g** GFP percentage on day 13 in RA&PMA medium, in RA or PMA only medium, or upon addition of Cyclopamine. Dox from day 5 on. *N* = 4 for “RA&PMA” and “RA”, *N* = 3 for “PMA” and “RA&Cyclo”. **h** GFP percentage over time from day 5 to 13 of differentiation. Dox from day 5 on. *N* = 4 for day 8-12, *N* = 3 for day 13. **i** GFP percentage on day 13 in RA&PMA medium after sorting for KDR± on day 5 of differentiation. *N* = 3. Created with BioRender.com. **j** Representative image showing reporter activation on day 13 of lung epithelial differentiation and GFP percentage in the mesenchymal versus epithelial (i.e., co-development, cLM) differentiation protocol. Dox from day 5 on in the mesenchymal differentiation protocol, and from day 6 (anterior foregut endoderm stage) on in the epithelial (co-development) protocol. Scale bar = 100 μm. *N* = 4 for “Mesenchymal”, *N* = 5 for “Co-development”. All bars show mean ± sd. *p* values were determined by unpaired, two-tailed Student’s *t* test. Significant (*p* < 0.05) *p* values are highlighted in bold font.

Next, we reprogrammed tail tip fibroblasts from a triple transgenic Tbx4-LER mouse, generating iPSCs that exhibited a normal karyotype and expressed pluripotency markers (Supplementary Fig. 1a–e). To test their mesenchymal competence, we first differentiated iPSCs into lateral plate mesoderm, the precursor tissue from which lung mesenchyme is thought to originate during early development. We used our previously published serum-free directed differentiation protocol^36^ producing KDR+ putative mesodermal cells in 5 days in response to WNT3A, BMP4, and ACTIVIN A with similar efficiency to previously published studies^36,37^ (Fig. 1b, c, Supplementary Fig. 1f, g). Consistent with our prior publication^36^, sorted KDR+ day 5 cells were highly enriched in lateral plate mesoderm marker *Foxf1*, and expressed only low levels of paraxial and intermediate mesoderm markers *Tbx6* and *Pax2* (Fig. 1c). In the first 5 days of differentiation, no Tbx4-LER activation was observed in the presence of dox (Supplementary Fig. 1h), suggesting that day 5 iPSC-derived lateral plate mesoderm is not yet specified to a lung mesenchymal fate in these conditions.

In order to specify lung mesenchyme from lateral plate mesoderm cells, we tested the combinatorial effects of 4 growth factors and small molecules (Retinoic acid (RA), BMP4, WNT3A, and purmorphamine [PMA]) selected to stimulate developmental pathways with suggested roles in lung mesenchyme formation published in vivo^2^: RA, BMP, canonical Wnt, and Hedgehog (Hh) signaling, respectively. These 4 factors added beginning at day 5 together with dox resulted in 18.5 ± 5% of cells activating the Tbx4-LER^GFP^ lineage trace by day 13 (Fig. 1d,e). To identify which of these factors is required for Tbx4-LER activation, we removed 1 or 2 factors at a time (Fig. 1e), finding that RA was absolutely required for Tbx4-LER^GFP^ induction, whereas BMP4 was dispensable and removing both BMP4 and WNT3A resulted in the highest (27.4 ± 7.6%) Tbx4-LER^GFP^ efficiency, suggesting that stimulated RA together with Hh signaling represents a minimal combination required for efficient Tbx4-LER activation (Fig. 1e). Although supplemental WNT3A showed no dose-response effect (Fig. 1f) and indeed was not necessary for Tbx4-LER activation (Fig. 1e, condition -BMP4), inhibition of endogenous canonical Wnt signaling with XAV939 significantly reduced Tbx-LER^GFP^ induction (Fig. 1f), suggesting that successful lung mesenchyme differentiation requires active endogenous Wnt signaling.

To further determine the differential effects of RA and Hh signaling on lung mesenchyme differentiation efficiency, we identified optimal concentrations of RA and PMA and found that the yield of Tbx4-LER^GFP^+ cells peaks at 2 μM RA and 0.5 μg/ml PMA (Supplementary Fig. 1i,j). We next removed either RA or PMA from the differentiation medium. Removing PMA significantly decreased the percentage of Tbx4-LER^GFP^+ cells, but still generated an average of 6.9 ± 2.7% of Tbx4-LER^GFP^+ cells (Fig. 1g). In contrast, removing RA led to a complete lack of Tbx4-LER^GFP^+ cells, confirming that RA signaling is necessary to specify lung mesenchyme from lateral plate mesoderm (Fig. 1g). Finally, adding the Hh inhibitor Cyclopamine to RA-containing differentiation medium completely abolished Tbx4-LER^GFP^ activation (Fig. 1g), suggesting that combinatorial RA together with Hedgehog signaling promotes lung mesenchymal differentiation.

Having established a defined minimal medium (RA and PMA) for Tbx4-LER activation, we profiled the temporal dynamics of Tbx4-LER^GFP^ induction, adding dox from day 5 of differentiation on, and scoring Tbx4-LER^GFP^ efficiency daily until day 13. The percentage of Tbx4-LER^GFP^+ cells increased from day 8 to day 12 of differentiation (Fig. 1h). Furthermore, sorting day 5 KDR+ cells enriched for GFP competence, yielding an average of ~40% of Tbx4-LER^GFP^+ cells on day 13, whereas KDR- sorted cells were completely depleted of GFP competence, suggesting that only KDR+ lateral plate mesodermal cells serve as precursors for Tbx4-LER^GFP^+ lung mesenchyme in our model system (Fig. 1i).

Previous studies have demonstrated that it is possible to “co-develop” both mesodermal and endodermal epithelial lineages together in the same differentiation medium when using directed lung epithelial differentiation protocols^17,27,30,31^. Hence, we aimed to investigate whether Tbx4-LER^GFP^+ lung mesenchyme can also be derived by co-development during directed lung endodermal/epithelial differentiation as an alternative approach to directed differentiation via a mesodermal progenitor. We used our published lung epithelial differentiation protocol^27,38^ to differentiate the Tbx4-LER iPSC line into the Nkx2-1+ lung epithelial progenitor stage (Supplementary Fig. 1k) and by day 13 observed an average of 5.2 ± 1.9% of Tbx4-LER^GFP^+ cells (Fig. 1j), suggesting that co-development of lung mesenchyme (“cLM”) and epithelium is indeed feasible. However, since lung mesenchymal differentiation by co-development was significantly less efficient than directed lung mesenchymal differentiation through a lateral plate mesoderm progenitor state (“mesenchymal”; Fig. 1j), we largely focused on directed lung mesenchymal differentiation through a mesodermal progenitor for further characterization and downstream applications.

### Induced lung mesenchyme expresses multiple lung mesenchymal markers

Next, we used scRNA-seq to compare the molecular phenotypes of Tbx4-LER^GFP^+ cells and Tbx4-LER^GFP^− cells generated by directed lung mesenchymal differentiation through a mesodermal progenitor state. 

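The single-cell data comprise 4 libraries, 1 for each condition, in which every captured transcript carries a cell barcode and a unique molecular identifier (UMI). The Tbx4-LER GFP+ and Tbx4-LER GFP− libraries were sorted on day 13 of lung mesenchymal differentiation, with dox at 2 µg/ml from day 5 and RA at 2 µM. Purmorphamine, a Hedgehog agonist, was given at 0.5 µg/ml from day 7 to day 9 in the paper's methods and from day 5 to day 13 in the sample labels. The co-developed library holds day 13 GFP+ cells, with dox from day 6, mixed at 3:1 with EPCAM+ GFP− cells. The primary library holds EPCAM− and EPCAM+ cells of E12.5 lungs, also mixed at 3:1. The authors aligned the reads to GRCm38 with Cell Ranger, which gave UMI counts per gene and cell. The methods name GFP, tdTomato and mCherry as the sequences added to the genome, whereas the features counted include GFP, tdTomato and lacZ and no mCherry, so lacZ values here are those of that feature.

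The Tbx4-LER GFP+ library holds 1625 barcodes with 33235000 UMIs (medians of 16078 UMIs and 4186 genes per barcode), and the Tbx4-LER GFP− library 1003 barcodes with 21686086 UMIs (medians of 18418 UMIs and 4559 genes per barcode). The co-developed library holds 3415 barcodes with 57812024 UMIs (medians of 15110 UMIs and 3979 genes per barcode), and the primary library 3215 barcodes with 58993038 UMIs (medians of 16880 UMIs and 4263 genes per barcode). Cells with under 800 genes or over 35% mitochondrial UMIs were left out, 35% being the upper end of the range in the paper's methods, which left 1526, 957, 2856 and 2920 cells in the same order. Of these, 21, 8, 93 and 83 cells were removed as likely doublets. No annotation of cells was used, and clusters were rebuilt with SCTransform, 40 principal components and Louvain clustering at a resolution of 0.1, so that membership can differ from that of the published clusters. The 86 genes examined afterwards, including both gene sets and the reporters, took no part in the clustering. Clusters with markers of epithelium, endothelium, immune, erythroid or neural cells were then left out. Of the clusters that express *Epcam*, rebuilt cluster 6 held those of the primary library, and rebuilt cluster 5 was led by *Fabp1*, *Ttr*, *Apoa1* and *Afp*, genes of gut or liver, and is not named. Expression is given as the UMIs of a gene summed over the cells of a group and scaled to the total UMIs of the group (CPM). Shares of cells with a UMI are also given after thinning to 5000 UMIs, because the median depth was 12892 UMIs per cell in cluster 1 and 21066.5 in cluster 2. Cells with fewer than 5000 UMIs were left out of the thinned values, 44 in cluster 1, 37 in cluster 2, 51 in primary mesenchyme, 117 in cLM, 79 and 12 in the GFP+ and GFP− libraries, 5 of the *Epcam*+ cells of these libraries and 6 of the mesothelial-like cells. There are no replicate libraries, so differences between conditions were not tested. Intervals are 95% intervals (exact Poisson for CPM, exact binomial for shares and for ratios of CPM) and cover counting error only.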

For a control comparator we also profiled primary mouse embryonic lung mesenchyme from embryonic day (E) 12.5, (hereafter referred to as “primary”) (Fig. 2a, b). 

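Of the 1450 mesenchymal cells of the Tbx4-LER GFP+ library, 829 fell in iPSC-derived cluster 1 (57.2%, 54.6–59.7) and 598 in iPSC-derived cluster 2 (41.2%, 38.7–43.8). Of the 889 mesenchymal cells of the Tbx4-LER GFP− library, 74 fell in cluster 1 (8.32%, 6.59–10.3) and 804 in cluster 2 (90.4%, 88.3–92.3). Cluster 1 comprised 903 cells, 91.8% of which came from the GFP+ library. Cluster 2 comprised 1406 cells, of which 42.5% (39.9–45.2) came from the GFP+ library and 4 cells from the co-developed library. Cluster 2 raised 5 mesothelial and none of the mesenchymal markers to 20 CPM and more than 4 times the level of other cells. By this measure 1 mesenchymal marker was raised in cluster 1 and 2 in the main primary mesenchymal cluster. Most of the other cells are mesenchymal too, so the count does not show that cluster 2 lacks mesenchymal genes. Cluster 2 is counted as mesenchymal, as in the paper. The sort set how many GFP+ and GFP− cells were loaded, so these shares do not describe the unsorted culture.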

By Louvain clustering (resolution = 0.1; Fig. 2b and Supplementary Fig. 2a) we found that iPSC-derived cells largely segregated into two distinct cell clusters, one almost exclusively consisting of Tbx4-LER^GFP^+ cells (cluster 1; Fig. 2b), the second mostly consisting of Tbx4-LER^GFP^− cells with a minor subset composed of GFP+ cells (cluster 2, Fig. 2b). Primary lung mesenchymal cells clustered separately from iPSC-derived cells and formed two distinct clusters: a main mesenchymal cluster (cluster 3) and an additional minor cluster annotated as mesothelial cells based on canonical markers (cluster 4, Fig. 2b, Supplementary Fig. 2b,c, Supplementary Data 1). 

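Of the 2837 cells kept from the primary library, 1991 were mesenchymal and 221 fell in a mesothelial-like cluster made up of primary cells only. The main mesenchymal cluster numbered 1970 cells, 99.8% of them primary. *Upk3b*, which encodes a uroplakin of the mesothelial surface, was found at 519 CPM (497–541) in the mesothelial-like cells and at 0.432 CPM (0.242–0.712) in the primary mesenchyme. *Wt1*, a transcription factor gene of the mesothelium, was found at 214 CPM (200.2–228) and 1.01 CPM (0.701–1.40), and neither gene took part in the clustering. Among other genes of the mesothelium, *Upk1b*, *Lrrn4* and *Aldh1a2* stood at 127, 116 and 716 CPM in the mesothelial-like cells and at 2.19, 0.0575 and 16.1 CPM in the mesenchyme. *Upk3b*, *Upk1b* and *Lrrn4* are among the 4 raised markers by which the cluster was named, so their high levels there follow from the naming. *Foxf1* was found at 294 CPM (278–310.5) in the mesothelial-like cells, and *Pdgfra* at 2.33 CPM (1.12–4.29). With a library for each condition and no replicate, a gap between clusters of different libraries can reflect the library as well as a cell type. The mesothelial-like cells and the primary mesenchyme are of the same library, so this does not apply between them.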

As expected, multiple primary developing lung mesenchymal sub-lineages (as described by others) could be identified within cluster 3 when using higher Louvain clustering resolutions (e.g., resolution = 0.5; Supplementary Fig. 2a).

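At a resolution of 0.5 the primary mesenchyme was divided into 4 sub-clusters of 768, 540, 485 and 174 cells (38.6%, 27.1%, 24.4% and 8.74%). *Wnt2*, a Wnt ligand of lung mesenchyme, was found in them at 226, 295, 21.3 and 13.4 CPM, and *Snai2* at 238, 291, 62.0 and 54.0 CPM. The largest sub-cluster was led by genes of cell division, with *Top2a* at 847 CPM and *Mki67* at 399.6 CPM. The sub-cluster of 485 cells held the cartilage collagen gene *Col2a1* at 100.2 CPM, against 4.70, 0.343 and 5.73 CPM in the others, together with *Sox9* (212 CPM), *Irx1* (118 CPM), *Isl1* (106 CPM) and the myogenic gene *Myog* (50.2 CPM). The sub-cluster of 174 cells was led by smooth muscle genes, with *Acta2* at 5754 CPM and *Myh11* at 685 CPM. *Hhip* and *Foxf1*, both targets of Hh signaling, were also highest there, at 293 and 529.6 CPM. *Tbx4* varied less, between 33.7 and 69.7 CPM. *Top2a*, *Mki67*, *Sox9*, *Irx1*, *Isl1* and *Myog* were open to the clustering, and the other genes named here were left out of it.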

**Fig. 2:**
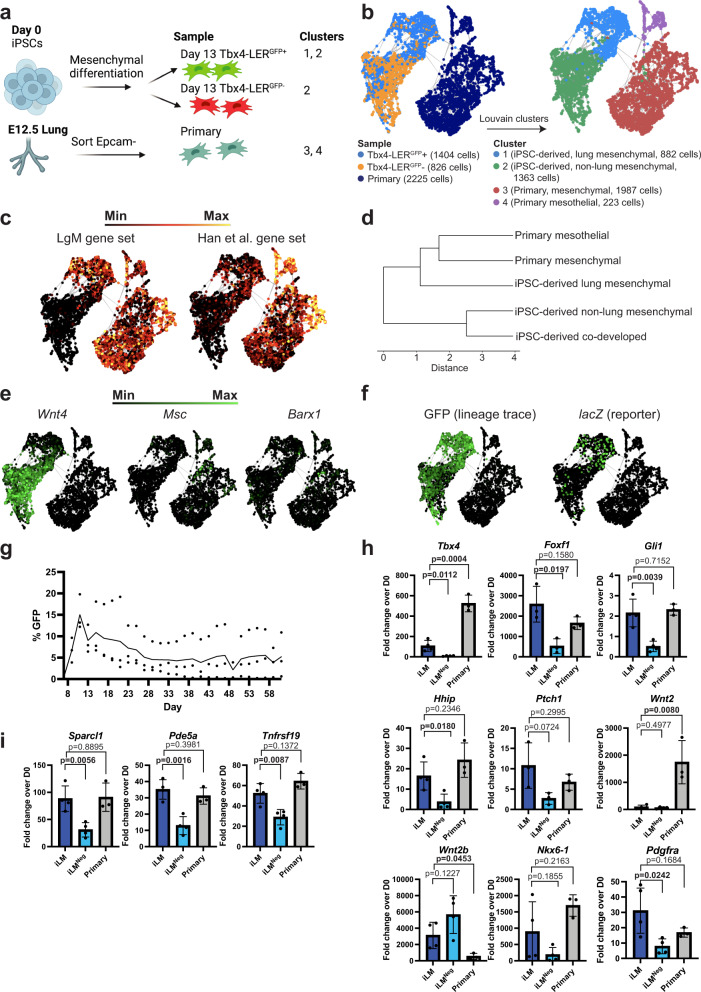
Transcriptomic characterization of iPSC-derived lung mesenchyme compared to primary embryonic lung mesenchyme. **a** Schematic of the samples of interest included in scRNA-seq dataset. Created with BioRender.com. **b** SPRING plots showing the samples included in scRNA-seq analysis, and clusters identified by Louvain clustering (resolution 0.1). Tbx4-LER^GFP^ ± cells were collected on day 13 of differentiation, dox from day 5 on. Primary = E12.5 embryonic lung mesenchyme. **c** Enrichment of a set of 13 embryonic lung mesenchyme markers known from the literature (LgM), and a set of 61 genes enriched in E9.5 lung mesenchyme published by Han et al., 2020. **d** Dendrogram showing unsupervised hierarchical clustering of primary populations (Primary mesenchyme and primary mesothelium), iPSC-derived lung mesenchymal, iPSC-derived non-lung mesenchymal and co-developed lung mesenchyme based on the LgM gene set. **e** Expression of embryonic esophageal/gastric markers *Wnt4*, *Msc*, and *Barx1* in iPSC-derived and primary cell clusters. **f** Expression of GFP and LacZ in iPSC-derived and primary cell clusters. **g** Dox induction time-course showing percentage of GFP+ cells over time, with dox added 2 days before each day of quantification. *N* = 3. **h** RT-qPCR showing fold change expression relative to day 0 iPSCs of lung mesenchyme markers from the LgM gene set in induced lung mesenchyme (iLM) and iLM^Neg^ cells compared to primary lung mesenchyme from E12.5 embryos. Tbx4-LER^GFP^ ± cells were collected on differentiation day 13 and dox was added from day 5 on. *N* = 3 for “Primary” (all samples) and “iLM” and “iLM^Neg^” for *Foxf1* and *Ptch1*, *N* = 4 for “iLM” and “iLM^Neg^” for *Tbx4, Gli1, Hhip, Wnt2, Wnt2b, Nkx6-1*. **i** RT-qPCR showing fold change expression relative to day 0 iPSCs of lung mesenchyme markers from Han et al.’s gene set in induced lung mesenchyme (iLM) and iLM^Neg^ cells compared to primary lung mesenchyme from E12.5 embryos. Tbx4-LER^GFP^± cells were collected on differentiation day 13 and dox was added from day 5 on. *N* = 3 for “Primary”, *N* = 4 for “iLM” and “iLM^Neg^”. All bars show mean ± sd. *P* values were determined by unpaired, two-tailed Student’s *t* test. Significant (*p* < 0.05) *p* values are highlighted in bold font.

Both the iPSC-derived cluster 1 and the major primary mesenchymal cluster 3 expressed lung mesenchymal markers, such as *Tbx4*, *Foxf1*, and Hh targets (*Gli1*, and *Hhip*), as well as *Pdgfra*. In contrast most of these markers were expressed at lower levels in iPSC-derived cluster 2 (Supplementary Fig. 2d). 

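*Foxf1*, a forkhead factor gene of foregut mesenchyme (chromosome 8, 121084386 to 121088154 of GRCm38), was found at 229 CPM (221–236) in iPSC-derived cluster 1 and at 162 CPM (158–167) in the primary mesenchyme. *Tbx4* (chromosome 11, 85886367 to 85916097) was lower in cluster 1, at 17.4 CPM (15.5–19.5) against 55.2 CPM (52.7–57.7). The Hh effector gene *Gli1* (chromosome 10, 127329882 to 127341579) was found at 24.3 CPM (22.0–26.8) and 23.3 CPM (21.8–25.0), a difference within counting error. *Hhip*, which encodes an Hh-binding protein (chromosome 8, 79965850 to 80058060), was found at 14.8 CPM (13.0–16.8) in cluster 1 and 36.2 CPM (34.2–38.2) in primary cells. *Pdgfra*, a growth factor receptor gene (chromosome 5, 75151322 to 75198206), stood at 144 CPM (139–150.3) and 72.7 CPM (69.9–75.6). A *Foxf1* UMI was present in 78.2% of cluster 1 cells and 72.6% of primary cells, or 60.4% and 42.9% after thinning. For *Tbx4* these shares were 20.9% and 52.8%, or 7.22% and 22.9%. The 75 *Epcam*+ cells of the sorted libraries, 72 of them in rebuilt cluster 5 (median of 15851 UMIs, against 16447 in the primary mesenchyme), had a *Foxf1* UMI in 1.33% and a *Tbx4* UMI in 6.67% of cells, or 1.43% and 2.86% after thinning.

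**Figure D1:**
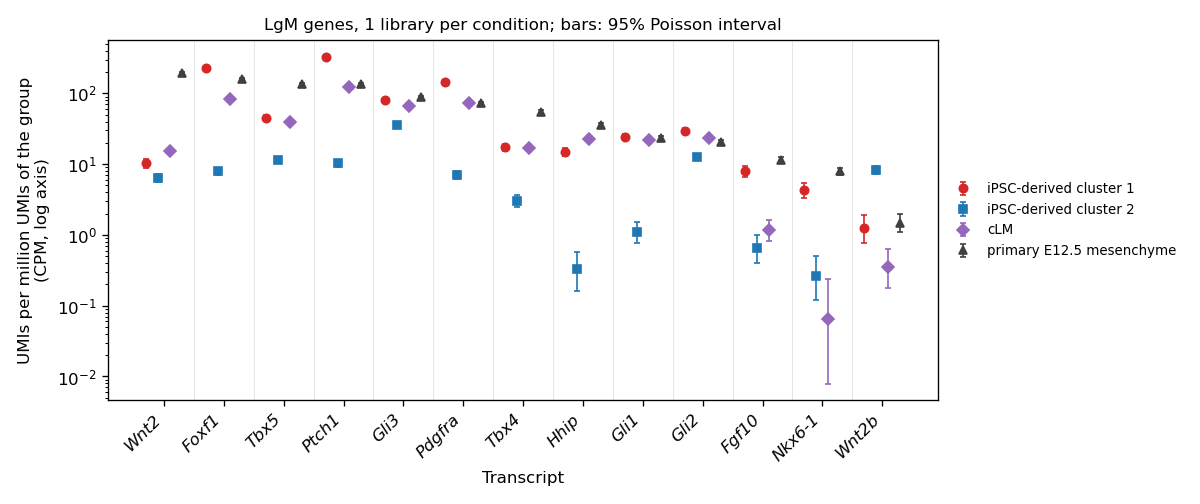
CPM (log axis) of the 13 genes of the LgM set in iPSC-derived clusters 1 and 2, in co-developed lung mesenchyme (cLM) and in primary E12.5 mesenchyme, with bars for the 95% Poisson interval. Cluster 1 lies above cluster 2 for every gene except *Wnt2b*, and the largest fold by which cluster 1 lies below primary cells is that of *Wnt2* (10.3 against 195 CPM).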

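In iPSC-derived cluster 2, *Foxf1* was found at 7.95 CPM (7.03–8.96), *Pdgfra* at 7.04 CPM (6.17–7.99), *Tbx4* at 3.05 CPM (2.49–3.69), *Gli1* at 1.09 CPM (0.770–1.51) and *Hhip* at 0.325 CPM (0.162–0.582). The Hh receptor gene *Ptch1* stood at 10.3 CPM (9.26–11.5), *Tbx5* at 11.4 CPM (10.3–12.6), *Fgf10* at 0.650 CPM (0.408–0.985) and *Nkx6-1* at 0.266 CPM (0.122–0.505). *Gli2* and *Gli3* were lower than in cluster 1 by smaller amounts, with log2 ratios of cluster 1 to cluster 2 of 1.19 (1.01–1.38) and 1.16 (1.05–1.27). *Wnt2b* was higher, at 8.25 CPM (7.31–9.28) against 1.26 CPM (0.777–1.92) in cluster 1. A *Foxf1* UMI was present in 11.3% of cluster 2 cells (3.15% after thinning). A *Tbx4* UMI was present in 5.85% (1.61% after thinning).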

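The LgM set (*Foxf1*, *Tbx4*, *Tbx5*, *Wnt2*, *Wnt2b*, *Fgf10*, *Pdgfra*, *Nkx6-1* and the Hh pathway genes *Gli1*, *Gli2*, *Gli3*, *Hhip* and *Ptch1*) was compared between groups as the median over its genes of the log2 CPM ratio. Between iPSC-derived clusters 1 and 2 the median was 3.57 (2.96–4.10), with 11 of the 13 genes at least 2-fold higher in cluster 1 and 1 gene, *Wnt2b*, at least 2-fold lower. Cluster 2 lay further from primary mesenchyme, with a median of −4.12 (−4.30 to −3.69), than cluster 1 did, with −0.23 (−0.67 to −0.07). *Ptch1* was at least 2-fold higher in cluster 1 than in primary cells (log2 ratio 1.27), and *Wnt2* (−4.24), *Tbx4* (−1.66), *Tbx5* (−1.58) and *Hhip* (−1.28) were at least 2-fold lower. The gene set of Han et al., for which 60 of 61 genes were matched, gave medians of 0.40 (0.34–0.42) for cluster 1 against cluster 2, −0.77 (−0.84 to −0.75) for cluster 2 against primary cells and −0.03 (−0.08 to 0.04) for cluster 1 against primary cells. Between the sorted libraries, without reference to clusters, the LgM median was 2.57 (2.29–2.81) and that of the set of Han et al. 0.24 (0.20–0.29). Against 10000 random lists of matched expression, the LgM median between the clusters lay at percentile 100, and that between cluster 1 and primary cells at percentile 6.83. Weighting each cell equally gave an LgM median of −0.81 between cluster 1 and primary cells and thinning gave −0.85, while the set of Han et al. gave −0.23 and −0.25. The LgM median between cluster 1 and primary cells was −0.35 with 20 principal components, −0.36 with scaling by the median of ratios and −0.56 as a mean over the list. For the set of Han et al. the alternatives ranged from −0.38 as a mean over the list to 0.06 without a primary sub-cluster high in *Col2a1* (chosen after the data were seen), and its mean between the sorted libraries was 0.55.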

Analysis of the combined expression of a list of 13 lung mesenchymal markers (Supplementary Data 2) known from the literature including *Foxf1*, *Tbx4/5*, *Wnt2/2b* and Hh targets^2,5,7,12,14,39,40^ (further referred to as LgM gene set), as well as a published set consisting of 61 genes by Han et al. (Supplementary Data 2) found to be enriched in E9.5 lung mesenchyme^2^ further showed that cluster 1 iPSC-derived cells are more transcriptionally similar to primary E12.5 lung mesenchyme than iPSC-derived cluster 2 cells (Fig. 2c). In addition, we also analyzed the expression of both gene sets in co-developed lung mesenchyme (cLM) and found significantly lower expression levels of these gene signatures in cLM compared to iPSC-derived Tbx4-LER^GFP^+ cells generated through directed mesenchymal differentiation (Supplementary Fig. 2a, e, f). 

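Relative to iPSC-derived cluster 1, the median log2 CPM ratio of the LgM genes in cLM was −0.34 (−0.50 to −0.24), with 5 of 13 genes at least 2-fold lower and 0 at least 2-fold higher. It lay at percentile 7.51 of random lists, and was −0.18 with scaling by the median of ratios and −1.07 as a mean over the list. Immediate early and dissociation genes were higher in cLM, with a median of 1.53. *Foxf1* was found at 82.2 CPM (79.1–85.5) in cLM and *Ptch1* at 124 CPM (120.2–128), log2 ratios of −1.47 (−1.55 to −1.40) and −1.39 (−1.45 to −1.33). *Fgf10*, which encodes a growth factor for the lung epithelium, gave −2.74 (−3.33 to −2.21). *Tbx4* was found at 17.0 CPM (15.5–18.5) in cLM, within counting error of cluster 1, while *Hhip* and *Wnt2* were higher in cLM, with log2 ratios of 0.62 (0.41–0.84) and 0.55 (0.30–0.81). Of the 59 genes of Han et al. that could be compared, 16 were at least 2-fold lower and 8 at least 2-fold higher in cLM, with a median of −0.23 (−0.34 to −0.17). Among the lower ones, *Osr1* gave −4.18 (−4.37 to −4.00), *Hoxa4* −3.59 (−3.71 to −3.48) and *Hoxa5* −2.94 (−2.99 to −2.88). Module scores per cell, computed against control genes of like expression, differed between cLM and cluster 1 by −0.114 for the LgM set (SD 0.130 over the cells of cLM) and by −0.0910 for the set of Han et al. (SD 0.0703).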

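Hierarchical clustering on the LgM genes used the Euclidean distance between group means of log-normalized expression, with complete linkage. iPSC-derived cluster 2 and cLM joined first, at a height of 0.846, and primary mesenchyme joined the primary mesothelial-like cells at 1.10. Cluster 1 joined the primary pair at 1.25, and these 3 groups met the pair of cluster 2 and cLM at 1.77. Taken pair by pair, the distance to primary mesenchyme was 1.10 for cluster 1, 0.885 for cLM and 1.46 for cluster 2. Average linkage kept the order of the joins. With 1 minus the Pearson correlation as the distance, or with genes scaled to unit SD, cluster 1 and cLM joined first and met primary mesenchyme together. The distances of cluster 1 and cLM to primary mesenchyme were 0.355 and 0.288 with the former and 3.92 and 3.97 with the latter, where cluster 1 was the closer.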

Consistent with these results, iPSC-derived lung-mesenchymal cells clustered closer to primary cells than either cLM or iPSC-derived non-lung mesenchymal cells based on expression of the LgM gene set (hierarchical clustering; Fig. 2d).

Next, focusing on differences between iPSC-derived cluster 1 cells and primary cells, we found *Wnt2* to be more highly expressed in primary cells, along with canonical Wnt signaling target genes, such as *Lef1* and *Snai1/2* (Supplementary Fig. 2b,d), suggesting that activation of the Wnt signaling pathway is lower in cluster 1 cells in these conditions compared to primary embryonic lung mesenchyme. 

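*Wnt2* (chromosome 6, 17985474 to 18032772 of GRCm38) was present in 52.9% of primary mesenchymal cells and 12.4% of cluster 1 cells, or 38.0% and 6.40% after thinning. *Lef1* (chromosome 3, 131110297 to 131224357), which encodes a transcription factor that acts with β-catenin, was found at 75.2 CPM (72.3–78.1) in primary mesenchyme and 1.73 CPM (1.16–2.49) in cluster 1, a log2 CPM ratio of −5.41 (−6.02 to −4.91). *Snai1* was found at 76.7 CPM (73.9–79.7) and 7.66 CPM (6.39–9.10), and *Snai2* at 209.6 CPM (205–214) and 83.7 CPM (79.3–88.2). Of 15 Wnt target genes, 9 were at least 2-fold lower in cluster 1 and 3 at least 2-fold higher, with a median log2 ratio of −1.38 (−1.61 to −1.26) that lay below those of 10000 random lists of matched expression. *Ccnd1*, which encodes a cyclin, had a ratio of −6.35 (−6.98 to −5.83). *Axin2*, a feedback inhibitor gene of the pathway, stood at 15.9 CPM (14.1–17.9) in cluster 1 and 17.1 CPM (15.7–18.5) in primary mesenchyme, within counting error of each other.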

Importantly, we found that both iPSC-derived cluster 1 mesenchyme and primary embryonic lung mesenchyme expressed only low to undetectable levels of markers for embryonic non-lung foregut mesenchyme such as esophageal/gastric markers *Wnt4, Msc* and *Barx1*^2^ (Fig. 2e), as well as low to undetectable levels of more mature mesenchymal lineage markers, such as *Acta2/Myh11* (smooth muscle), *Plin1/Pparg* (adipocytes/lipofibroblasts), and *Col2a1* (chondrocytes) (Supplementary Fig. 2g), suggesting that iPSC-derived cluster 1 cells at this time point express an early lung mesenchymal progenitor molecular phenotype without significant maturation.

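*Wnt4* (chromosome 4, 137277635 to 137299501 of GRCm38) was found at 452 CPM (442–462) in iPSC-derived cluster 1 and at 1.12 CPM (0.798–1.53) in primary mesenchyme. A *Wnt4* UMI was present in 47.1% of cluster 1 cells (39.5% after thinning), 1.46% of primary cells (0.722%) and 17.3% of the *Epcam*+ cells of the sorted libraries (14.3%), which held 36.7 CPM (27.3–48.3). *Msc* was found at 3.65 CPM (2.79–4.69) in cluster 1 and 10.3 CPM (9.26–11.4) in primary mesenchyme, and *Barx1* at 9.81 CPM (8.37–11.4) and 8.09 CPM (7.17–9.09).

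The smooth muscle actin gene *Acta2* was found at 583 CPM (571–595) in cluster 1 and 419.6 CPM (413–426) in primary mesenchyme. An *Acta2* UMI was present in 57.9% and 30.3% of cells (42.5% and 19.6% after thinning), against 8.00% of the *Epcam*+ cells (4.29%). *Myh11*, a smooth muscle myosin gene, stood at 56.3 CPM (52.8–60.1) and 43.9 CPM (41.8–46.2). The adipocyte gene *Plin1* was found at 0.120 CPM (0.0145–0.432) and 0.115 CPM (0.0314–0.295). *Pparg* was found at 1.73 CPM (1.16–2.49) in cluster 1 and had no UMI in primary mesenchyme, which allows up to 0.0863 CPM. *Col2a1* was found at 0.419 CPM (0.168–0.863) in cluster 1 and 20.3 CPM (18.8–21.8) in primary mesenchyme. Of 10 smooth muscle genes, 1 was at least 2-fold higher in cluster 1 than in primary mesenchyme and 2 at least 2-fold lower, with a median log2 ratio of −0.32 (−0.41 to −0.16) and sums of 875 and 829.6 CPM. Of 6 chondrocyte genes with enough UMIs, 5 were at least 2-fold lower and 0 higher, with a median of −2.14 (−3.21 to −1.57). Primary mesenchyme includes the smooth muscle sub-cluster of 174 cells, with *Acta2* at 5754 CPM and *Myh11* at 685 CPM. The other primary cells held these genes at 77.6 and 2.85 CPM, below the levels of cluster 1 as a whole. No cells high in these genes were left out of cluster 1, so the 2 sides are not alike. In the sub-clusters of 741 and 168 cells that hold cluster 1, a *Myh11* UMI was present in 16.6% and 12.5% of cells.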

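Between the Tbx4-LER GFP+ and GFP− libraries, groups set by the sort and not by clustering, 12 Hh target genes had a median log2 CPM ratio of 2.37 (1.92–2.62), with 7 of them at least 2-fold higher in GFP+ cells and 0 at least 2-fold lower. Genes of general mesenchyme gave a median of 1.12 (0.62–1.21) with 8 of 16 at least 2-fold higher and 1 lower, the matrix protein gene *Mfap4* among the former (log2 ratio 2.27). Mesothelial genes gave −0.92 (−0.96 to −0.87) with 1 of 14 at least 2-fold higher and 6 lower, the keratin gene *Krt19* among the latter (−1.40). Genes of glycolysis and hypoxia gave 0.79 (0.75–0.83), with *Bnip3* at 1.82 and the hexokinase gene *Hk2* at 1.50. Smooth muscle genes gave 1.36 (1.15–1.58), with 6 of 10 at least 2-fold higher and 0 lower, and immediate early and dissociation genes, which also answer to handling, gave −0.41 (−0.50 to −0.29), with 19 of 20 lower in GFP+ cells. Among genes of at least 100 CPM, *Plac8* (3.43), *Ifitm1* (3.11), *Pou3f1* (2.60) and *Mgp* (2.36) were among the 10 with the highest ratios, and *Crym* (−2.28), the gap junction gene *Gjb2* (−2.11) and the homeobox gene *Lhx2* (−1.76) had the lowest. Between clusters 1 and 2 the medians were 3.95 (3.35–4.45) for Hh targets, 1.45 (1.37–2.19) for general mesenchyme and −3.98 (−4.20 to −3.69) for the mesothelium, but many genes of these lists took part in the clustering, which sets these medians in part.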

To further investigate the differences between iPSC-derived Tbx4-LER^GFP^+ and – cells we performed a pairwise comparison of iPSC-derived cluster 1 and cluster 2 cells (Supplementary Fig. 3a). While general mesenchymal markers were expressed in both clusters, we found that cluster 1 was defined by differentially expressed genes that included targets of the RA and Hh signaling pathways (*Cyp26b1*, *Ptch1*) as well as *Foxf1*, and several genes found to be enriched in early embryonic lung mesenchyme by Han et al., 2020, such as *Pde5a*, *Foxp2* and *Sparcl1*^2^ (Supplementary Fig. 2b and 3a). In contrast, cluster 2 exhibited differentially increased expression of the embryonic esophageal marker *Wnt4*, as well as the mesothelial markers *Wt1* and *Upk3b* (Fig. 2e, Supplementary Fig. 2b,c, Supplementary Fig. 3a), suggesting that while cluster 2 cells are mesenchymal, they are less lung-like than cluster 1 cells. 

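As examples of general mesenchymal genes, *Col1a1* was found at 372 CPM in the Tbx4-LER GFP+ library and 247 CPM in the GFP− library, *Col3a1* at 701 and 452 CPM, and *Vim* at 428 and 543 CPM. Of the mesenchymal cells of the GFP+ library 41.2% fell in cluster 2, so these values do not give the difference between the clusters. *Pdgfra*, which the paper also names as a general mesenchymal marker, stood at 144 CPM in cluster 1 and 7.04 CPM in cluster 2. The medians over the whole list are given above. *Cyp26b1* (chromosome 6, 84571414 to 84593908 of GRCm38), which encodes an enzyme that degrades RA, was found at 847 CPM (833–861) in cluster 1 and 150.0 CPM (146–154) in cluster 2. The log2 CPM ratio of cluster 1 to cluster 2 was 4.97 (4.82–5.14) for *Ptch1* and 4.84 (4.67–5.03) for *Foxf1*. *Pde5a*, a cyclic GMP phosphodiesterase gene, had a ratio of 3.29 (3.15–3.44), and the forkhead gene *Foxp2* 3.27 (3.12–3.43). *Sparcl1* was found at 292 CPM (284–300.2) in cluster 1 and 6.74 CPM (5.89–7.68) in cluster 2. Over 11 RA target genes, the median between the GFP+ and GFP− libraries was 0.24 (0.22–0.35), with 1 of them at least 2-fold higher and 1 at least 2-fold lower. RA was in the medium of both populations. The genes named by the paper were chosen on these libraries, so their direction here is not independent evidence. *Foxf1* and *Ptch1* also belong to the LgM set from the literature, and the paper credits *Pde5a*, *Foxp2* and *Sparcl1* to Han et al.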

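*Wnt4* was found at 1049 CPM (1038–1059.9) in cluster 2, a log2 CPM ratio of cluster 1 to cluster 2 of −1.21 (−1.25 to −1.18), with a UMI in 97.6% of cluster 2 cells (91.7% after thinning). *Wt1* (chromosome 2, 105126529 to 105173614 of GRCm38) was found at 375 CPM (368–382) in cluster 2 and 129 CPM (123–134) in cluster 1, a ratio of −1.54 (−1.61 to −1.48). *Upk3b* (chromosome 5, 136038496 to 136044993) was found at 218 CPM (213–223) and 9.27 CPM (7.87–10.8), a ratio of −4.55 (−4.80 to −4.33). The *Epcam*+ cells of these libraries held *Wt1* at 6.48 CPM (2.96–12.3) and *Upk3b* at 2.88 CPM (0.785–7.37). In the primary mesothelial-like cells *Wnt4* was found at 5.60 CPM (3.59–8.33). Between the sorted libraries, the ratio of GFP+ to GFP− cells was −0.98 (−1.01 to −0.96) for *Wnt4*, −0.91 (−0.95 to −0.86) for *Wt1* and −0.84 (−0.90 to −0.77) for *Upk3b*. Over 6 genes of esophageal and gastric mesenchyme the sum was 625 CPM in GFP+ and 1209 CPM in GFP− cells, nearly all of it *Wnt4*, but the median ratio was 1.47 (0.65–1.95), with 0 at least 2-fold lower in GFP+ cells and 4 at least 2-fold higher, *Barx1* (log2 ratio 1.34) and *Msc* (2.39) among them, which were found at 11.1 and 2.18 CPM in GFP+ cells.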

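*Tbx4* was found at 11.9 CPM (10.7–13.1) in the mesenchymal cells of the Tbx4-LER GFP+ library and at 1.92 CPM (1.37–2.63) in those of the GFP− library, a log2 CPM ratio of 2.61 (2.15–3.14). A *Tbx4* UMI was present in 17.0% (15.1–19.1) of GFP+ cells and 3.15% (2.10–4.52) of GFP− cells, or 5.40% and 1.37% after thinning (median depths of 16657 and 19266 UMIs). The GFP− cells of cluster 1 held *Tbx4* at 16.2 CPM (9.58–25.6), with a UMI in 18.9% (10.7–29.7) of cells or 8.33% after thinning. The GFP− cells of cluster 2 held it at 1.11 CPM (0.687–1.70), with a UMI in 1.74% (0.955–2.90) of cells or 0.756% after thinning. The *Epcam*+ cells of these libraries had *Tbx4* at 7.20 CPM (3.45–13.2). Their share of cells with a UMI (given above) was no smaller than in the GFP− cells as a whole or in those of cluster 2. They are 75 cells of both libraries, many of which hold GFP transcripts, so they cannot set a background for the GFP− library. Within that library the share was higher in cluster 1 than in cluster 2, with intervals that do not meet. For the GFP− cells of cluster 2, expression above a background is not shown. Other genes of lung mesenchyme were also present in the GFP− cells of cluster 1, with *Foxf1* at 135 CPM (114–158), *Ptch1* at 206 CPM (179.9–234) and *Sparcl1* at 215 CPM (188–244).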

While *Tbx4* expression was enriched in Tbx4-LER^GFP^+ cells, it was also expressed in a subset of Tbx4-LER^GFP^- cells (Supplementary Fig. 3b), as expected for a reporter/tracer that only reflects activation of the lung mesenchyme-specific enhancer element within the Tbx4 locus, rather than expression of the locus itself.

Since a minor subset of Tbx4-LER^GFP^+ lineage traced cells clustered together with Tbx4-LER^GFP^- cells (cluster 2) and were not enriched in lung mesenchymal markers (Fig. 2b,c, Supplementary Fig. 3a), we considered the possibility that some GFP lineage-traced cells undergoing directed lung mesenchymal differentiation only transiently acquire a lung mesenchymal progenitor state, with subsequent loss of lung specific mesenchymal marker expression despite persistence of the GFP lineage trace. 

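Within the Tbx4-LER GFP+ library, the LgM genes had a median log2 CPM ratio of 2.99 (2.28–3.61) between cells of cluster 1 and cells of cluster 2. *Foxf1* was found at 14.0 CPM (12.1–16.0) in the GFP+ cells of cluster 2, *Ptch1* at 10.9 CPM (9.32–12.7) and *Sparcl1* at 9.39 CPM (7.90–11.1). In the GFP− cells of cluster 2 these 3 genes stood at 3.22 CPM (2.47–4.14), 9.83 CPM (8.47–11.4) and 4.65 CPM (3.73–5.73). Over the 12 LgM genes that could be compared, GFP+ and GFP− cells of cluster 2 differed by a median of 0.23 (0.04–0.42), and over the genes of Han et al. by 0.08 (0.04–0.14). *Tbx4* was found at 5.50 CPM (4.37–6.83) in the GFP+ cells of cluster 2. The mesothelial genes *Wt1* and *Upk3b* stood at 317 and 222 CPM in the GFP+ cells of cluster 2 and at 421 and 215 CPM in the GFP− cells. *Wnt4* was lower in the GFP+ cells of cluster 2, at 797 CPM (782–811) against 1248 CPM (1232–1264).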

We anticipated that GFP+ cells that expressed an active developing lung mesenchymal progenitor program could be distinguished based on either short term dox induced GFP lineage tracing or based on expression of the lacZ reporter driven by the transgenic Tbx4 lung enhancer (Fig. 1a). Indeed, we found the subpopulation of GFP+ lineage traced cells that expressed high levels of lung mesenchymal markers were also enriched in transcripts encoding the lacZ reporter, whereas those GFP+ cells in cluster 2 did not express lacZ, suggesting they had lost their prior lung mesenchymal program as indicated by loss of Tbx4 lung-specific enhancer activity (Figs. 1a, 2f). 

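lacZ transcripts were found at 8.65 CPM (7.25–10.2) in the GFP+ cells of cluster 1 and at 1.95 CPM (1.30–2.79) in the GFP+ cells of cluster 2. A lacZ UMI was present in 12.5% (10.4–15.0) and 3.85% (2.45–5.72) of these cells, or 3.56% and 1.05% after thinning. The difference was 8.70 percentage points, and 2.51 after thinning. The GFP− cells of cluster 2 had no lacZ UMI in 804 cells, which allows a share of up to 0.373%, and the GFP− cells of cluster 1 had a UMI in 5.41% (1.49–13.3). Primary mesenchyme, which carries no transgene, had no lacZ UMI in 1991 cells. The *Epcam*+ cells of the sorted libraries had a lacZ UMI in 8.00% (2.99–16.6) of cells and a GFP UMI in 68.0%, so they give no background free of the reporters. The level in the GFP+ cells of cluster 2 lies above the limit for the GFP− cells of cluster 2, which are of another library, and free RNA within the GFP+ library was not measured. GFP transcripts were found at 1769 CPM (1748–1790.3) and 1479.8 CPM (1460.4–1499.5) in the GFP+ cells of clusters 1 and 2, and at 18.0 CPM (11.0–27.7) and 11.4 CPM (9.90–13.0) in the GFP− cells. tdTomato, which the reporter allele expresses before recombination, was found at 179.7 CPM (173–186) in the GFP+ cells of cluster 1 and 38.6 CPM (35.5–41.9) in those of cluster 2, and at 227 CPM (200.1–257) and 134 CPM (128–139) in the GFP− cells. From the lacZ transcripts found in the GFP+ cells with high lung mesenchymal markers and not in those of cluster 2, the paper proposes that the latter had lost their earlier lung mesenchymal program.

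**Figure D2:**
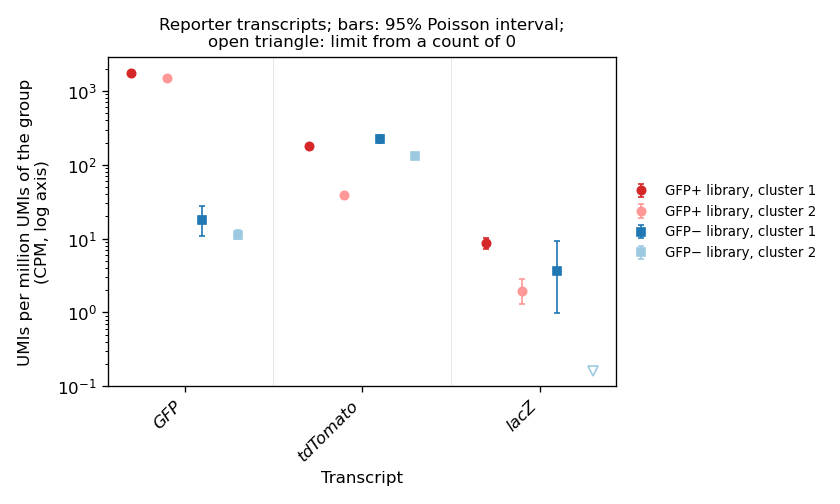
CPM (log axis) of GFP, tdTomato and lacZ transcripts in cells of the GFP+ and GFP− libraries within clusters 1 and 2, with bars for the 95% Poisson interval and an open triangle at 0.159 CPM, the limit that a count of 0 allows for lacZ in GFP− cells of cluster 2. GFP separates the libraries, and lacZ and tdTomato lie higher in cluster 1 than in cluster 2 within each library.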

We thus performed a time-course experiment where we differentiated cells using the lung mesenchymal differentiation protocol and quantified the percentage of Tbx4-LER^GFP^+ cells every 2 days until day 61, while only adding dox 2 days prior to each analysis. We found that Tbx4-LER^GFP^ activation peaks at day 11 of differentiation and subsequently decreases to lower levels (Fig. 2g), consistent with the hypothesis that the lung mesenchymal progenitor state acquired during directed lung mesenchymal differentiation is transient.

Having demonstrated that iPSC-derived cells produced by our protocol and expressing an active Tbx4 lung specific enhancer element are enriched in lung mesenchymal markers we thus annotated Tbx4-LER^GFP^+ cells as putative induced lung mesenchyme (hereafter “iLM”) and Tbx4-LER^GFP^− cells as “iLM^Neg”^. We sought to validate the expression of a selected subset of these lung mesenchymal markers in iLM, iLM^Neg^, and primary E12.5 lung mesenchymal cells by RT-qPCR. We selected markers genes from both the LgM gene set (Fig. 2h), as well as a subset of early embryonic lung mesenchymal markers from the Han et al, 2020 gene set (Fig. 2i, Supplementary Fig. 3c). We found significant enrichment in *Tbx4, Foxf1, Gli1*, *Hhip, Sparcl1, Pde5a*, and *Tnfrsf19* in iLM versus iLM^Neg^ cells. Additional markers from both gene sets (*Nkx6-1, Ptch1, Stmn1, Osr1, Rspo1, Bcl11a, Hmga2, Chd3*) were highly expressed in iLM cells at levels no different from primary controls, and their expression was also detected in and not significantly different from iLM^Neg^ cells.

Importantly, while many lung mesenchymal markers were expressed at similar levels in iLM and primary lung mesenchyme, we did detect significant differences in expression of a subset of markers. For example, *Tbx4 and Wnt2* were expressed at significantly lower levels in iLM cells compared to E12.5 lung mesenchyme, whereas the expression of *Wnt2b* was significantly higher. 

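The score per cell of the LgM set differed between iPSC-derived cluster 1 and primary mesenchyme by −0.0356, with SDs over cells of 0.176 and 0.152. For the set of Han et al. the difference was −0.0376, with SDs of 0.0811 and 0.100. For cluster 2 the differences from primary mesenchyme were −0.326 and −0.101, and for cLM −0.150 and −0.129. The primary mesothelial-like cells differed from primary mesenchyme by 0.00446 and 0.111, so high scores were not limited to mesenchyme. Over the 1450 mesenchymal cells of the GFP+ library, 829 of cluster 1 and 598 of cluster 2 among them, the differences from primary mesenchyme were −0.150 and −0.0572. With cells thinned to 5000 UMIs, cluster 1 differed from primary mesenchyme by −0.0166 for the LgM set and −0.0301 for that of Han et al. Cells are not replicates, and these SDs describe the spread between cells of a library.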

Consistent with these results the total module scores of both Han et al and LgM gene sets were slightly lower in iLM than in primary E12.5 mesenchyme (Supplementary Fig. 2f).

We detected no significant differences in the expression of the general mesenchymal markers *Pdgfra* and *Col1a1*, or the smooth muscle marker *Acta2* between iLM cells and our primary control (Fig. 2h, Supplementary Fig. 3d). In conclusion, many of the assessed mesenchymal genes were expressed at similar, though not identical, levels to primary control cells, further confirming observations from our scRNA-seq dataset, and indicating that iPSC-derived engineered lung mesenchyme purified based on Tbx4-LER activation exhibits key transcriptomic features reminiscent of primary embryonic lung mesenchyme.

Since our transcriptomic comparisons were based on analyses from a single time point, we next sought to investigate how temporal changes in mesenchymal transcriptomic programs in our engineered cells compare to embryonic time-points in vivo for developing lung mesenchyme. Thus, we collected Tbx4-LER^GFP^+ cells every day from day 8 to 13 of lung mesenchymal differentiation (adding dox only 2 days before each collection), as well as primary mouse embryonic lung mesenchymal cells from days E11.5 (i.e., the earliest time-point where it is technically feasible to collect a sufficient number of cells for reliable RT-qPCR analysis), E12.5, E13.5 and E18.5. We quantified the expression of several embryonic lung mesenchymal markers, both from the LgM gene set and Han et al.’s gene set, as well as several general/more mature mesenchymal markers (Supplementary Fig. 3e). We found that the expression of most measured lung mesenchymal markers in Tbx4-LER^GFP+^ cells peaked around day 10–12 of differentiation. Expression levels of 12 out of 15 markers were similar to E11.5–12.5 primary lung mesenchyme, but we observed important differences in *Wnt2* and *Tbx4*, which were lower in the Tbx4-LER^GFP+^ cells at all time points assayed (Supplementary Fig. 3e), consistent with our scRNA-seq dataset (Supplementary Fig. 2b–d). We thus selected day 11 Tbx4-LER^GFP+^ cells and E12.5 primary mesenchymal cells for subsequent co-culture experiments (see Figs. 3–6).

**Fig. 3:**
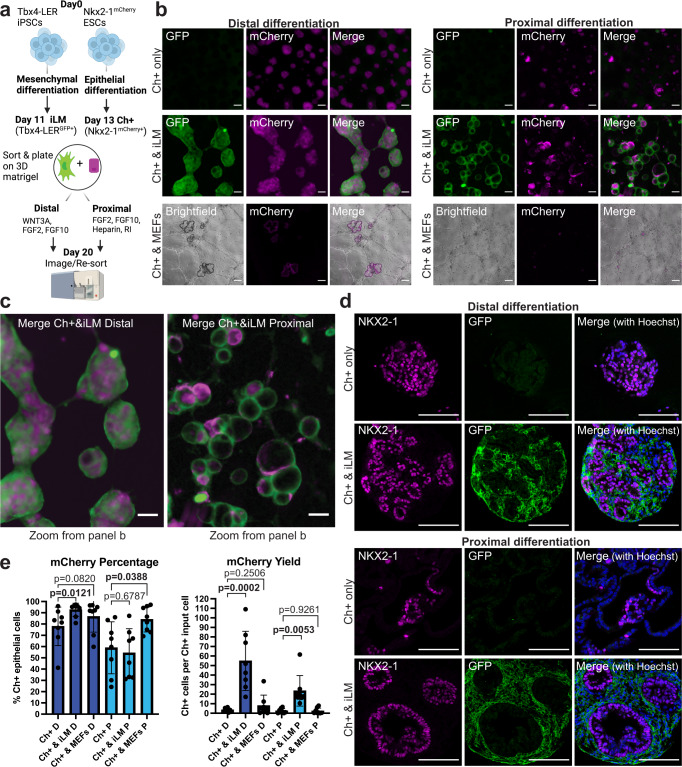
Co-culture of induced lung mesenchyme with Nkx2-1^mCherry^+ lung epithelial progenitors leads to the formation of three-dimensional organoids and increases yield of Nkx2-1^mCherry^+ cells in distal and proximal epithelial differentiation conditions. **a** Schematic of lung epithelial-mesenchymal co-culture experiments. Nkx2-1^mCherry^ ESCs and Tbx4-LER iPSCs were differentiated separately using the lung epithelial or lung mesenchymal differentiation protocol. Day 11 Tbx4-LER^GFP^ + (=iLM) and Day13 Nkx2-1^mCherry^ + (Ch + ) cells were then mixed at a 20:1 ratio and cultured for 7 days in either distal or proximal differentiation medium. Created with BioRender.com. **b** Representative images of day 20 co-cultures. Day 13 Nkx2.1^mCherry^ + (Ch + ) cells were cultured in distal or proximal medium, either alone, with iLM cells or with a non-lung mesenchyme control (Mouse embryonic fibroblasts, MEFs). Scale bars = 200 μm. **c** Zoomed in versions of distal and proximal co-culture images shown in panel b. Scale bars = 200 μm. **d** Immunofluorescence images showing expression of NKX2-1 and GFP in Nkx2-1^mCherry^+ cells cultured in distal or proximal conditions alone or co-cultured with iLM for 1 week. Scale bars = 100 μm. **e** Percentage of Nkx2-1^mCherry^+ cells and yield (i.e., number of Nkx2-1^mCherry^+ cells per day 13 Nkx2-1^mCherry^+ input cell) for Nkx2-1^Cherry^+ cells cultured alone, with iLM or with MEFs in distal or proximal medium. *N* = 8. Bars show mean ± sd. *P* values were determined by paired, two-tailed Student’s *t* test. Significant (*p* < 0.05) *p* values are highlighted in bold font.

**Fig. 4:**
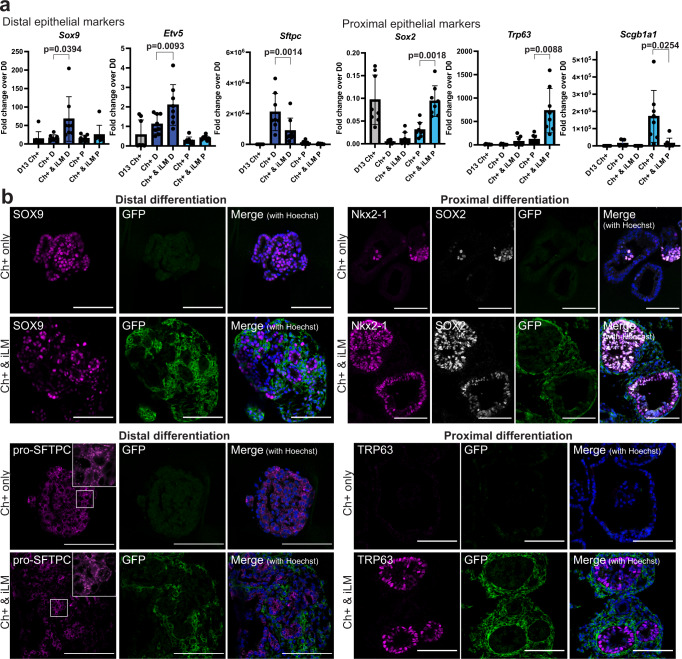
Co-culture with induced lung mesenchyme impacts the differentiation program of Nkx2-1^mCherry^+ lung epithelial progenitors. **a** RT-qPCR data showing fold change expression relative to day 0 iPSCs of distal and proximal lung/airway markers in Nkx2-1^mCherry^+ cells before (gray) and after co-culture in distal (dark blue) and proximal (light blue) medium. *N* = 8. Bars show mean ± sd. *P* values were determined by paired, two-tailed Student’s *t* test. Significant (*p* < 0.05) *p* values are highlighted in bold font. **b** Immunofluorescence images showing expression of distal and proximal epithelial markers of interest in Nkx2-1^mCherry^+ cells cultured in distal or proximal conditions alone or co-cultured with iLM for 1 week. Scale bars = 100 μm.

**Fig. 5:**
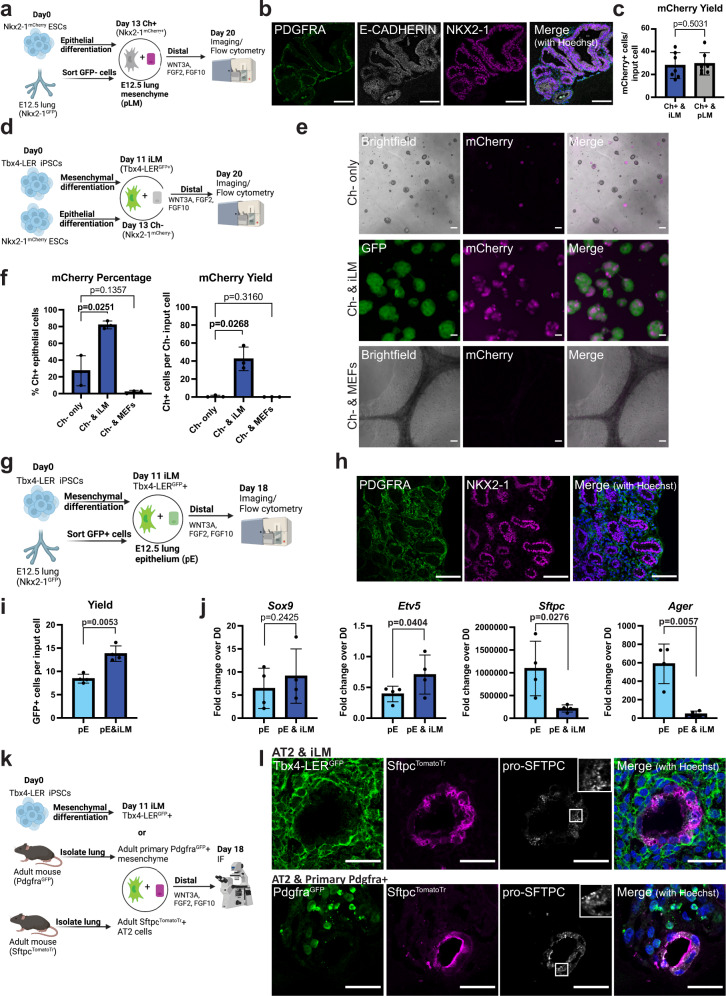
Co-culture with in vitro differentiated lung mesenchyme can induce lung epithelial fate in non-lung epithelial progenitors and can maintain primary epithelial cells. **a** Co-cultures of Nkx2-1^mCherry^+ cells with primary E12.5 lung mesenchyme (pLM). Created with BioRender.com. **b** Immunofluorescence showing expression of PDGFRA, E-CADHERIN and NKX2-1 in co-cultures of Nkx2-1^mCherry^+ epithelial cells and pLM in distal medium. Scale bars = 100 μm. **c** Yield of Nkx2-1^Cherry^+ cells after co-culture with iLM or pLM in distal medium *N* = 7. **d** Schematic of co-cultures of iLM with Nkx2-1^mCherry^- day 13 cells. Created with BioRender.com. **e** Representative images of co-cultures of iLM with Nkx2-1^mCherry^- cells. Cells were sorted for EPCAM +/mCherry− on day 13 of epithelial differentiation and cultured either alone, with iLM, or with non-lung mesenchyme (MEFs) in distal medium for 7 days. Scale bars = 200 μm. **f** Percentage and yield of Nkx2-1^mCherry^+ cells for Nkx2-1^mCherry^- cells cultured alone, with iLM or with MEFs in distal medium for 7 days. *N* = 3. **g** Schematic of co-cultures of primary Nkx2-1^GFP^ + E12.5 lung epithelial cells (pE) with iLM. Created with BioRender.com. **h** Immunofluorescence images showing expression of PDGFRA and NKX2-1 in co-cultures of pE and iLM in distal medium. Scale bars = 100 μm. **i** Yield of Nkx2-1^GFP^+ cells after 1 week of distal culture alone or with iLM. *N* = 4. **j** RT-qPCR data showing fold change expression over day 0 iPSCs of *Sox9*, *Etv5, Sftpc*, and *Ager* in pE cultured alone or with iLM in distal medium. *N* = 4. **k** Schematic of co-cultures of iLM with SFTPC^TomatoTr^ lineage traced adult primary alveolar epithelial type 2 (AT2) cells. Created with BioRender.com. **l** Immunofluorescence images showing expression of GFP, Tomato and pro-SFTPC in primary SFTPC^TomatoTr^ lineage traced AT2 cells cultured either with iLM or with primary Pdgfra^GFP^+ lung mesenchyme. Scale bars = 30 μm. Bars show mean ± sd. *P* values were determined by paired, two-tailed (**c** and **f**) or one-tailed (**i** and **j**) Student’s *t* test. Significant (*p* < 0.05) *p* values are highlighted in bold font.

**Fig. 6:**
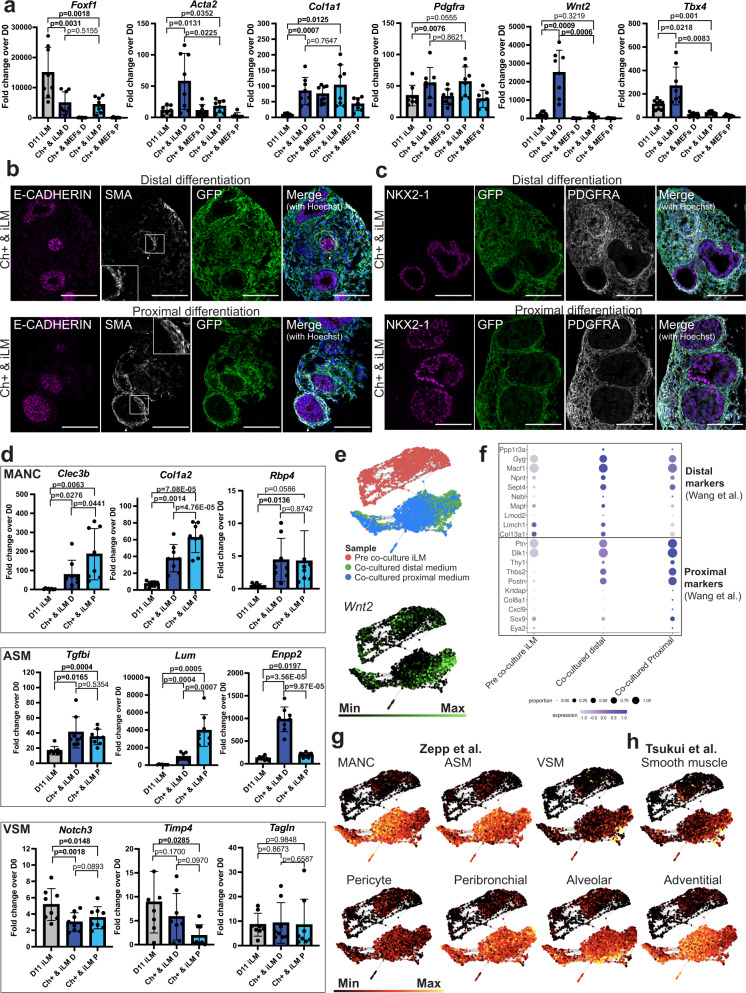
Cross-talk between induced lung mesenchyme and epithelium impacts mesenchymal differentiation in recombinant co-cultures. **a** RT-qPCR data showing fold change expression relative to day 0 iPSCs of lung mesenchymal markers in day 11 iLM cells before co-culture (gray), and in iLM and MEFs after co-culture in distal (dark blue) and proximal (light blue) medium. Cells were re-sorted for GFP+ (iLM) or Cherry−/EPCAM− (MEFs) after 7 days of co-culture. *N* = 8. **b** Immunofluorescence images showing expression of GFP, E-CADHERIN and Smooth muscle actin (SMA) in Nkx2-1^mCherry^+ cells co-cultured with iLM in distal or proximal medium for 1 week. Scale bars = 100 μm. **c** Immunofluorescence images showing expression of GFP, NKX2-1 and PDGFRA in Nkx2-1^mCherry^+ cells co-cultured with iLM in distal or proximal medium for 1 week. Scale bars = 100 μm. **d** RT-qPCR data showing fold change expression relative to day 0 iPSCs of MANC, ASM and VSM markers in day 11 iLM cells before co-culture (gray), and in iLM after co-culture in distal (dark blue) and proximal (light blue) medium. *N* = 8. **e** SPRING plot showing sample identity and expression of *Wnt2* for single cell RNA-seq of iLM before and after distal and proximal co-culture. **f** Dot plot showing expression of 10 distal and 10 proximal markers in iLM before and after distal and proximal co-culture. These markers were previously found to be enriched in the distal versus proximal adult mouse lung by Wang et al., 2018. **g** SPRING plot showing expression of gene sets (top50 expressed genes) of adult lung mesenchymal cell types described by Zepp et al., 2021. **h** SPRING plot showing expression of gene sets (top50 expressed genes) of adult lung mesenchymal cell types described by Tsukui et al., 2020. All bars show mean ± sd. *P* values were determined by paired, two-tailed Student’s *t* test. Significant (*p* < 0.05) *p* values are highlighted in bold font.

### Induced lung mesenchymal progenitors have developmental competence

We next sought to investigate whether iLM cells are competent to differentiate into more mature mesenchymal lineages (Supplementary Fig. 4a), including those that are not lung specific, such as smooth muscle, fat, or endothelium. We sorted day 13 Tbx4-LER^GFP^+ versus Tbx4-LER^GFP^- cells and re-plated them in a smooth muscle differentiation medium that we previously published^36^. After 4 days, both populations of cells elongated and significantly upregulated expression of smooth muscle markers *Acta2* and *Tagln*, while downregulating expression of *Tbx4* (Supplementary Fig. 4b–d), indicating mesenchymal maturation competence of both GFP+ and GFP− cells.

Consistent with this general mesenchymal competence, we found an increased deposition of lipid droplets when culturing iLM cells in adipogenic medium, as compared to parallel control cultures of iLM cells continued in mesenchymal medium (Supplementary Fig. 4e). In contrast, iLM cells by day 7 had lost vascular endothelial differentiation competence. When day 5 iPSC-derived lateral plate mesodermal cells were re-plated in VEGF-containing endothelial medium, the endothelial marker CDH5 was later expressed on the surface of 20% of the cellular outgrowth, whereas differentiating unsorted Tbx4-LER cells transferred to the same endothelial medium on day 7 gave rise to few (<5%) CDH5+ endothelial cells when analyzed after 2–8 more days in culture, and none of these emerging CDH5+ cells were Tbx4-LER^GFP^ + (Supplementary Fig. 4f). This suggests rapid loss of endothelial competence during directed lung mesenchymal differentiation after the lateral plate mesoderm state. These findings are in agreement with Zhang et al., who showed that developing Tbx4-LER^GFP^+ cells rapidly lose endothelial competence in vivo by E11.5, while their competence to differentiate into other mesenchymal lineages is maintained until later embryonic time-points^35^.

### Induced lung mesenchyme co-cultured with engineered lung epithelium forms 3D organoids

One of the key functions of developing lung mesenchyme in vivo is to closely interact with and signal to the developing lung epithelium. Thus, in order to investigate the functional competence of iLM, we established a lung epithelial-mesenchymal co-culture system (Fig. 3a) where we separately differentiated our Tbx4-LER^GFP^ iPSC line into iLM cells, and a Nkx2-1^mCherry^ reporter ESC line^41^ into an Nkx2-1+ lung epithelial progenitor state using our published protocol^27,38^. As noted above, in order to enrich for cells that have an activated Tbx4 lung-specific enhancer element at the time of collection (see Fig. 2f, g), we used only short term dox exposure, restricting the addition of dox to differentiation day 9–11, and collected Tbx4-LER^GFP^+ cells on day 11 for all co-culture experiments. We purified lung epithelial and iLM derivatives by flow cytometry and plated them on top of a bed of 3D Matrigel in our previously published distal (alveolar) or proximal (airway) lung epithelial differentiation media^27,38^ (Fig. 3a).

Co-cultured cells self-organized into three-dimensional organoids (recombinants) with juxtaposed layers of Tbx4-LER^GFP^+ lung mesenchyme and Nkx2-1^mCherry^+ lung epithelium (Fig. 3b–d). Distal and proximal cultures differed in morphology, with distal cultures showing a more lobular and proximal cultures showing a more cystic structure (Fig. 3b, c). In contrast, Nkx2-1^mCherry^+ lung epithelium co-cultured with mouse embryonic fibroblasts (MEFs, i.e., a non-lung mesenchymal cell type control) did not associate closely and showed poor outgrowth of Nkx2-1^mCherry^+ cells, suggesting that co-culture with non-lung mesenchymal cells does not lead to 3D self-organization or detectable physical juxtaposition of the two lineages (Fig. 3b). Re-sorting after co-culture to analyze the frequency and yield of each cell lineage revealed that co-culture with iLM significantly increased both the percentage and yield of Nkx2-1^mCherry^+ epithelial cells after 1 week in distal differentiation medium, as compared to Nkx2-1^mCherry^+ only culture controls (Fig. 3e, Supplementary Fig. 5a). Furthermore, co-culture with iLM significantly increased the yield of Nkx2-1^mCherry^+ cells in proximal culture conditions compared to Nkx2-1^mCherry^+ cells cultured alone, while co-culture with MEFs did not (Fig. 3e).

### Co-culture with induced lung mesenchyme affects epithelial differentiation programs

We next sought to determine whether co-culture with iLM might provide signals that impact the molecular phenotype of differentiating ESC-derived lung epithelial cells. Given that iLM resembles an early lung mesenchymal progenitor state, we speculated that co-culture with iLM might maintain Nkx2-1^mCherry^+ cells in a less mature state compared to Nkx2-1^mCherry^+ epithelial-only cultures. Indeed, RT-qPCR analysis of re-sorted cells indicated that Nkx2-1^mCherry^+ cells co-cultured with iLM in distal medium expressed higher levels of early lung epithelial markers such as *Sox9* and *Etv5*, but lower levels of more mature distal epithelial lineage markers such as *Sftpc*, *Ager* and *Hopx*, compared to Nkx2-1^mCherry^+ cells cultured alone (Fig. 4a, Supplementary Fig. 5b).

In proximal differentiation conditions, expression of airway markers known to arise early in development, such as *Sox2* and *Trp63* was increased in Nkx2-1^mCherry^+ cells co-cultured with iLM compared to Nkx2-1^mCherry^+ cells cultured alone. In contrast, markers that arise later in development, such as the club cell marker *Scgb1a1*, were decreased in Nkx2-1^mCherry^+ cells co-cultured with iLM compared to Nkx2-1^mCherry^+ cells cultured alone (Fig. 4a, Supplementary Fig. 5b). Nkx2-1^mCherry^+ cells in all conditions tested were enriched for *Nkx2-1*, but expressed little to no thyroid marker *Pax8* or forebrain marker *Otx1* (Supplementary Fig. 5c), suggesting maintenance of lung-specific identity. Immunofluorescence further confirmed expression at the protein level of *Sox9*, *Sftpc*, *Sox2*, and *Trp63* and indicated that in recombinant cultures GFP lineage-traced iLM descendants surrounded and abutted the more centrally located lung epithelia expressing these markers (Fig. 4b).

To validate our recombinant model using primary developing lung mesenchyme, we repeated these experiments combining ESC-derived purified lung epithelial progenitors (Nkx2-1^mCherry^ sorted) with either E12.5 primary lung mesenchyme (pLM) or iLM (Fig. 5a–c, Supplementary Fig. 5d) in distal medium. After 1 week of co-culture as recombinants, we observed closely juxtaposed epithelial-mesenchymal cell layers with similar yields of Nkx2-1^mCherry^+ cells, which expressed similar levels of *Sox9*, *Etv5*, and *Sftpc* regardless of whether the cells were co-cultured with engineered iLM or pLM, but significantly higher *Ager* expression in the Nkx2-1^mCherry^+ cells co-cultured with pLM. Taken together, our results suggest that co-culture with induced lung mesenchyme not only increases the yield of Nkx2-1^mCherry^+ cells after culture in distal and proximal differentiation medium, but also affects the epithelial differentiation programs of their descendants.

We next sought to investigate whether our iLM is able to compensate for removal of growth factors in our distal and proximal media. We found no outgrowth in our complete serum-free differentiation medium base (cSFDM; with no growth factors added) when culturing Nkx2-1^mCherry^+ cells alone, with iLM, or with pLM. These findings are in agreement with existing literature, since to our knowledge there are no previous reports of lung epithelial-mesenchymal co-cultures in serum-free, growth factor-free media. We thus performed a factor withdrawal experiment, where we removed one growth factor at a time from our distal or proximal media and quantified the yield of Nkx2-1^mCherry^+ cells after 1 week of culture alone or with iLM (Supplementary Fig. 5e). We found that co-culture with iLM can partially compensate for the removal of WNT3A and FGF2 from the distal and the removal of FGF10 and FGF2 from the proximal medium.

### Co-culture induces lung epithelial fate in non-lung epithelial progenitors

Having found that co-culture with iLM augments the percentage and yield of Nkx2-1^mCherry^+ epithelial progenitors in distal differentiation conditions, we sought to determine whether iLM can also actively induce lung epithelial fate in ESC-derived endodermal cultures. We thus sorted day 13 Epcam + /Nkx2-1^mCherry^- cells (i.e., epithelial cells that had not acquired a lung-specific fate by day 13 of differentiation) and co-cultured them with iLM in distal differentiation medium (Fig. 5d). The resulting recombinants self-assembled into 3D structures with similar morphology to recombinants of iLM with Nkx2-1^mCherry^+ cells (Fig. 5e). After 7 days, 82.0 ± 4.8% of the previously Nkx2-1^mCherry^- cells expressed mCherry (Fig. 5f). In contrast, only 27.3 ± 14.6% of Nkx2-1^mCherry^- cells cultured in distal differentiation medium alone turned mCherry positive, and Nkx2-1^mCherry^- cells co-cultured with MEF controls did not detectably expand in culture (Fig. 5f). Re-sorting of post co-culture Nkx2-1^mCherry^+ cells and RT-qPCR analysis revealed no differences in expression of lung epithelial lineage markers in the Nkx2-1^mCherry^+ outgrowth from any sample, regardless of whether the cells were Nkx2-1^mCherry^+ or Nkx2-1^mCherry^- prior to co-culturing with iLM (Supplementary Fig. 5f).

To further investigate the functional capacity of iLM cells, we tested their ability to support the outgrowth of primary embryonic or adult lung epithelial cells. First, we co-cultured iLM with purified primary E12.5 lung epithelial cells (pE, sorted based on our published Nkx2-1^GFP^ reporter^42^) in distal differentiation medium (Fig. 5g). Similar to our co-cultures with engineered lung epithelial progenitors, we found that co-cultures with iLM: (1) formed recombinants with closely juxtaposed layers of primary lung epithelium and mesenchyme (Figs. 5h), (2) significantly augmented yields of primary Nkx2-1^GFP^+ epithelial cells after co-culture, compared to epithelial culture alone (Figs. 5i), and (3) resulted in augmented epithelial expression of *Etv5* but restrained expression of *Sftpc* or *Ager* (Fig. 5j). Second, we investigated whether our iLM can support outgrowth of adult primary mouse alveolar epithelial type 2 (AT2) cells (Fig. 5k). AT2 cells in prior reports grow well in co-culture with primary mouse lung mesenchymal cells^43^, but do not survive in culture in these conditions in the absence of mesenchyme. We found that, similar to our co-cultures with engineered epithelial progenitors, AT2 cells purified from an adult Sftpc^tdTomato^ lineage tracer mouse^44^ and co-cultured with either iLM or with purified primary Pdgfra^GFP+^ lung fibroblasts formed 3D organoids with closely juxtaposed layers of mesenchyme and proSFTPC+ epithelium (Fig. 5l). Thus, our data suggests that iLM can support outgrowth of both engineered and primary lung epithelial cells, including AT2 cells.

### Epithelial-mesenchymal crosstalk in co-cultures affects mesenchymal differentiation

Finally, we sought to investigate how co-culture with Nkx2-1^mCherry^+ cells affects the differentiation of iLM cells. Epithelial-mesenchymal interactions in lung development are thought to impact mesenchymal differentiation programs through bi-directional cross talk. However, few model systems are available to test this hypothesis in developing mammals. Supporting a critical role for the developing lung epithelium in sustaining mesenchymal cells in our model system, we observed that iLM cultured in distal differentiation medium alone showed poor survival and outgrowth. We thus first quantified the expression of lung mesenchymal markers in iLM cells before and after co-culture in order to test whether co-culture with differentiating lung epithelial progenitors alters mesenchymal programs (Fig. 6a–c). For non-lung mesenchymal controls, we quantified gene expression in MEFs after co-culture with ESC-derived Nkx2-1^mCherry^ + (Ch + ) lung epithelium.

Co-culturing in distal medium with Nkx2-1^mCherry^+ lung epithelium resulted in upregulation of *Wnt2*, *Tbx4*, *Pdgfra*, and *Acta2* uniquely in iLM, but not in MEFs, while general mesenchymal marker *Col1a1* increased in all conditions in both iLM and MEFs (Fig. 6a). In contrast, lung mesenchymal progenitor marker *Foxf1* decreased. *Wnt2* is an important and relatively specific marker of both embryonic and adult lung mesenchymal lineages in vivo^1^, and these results suggest that juxtaposed developing lung epithelium in distal conditions might provide important factors to maintain and augment or mature the lung-specific identity of co-cultured iLM.

Given the upregulation of *Acta2* transcript and expression of smooth muscle actin protein (SMA, also known as ACTA2; Fig. 6a, b) in iLM descendants in both distal and proximal recombinant co-cultures, we speculated that further maturation or patterning of lung mesenchyme may be occurring in our co-cultures. To explore this possibility, we first defined the in vivo global transcriptomes and cellular heterogeneity of all *Acta2*+ cells in the adult mouse lung at single cell resolution, using scRNA-seq to profile all GFP+ lung cells sorted from a transgenic mouse carrying bifluorescent Acta2hrGFP and Cspg4-Cre-LSL-dsRed reporters driven by promoter fragments for each gene^45^ (Supplementary Fig. 6a). Dimensionality reduction visualization (SPRING) as well as Louvain clustering revealed that most *Acta2*+ lung cells segregate into 3 main clusters, one of which expressed *Notch3*, as well as the dsRed lineage trace, identifying this cluster as vascular smooth muscle cells^45^ (Supplementary Fig. 6b–d). We further compared our dataset to a previously published scRNA-seq dataset of adult mouse lung mesenchymal cell populations^46^ and identified our 3 main clusters as Mesenchymal alveolar niche cells (MANCs), airway smooth muscle (ASM) and vascular smooth muscle cells (VSM), based on an overlay of the top 50 genes (Supplementary Data 3) found to be enriched in these 3 cell types by Zepp et al.^46^ (Supplementary Fig. 6c).

To determine whether these three cell types might be detectable in iLM recombinant cultures, we performed RT-qPCR of markers for each cell type in sorted iLM before and after recombinant cultures. We selected genes found among the top 30 enriched genes from our 3 in vivo cell clusters (Fig. 6d, Supplementary Fig. 7a, Supplementary Data 4). We also selected VSM marker *Timp4*, since it was found to be enriched in VSM cells in previous datasets^46,47^. Of note, most of the enriched genes selected from our mouse lung profiles were also found among the top enriched genes in Zepp et al’s datasets, suggesting that these are suitable markers for each of the 3 corresponding cell types. By RT-qPCR we found that the majority of MANC and ASM markers were upregulated in iLM after recombinant culture with epithelium, both in distal and proximal media compared to pre-co-culture iLM (Fig. 6d, Supplementary Fig. 7a). In contrast, expression of VSM markers was either significantly decreased or unchanged (Fig. 6d, Supplementary Fig. 7a), suggesting that co-cultured iLM might differentiate toward airway mesenchymal and MANC-like subpopulations, but not toward vascular smooth muscle cells, consistent with the presence of alveolar/airway-like epithelial cells, but lack of vascular endothelial cells in these co-cultures.

Finally, to obtain a more global view of gene expression in co-cultured iLM cells we performed scRNA-seq of iLM before and after co-culture with ESC-derived lung epithelial Nkx2-1^mCherry^+ cells in either distal or proximal media (Fig. 6e, Supplementary Fig. 7b). Consistent with the responses to co-culture profiled by RT-qPCR in Fig. 6a, we again observed increased expression of *Wnt2* after distal co-culture and augmented *Acta2* and *Col1a1* with decreased *Foxf1* and decreased expression of the early embryonic lung mesenchymal marker gene set, LgM (Fig. 6e, Supplementary Fig. 7b).

To investigate potential distal versus proximal patterning in our co-cultured lung mesenchyme, we employed proximal and distal adult lung mesenchymal marker datasets previously established by Wang et al., 2018^48^ (Supplementary Data 5). As expected, we found that distal markers by Wang et al. tend to be expressed at higher levels in iLM after co-culture in distal medium, whereas proximal markers tend to be more enriched in iLM after proximal co-culture, (Fig. 6f, Supplementary Fig. 7c). Furthermore, co-culture resulted in upregulation in iLM of MANC and ASM gene sets from Zepp et al., 2021 (Supplementary Data 3; Fig. 6g). Integration of our iLM datasets with previous time series scRNA-seq profiles of developing lung mesenchyme by Zepp et al.^46^ further demonstrated these changes in iLM after co-culture suggesting some degree of iLM maturation (Supplementary Fig. 8), although interpretations of these integrated datasets are potentially limited by technical batch effects. We also observed upregulation in iLM after co-culture of sets of the top 50 enriched genes of several adult mouse lung mesenchymal lineages defined by Tsukui et al, 2020^49^ (peribronchial, alveolar, and adventitial fibroblasts; Supplementary Data 6; Fig. 6h). Consistent with RT-qPCR results (Fig. 6d), we did not observe significant upregulation of vascular mesenchymal gene sets, such as those of pericytes or vascular smooth muscle (Fig. 6g, Supplementary Fig. 8c).

## Discussion

Our results demonstrate the directed differentiation of mouse iPSCs into functional lung-specific mesenchymal cells via KDR+ mesoderm in response to combinatorial RA and Hh signaling. Utilizing a Tbx4 enhancer element that is uniquely active in the developing lung mesenchyme of air-breathing organisms we generated a murine lineage reporter/tracer iPSC line, and used this line to optimize defined, serum-free culture conditions for the derivation of this lineage. Moreover, this reporter/tracer facilitated the quantitative tracking and purification of the derived lung-specific mesenchymal progenitors as they emerged from mesodermal precursors, further allowing their prospective isolation, functional characterization, and transcriptomic profiling at single cell resolution. Our findings significantly extend prior reports of the derivation of developing mesenchyme enriched for lung-like features^2,9,29,50^. These prior studies relied on the developing embryo as an in vivo roadmap to guide the stepwise directed differentiation in vitro of iPSCs through mesodermal precursors into specified primitive mesenchymal progenitors, some of which expressed lung-like programs.

In contrast to developing lung epithelia for which there are now a variety of validated lineage specific reporters and marker genes, developing tissue-specific mesenchymal lineages remain poorly understood, due in part to a paucity of markers available for identifying or purifying tissue-specific mesenchymal cells. While a variety of mesenchymal markers selectively distinguish mesenchymal subsets, such as fibroblasts, myofibroblasts, smooth muscle, vascular endothelium, pericytes, adipocytes, and cartilage, most of these markers tend to be expressed across a variety of organs, and little is known about the tissue-specific differences between mesenchymal subsets across different organs, both during mesenchymal development and in the post-natal organism. We observed a variety of mesenchymal marker transcripts and gene elements expressed in our iPSC-derived mesenchyme that are also enriched in primary developing lung mesenchyme, including the Tbx4 enhancer element known to selectively identify developing lung-specific mesenchyme.

Importantly, while we did observe activation of our lung mesenchyme-specific reporter and expression of many lung mesenchymal markers in our iPSC-derived lung mesenchyme, we also detected some transcriptional differences between our iPSC-derived and primary lung mesenchymal cells, suggesting that while our iPSC-derived lung mesenchymal cells share similarities with primary lung mesenchyme, they are not equal. Lung mesenchymal markers *Tbx4* and *Wnt2* were expressed at significantly lower levels compared to primary cells. We also found that iPSC-derived lung mesenchyme clustered separately from primary cells, which could in part be caused by differences in expression of lung mesenchymal marker genes, but could also partially be due to cell culture effects unrelated to the lung-specific identity of our cells. In order to demonstrate that, despite some transcriptional differences between iPSC-derived and primary lung mesenchymal cells, our iPSC-derived lung mesenchyme can function as lung mesenchyme we employed a variety of functional readouts and concluded that our derived mesenchyme appeared to be lung-like. First, in contrast to developing non-lung embryonic mesenchymal cells, such as MEFs, our putative lung mesenchymal progenitors augmented epithelial lung lineage specification of co-cultured foregut endodermal cells and modulated the airway and alveolar differentiation programs of their epithelial descendants. Second, Tbx4-LER^GFP^+ mesenchyme after recombination with developing lung epithelia, formed spatially organized organoids with mesenchymal descendants that were closely juxtaposed to these epithelia, and expressed a variety of upregulated maturing mesenchymal programs. Most importantly, after recombination gene expression changes in both mesenchymal and epithelial lineages provided evidence of bidirectional cross-talk, a key feature of the developing lung.

Our work adds to an emerging literature focused on deriving tissue-specific mesenchymal lineages from iPSCs. In many prior studies the technique of “co-development” has been employed, where both mesenchymal and epithelial lineages are simultaneously differentiated in heterogeneous cultures that take advantage of the known inefficiencies in directed differentiation of endodermal or mesodermal germ layers^17,30^. This approach has led, in some cases, to the formation of 3-dimensional structures containing both epithelial and mesenchymal lineages in close apposition, although whether the resulting mesenchyme was tissue-specific was not addressed^17,30^. We also attempted simultaneous co-development of mesoderm and lung endoderm, but found little evidence of lung-specific mesenchyme arising within the mesenchymal lineages that emerged in our culture conditions. In contrast, the separate derivation of putative lung-specific mesenchyme was more efficiently achieved through a dedicated mesodermal directed differentiation approach that we then optimized for the activation of the lung-mesenchymal specific reporter/tracer element through combinatorial stimulation of RA and Hh signaling. Our findings, however, only suggest that our co-development culture conditions were not optimal for lung specific mesenchymal specification compared to our dedicated mesodermal approach in our hands, and need not dissuade parallel efforts by others focused on co-development approaches for producing tissue-specific mesenchyme.

Our approach of separate derivation of epithelial and mesenchymal progenitors and subsequent sorting before recombinant co-culture resulted in lung-specific identity and purity of both lineages. This approach builds on a nascent literature using separate derivation of different germ layers to engineer functional multi-lineage organoids. For example, it has been shown that functional gastrointestinal organoids can be engineered using three germ layers separately derived from iPSCs^51^. In the lung, a recent study by Tamai et al. demonstrated that iPSC-derived (non-tissue specific) mesenchyme can support the development of separately generated iPSC-derived lung epithelium^50^.

While iLM engineered through our protocol upregulated the expression of several sets of markers for mature lung mesenchymal cell types upon co-culture in distal or proximal medium, our results do not indicate that these cells are fully mature, and further work will be needed to generate progressively more mature lung mesenchymal sub-lineages, just as has been accomplished by iterative improvements in protocols for engineered lung epithelial lineages in the past 2 decades.

In conclusion, we have developed an in vitro iPSC-based model system for the derivation and study of early lung-specific mesenchyme with potential benefit for understanding basic mechanisms regulating tissue-specific mesenchymal fate decisions and future applications for regenerative medicine.

While engineered lung mesenchyme expressed many early lung mesenchymal markers at similar levels as primary embryonic lung mesenchyme, we did detect some differences between our engineered cells and primary controls. In particular, expression of the important lung mesenchymal marker *Wnt2* and downstream targets of the Wnt signaling pathway were expressed at lower levels in engineered lung mesenchymal cells. Interestingly, expression of *Wnt2* significantly increased upon co-culture with lung epithelial progenitors in distal differentiation medium. This suggests that lung epithelial progenitors provide signals necessary to induce *Wnt2* expression and potentially re-enforce and improve the lung-specific identity of engineered lung mesenchymal cells. Further work will be needed to identify these signals and modify the lung mesenchyme differentiation medium accordingly in order to yield lung mesenchymal progenitors that resemble the primary control even more closely.

We have used mouse iPSCs to generate lung mesenchymal progenitors, harnessing a lung mesenchyme-specific reporter system. In order to study human lung mesenchyme development and to model human respiratory diseases involving the mesenchymal lineage, such as pulmonary fibrosis, establishing a protocol for the differentiation of human iPSCs into lung mesenchyme will be crucial. The *Tbx4* lung enhancer region is highly conserved in mouse and humans, however, it is unclear if this enhancer activates in the same lung-mesenchyme specific manner as in the mouse. Future work can focus on testing a human reporter and adapting our approach for the derivation of human lung-specific mesenchyme from patient-specific iPSCs.

## Methods

### Animal maintenance and isolation of E12.5 mouse embryonic lung mesenchyme

All experiments involving mice were approved by the Institutional Animal Care and Use Committee of Boston University School of Medicine. For the isolation of primary mouse embryonic tissue (C57BL/6 J strain, Jackson Laboratory #000664) on embryonic day (E)12.5 timed-pregnant female mice were euthanized and embryonic lungs were isolated using Tungsten needles (Fine Science Tools, #10130-10) and kept in HBSS with 10% FBS on ice. Lungs were subsequently single cell digested using TrypLE (Gibco, #12640-013) for 15 min at 37 °C. Cells were treated with Red Blood Cell Lysing Buffer (Sigma, #R7767) and incubated with an BV421-conjugated anti-CD326 antibody (BD Biosciences, # 563214, 1/500 dilution) for 30 min on ice. Lung mesenchyme and epithelium were isolated by fluorescence activated cell sorting (FACS) for Epcam- versus Epcam+ cells. For co-cultures of iLM with primary E12.5 embryonic lung epithelium and co-cultures of ESC-derived lung epithelium with primary lung mesenchyme, a previously published Nkx2-1^GFP^ mouse line was used^42^. This mouse line has a C57BL/6 J background, was previously generated in our lab and is commercially available (Jackson Laboratory, #066764-JAX) Embryonic lungs were isolated and epithelial and mesenchymal cells were separated based on Nkx2-1^GFP^±. For co-cultures of iLM with adult alveolar epithelial type 2 (AT2) cells, primary adult AT2 cells were isolated based on flow cytometry sorting tdTomato+ lineage traced (Sftpc^TomatTr^) cells from single cell suspensions prepared from the lungs of adult (3–6 month old) mice carrying knock-in Sftpc-CreER^T2^ and Rosa26-tdTomato alleles^44^. To generate these mice, Sftpc-CreER^T2^ males (Jackson Laboratory, #028054, C57BL/6NCr background) were crossed with Rosa26-tdTomato females (Jackson Laboratory, #007914, C57BL/6 J background) and 3–6 months old Sftpc-CreER^T2^/Rosa26-tdTomato offspring were injected intraperitoneally with four doses of tamoxifen (20 mg/ml at 0.2 mg/g mouse weight, Thermofisher #J63509.03) every other day to induce Tomato expression in AT2 cells. Animals were harvested 3 weeks post tamoxifen administration. For control primary-primary co-cultures, a Pdgfra^GFP^ reporter mouse line was used^52^ (Jackson Laboratory, #007669, C57BL/6 J background). For isolation of adult Acta2+ lung cells, a previously published Acta2hrGFP/Cspg4-Cre-LSL-dsRed bifluorescent mouse line was used^45^ and GFP+ live cells were sorted from lung digested single cell suspensions for scRNA-seq profiling. The Acta2hrGFP/Cspg4-Cre-LSL-dsRed has a C57BL/6 J background and was a generous gift from the lab of Alan Fine (Boston University).

### Generation and maintenance of mouse iPSC/ESC lines

A Tbx4-LER reporter/tracer iPSC line was generated by reprogramming tail tip fibroblasts from adult Tbx4-LER triple transgenic mice carrying an rtTA/LacZ encoding cassette under regulatory control of a Tbx4 lung-specific enhancer, a Tet-responsive Cre recombinase, and a fluorescent mTmG cassette (Tbx4-rtTA; TetO-Cre; mTmG, hereafter “Tbx4-LER”)^35^. The Tbx4-LER triple transgenic mouse line was generated in the lab of Wei Shi (University of Southern California) and has a C57BL/6 J background. Reprogramming was performed as previously published^24^ using an excisable lentiviral STEMCCA-Frt vector followed by vector excision with transient flipase expression (adeno-flp)^24^ as shown in Supplementary Fig. 1. A normal karyotype was documented by G-banding analysis (Cell Line Genetics). For lung epithelial differentiation, a Nkx2-1^mCherry^ reporter ESC line^41^ (generous gift from Dr. Janet Rossant, SickKids Research Institute, Toronto, Canada) was differentiated using protocols we have previously published for this line^27^. All iPSC/ESC lines were maintained on mouse embryonic fibroblasts in medium containing DMEM with 15% ESC-qualified fetal bovine serum (ThermoFisher, 16141061), Glutamax (Life Technologies, 35050-061), 0.1 mM Beta-mercaptoethanol (Fisher Scientific, #21985-023), Primocin (Fisher Scientific, NC9392943) and Leukemia inhibitory factor.

### Directed differentiation of iPSCs into lung mesenchyme

Tbx4-LER iPSCs were first differentiated into lateral plate mesoderm as previously published^36^. In brief, iPSCs were trypsinized and subsequently MEF-depleted by incubating in 10 cm tissue culture dishes (Fisher Scientific, #FB012924) in ESC medium at 37 °C for 30 mins to let MEFs attach. Remaining iPSCs in medium were collected by centrifugation at 300 × *g* for 5 min. 1.5 × 10^6^ cells were plated in 10 cm non-adherent Petri dishes (Fisher Scientific, #FB0875712) in complete serum-free differentiation medium (cSFDM). 500 ml cSFDM was composed of 375 ml IMDM (ThermoFisher, #12440053), 125 ml Ham’s F12 (Cellgro, #10-080-CV), 5 ml Glutamax 100x (Invitrogen, #35050-061), 5 ml B27 supplement without vitamin A (Invitrogen, #12587-010), 2.5 ml N2 (Invitrogen, #17502-048), 3.3 ml 7.5% BSA (Life Technologies, #15260-037), 19.5 μL 1-thioglycerol (final concentration 4.5 × 10-4 M, Sigma, #M6145), 500 μl ascorbic acid (final concentration 50 μg/ml, Sigma, #A4544), and 1 ml Primocin (final concentration 100 μg/ml, Fisher Scientific, #NC9392943). Cells were incubated at 37 °C for 48 h to allow embryoid bodies to form. Embryoid bodies were then collected by gravity, re-plated and incubated in 10 cm non-adherent Petri dishes in cSFDM containing 2 ng/ml rhActivin A (R&D Systems, #338-AC), 3 ng/ml rhBMP4 (R&D Systems, #314-BP), and 3 ng/ml rmWNT3a (R&D Systems, #1324-WN-010) for 72 h. Day 5 mesodermal progenitors were then collected by gravity. For assessment of mesodermal differentiation efficiency, a small subset of embryoid bodies was removed, single cell dispersed by 0.05% trypsin, and incubated in anti-FLK1 (i.e., anti KDR) antibody (anti-FLK1; BD Biosciences, #560070, 1/50 dilution) or Isotype (BD Biosciences, # 553932, 1/50 dilution) for 30 min on ice. Cells were then stained with live/dead Calcein Blue (Life Technologies, #C1429) and analyzed by flow cytometry using a Stratedigm flow cytometer. For subsequent differentiation into lung mesenchyme, the remaining mesodermal progenitors were plated without enzymatic digestion on gelatin-coated (Stemcell Technologies, #07903) 12-well plates at an approximate cell density of 40,000 cells/cm^2^ in cSFDM with 2 μM Retinoic acid (Sigma, #R2625). From day 7 to 9 of differentiation cells were cultured in cSFDM containing 2 μM Retinoic acid and 0.5 μg/ml purmorphamine (Stemcell Technologies, #72202), and then subsequently in cSFDM with 2 μM Retinoic acid until day 11–13 of differentiation. For the initial media screen (See Fig. 1e), 3 ng/ml or 200 ng/ml rmWNT3a (R&D Systems, #1324-WN-010) and/or 3 ng/ml rhBMP4 (R&D Systems, #314-BP) was also added to the medium from day 5 to 13, but rmWNT3A and rhBMP4 were not included in the day 5–13 medium in all subsequent experiments. 2 μg/ml Doxycycline (Sigma, #D3072) was added to the medium from day 5 to 13, or day 9–11, as indicated in the main text and figure legends. For analysis/sorting, cells were single cell dispersed by 0.05% trypsin and stained with live/dead Calcein Blue. Tbx4-LER^GFP^ percentage was quantified using a Stratedigm flow cytometer. Sorting was performed at the BU Flow Cytometry Core Facility using a MoFlo Astrios sorter.

### Directed differentiation of lung mesenchyme into more mature mesenchymal lineages

For smooth muscle differentiation, day 13 GFP + /cells were sorted and plated on gelatin-coated 12-well plates at a density of 40,000 cells/cm^2^ and cultured in our previously published smooth muscle differentiation medium^36^, consisting of cSFDM with 10 ng/ml rhPDGF-BB (Life Technologies, #PHG0046), 10 ng/mL rmTGF-β (R&D Systems, #7666-MB-005), and 10 ng/mL rhFGF2 (R&D Systems, #233-FB) for 4 days. Cells were harvested for RNA extraction, and differentiation efficiency was evaluated by RT-qPCR for the smooth muscle markers *Acta2* and *Tagln*.

For adipogenic differentiation, day 13 GFP+ cells were sorted, plated on gelatin-coated glass chamber slides (Millipore, #PEZGS0816) at a density of 40,000 cells/cm^2^ and cultured in MesenCult Adipogenic differentiation medium (Stemcell Technologies, #05507), or cSFDM containing 2 μM Retinoic acid (control) for 9 days. Cells were then fixed in 4% paraformaldehyde for 30 min at room temperature and stained with hematoxylin and Oil Red O (Sigma, #O0625) to visualize nuclei and lipid droplets, respectively. Chambers were subsequently removed, slides were mounted and imaged using a Keyence BZ-X700 fluorescence microscope.

For endothelial differentiation, day 5 lateral plate mesoderm or day 7 differentiating lung mesenchyme was transferred to cSFDM supplemented with 100 ng/ml rmVEGF (R&D Systems, # 493-MV-005). For evaluation of differentiation efficiency, cells were dispersed into a single cell suspension using 0.05% trypsin and subsequently incubated with an anti CD144 antibody (anti-VE-Cadherin; BD Biosciences, #562242, 1/50) or isotype control (BD Biosciences #557690, 1/50) for 30 min on ice. Cells were stained with the live/dead Calcein Blue and analyzed using a Stratedigm flow cytometer.

### Directed differentiation of iPSCs/ESCs into lung epithelial progenitors

For lung epithelial differentiation, iPSCs/ESCs were MEF-depleted and differentiated according to our previously published serum-free protocol^27,38^. On day 13, cells were harvested by incubating in 2 mg/ml Dispase (Gibco, #17105-041) for 1.5 h at 37 °C, 2× centrifugation for 2 min at 50 x *g*, and subsequent single cell dispersion by 0.05% trypsin. Cells were then stained for EPCAM using an anti-CD326 antibody (BD Biosciences, # 563214, 1/500) and the live/dead stain DRAQ7 (Biolegend, #424001, 1/100 dilution). Sorting for EPCAM + , Nkx2-1^mCherry^+ or GFP+ cells, as indicated in the text, was performed at the BU Flow Cytometry Core Facility using a MoFlo sorter.

### Co-culture of engineered lung epithelial and mesenchymal cells

For epithelial-mesenchymal co-cultures, 24- or 48 well tissue culture plates were coated with a layer of 3D Matrigel (Corning, #354230) and incubated at 37 °C for 20 min to let the Matrigel solidify. Day 13 Nkx2-1^mCherry^± cells were then combined with sorted day 11 Tbx4-LER^GFP^+ cells or MEFs (control) at a 1/20 epithelial/mesenchymal cell ratio and seeded in the Matrigel coated plates at a density of 110 000 cells/cm^2^. For distal epithelial differentiation, cells were incubated in cSFDM (with RA-containing B27 supplement) with 200 ng/ml rmWNT3A (R&D Systems, #1324-WN-010), 100 ng/ml rhFGF2 (R&D Systems, #233-FB), 100 ng/ml rhFGF10 (R&D Systems, # 345-FG), and 10 μM Y-27632 (Tocris, #1254). For proximal epithelial differentiation, cells were incubated in cSFDM (with RA-containing B27 supplement) with 100 ng/ml rhFGF2 (R&D Systems, #233-FB), 100 ng/ml rhFGF10 (R&D Systems, # 345-FG), 100 ng/ml Heparin Salt (Millipore Sigma, #H3393), and 10 μM Y-27632 (Tocris, #1254). In the distal differentiation medium, Y-27632 was removed after 48 h. Distal and proximal differentiation media were exchanged every 48 h for 7 days. Day 7 co-cultures were imaged using a Keyence BZ-X700 fluorescence microscope. In order to re-separate co-cultured cells for sorting and RT-qPCR analysis, Matrigel was disrupted by incubating in 2 mg/ml Dispase for 1.5 h at 37 °C. Cells were then harvested by centrifugation at 300 x *g* for 5 min, single cell dispersed by 0.05% trypsin, and stained for Epcam using an anti-CD326 antibody (BD Biosciences, # 563214, 1/500 dilution) and the live/dead stain DRAQ7 (Biolegend, #424001, 1/100 dilution). Sorting was performed at the BU Flow Cytometry Core Facility using a MoFlo Astrios sorter. Upon gating for single and live cells, Nkx2-1^mCherry^+ cells were isolated by further sorting for Epcam + /mCherry+ cells, Tbx4-LER^GFP^+ cells were isolated by sorting for Epcam−/GFP+ cells, and MEFs were isolated by sorting for Epcam-/mCherry− cells. Harvested cells were resuspended in Qiazol Lysis reagent (Qiagen, #79306) and stored at −80 °C for further analysis. For co-cultures of ESC-derived day 13 Nkx2-1^mCherry^+ epithelial cells and primary lung mesenchyme E12.5 lungs from the Nkx2-1^GFP^ mouse line^42^ were isolated and single cell digested as described above. Primary lung mesenchyme was isolated by sorting for Nkx2-1^GFP^- cells and epithelial and mesenchymal cells were combined at a 1/20 epithelial/mesenchymal ratio, plated on a bed of 3D Matrigel and co-cultured in distal medium for 1 week. For co-cultures of primary lung epithelium with day 11 Tbx4-LER^GFP^+ cells, Nkx2-1^GFP^+ cells from E12.5 lungs were isolated, combined with day 11 Tbx4-LER^GFP^+ cells at a 1/20 epithelial/mesenchymal ratio and co-cultured in distal medium for 1 week. For co-cultures with primary AT2 cells, Sftpc^TomatoTr^+ lineage traced cells were isolated from 3 to 6 month old adult mouse lungs carrying knock-in Sftpc-CreER^T2^ and Rosa26-tdTomato alleles^44^ and combined with day 11 Tbx4-LER^GFP^+ or freshly isolated Pdgfra^GFP^+ primary lung mesenchymal cells at a 1/20 epithelial/mesenchymal ratio and plated on Matrigel coated plates in distal medium.

### Reverse transcriptase quantitative real time polymerase chain reaction (RT-qPCR)

RNA was extracted using an RNeasy Plus Mini Kit (QIAGEN, #74136) according to the manufacturer’s instructions. RNA was eluted in 30 μl nuclease-free water and quantified using a NanoDrop ND-1000 microvolume spectrophotometer (ThermoFisher Scientific, Waltham, MA). cDNA was generated from 150 ng of RNA in a 20 μl reaction using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, #4368814). qPCR was performed using TaqMan Fast Universal PCR Master Mix (ThermoFisher, #364103). cDNA was diluted 1/16 and 4 μl of diluted cDNA was used in a 10 μl qPCR reaction, using an Applied Biosystems QuantStudio7 384-well System. Relative expression was calculated using the the 2^(−ΔΔCt)^ method^53^, using 18 S rRNA (ThermoFisher, #4318839) as the internal reference gene and undifferentiated (day 0) iPSCs as the reference sample. Undetected Ct values were set to the maximum number of cycles (40) to allow fold change calculations. TaqMan gene expression arrays were purchased from ThermoFisher (Supplementary Data 7).

### Embedding of organoids and immunofluorescence experiments

In order to allow for fixation and paraffin embedding, lung epithelial-mesenchymal co-cultures were plated on glass chamber slides (Millipore, #PEZGS0816) coated with 3D Matrigel. On day 7 of co-culture, medium was removed from the chambers and another layer of 3D Matrigel was added on top of the co-cultures and allowed to solidify at 37 °C for 20 min. Chambers were removed from the slides and Matrigel pellets containing lung epithelial-mesenchymal organoids were carefully removed, transferred to 12-well plates, and incubated in 4% paraformaldehyde for 1 h at room temperature. Samples were washed, dehydrated, and paraffin-embedded. 5 μm sections were de-paraffinized and treated with citric acid-based Antigen Unmasking Solution (Vector Laboratories, #H-3300) according to the manufacturer’s instructions. After washing in PBS and blocking with 10% Normal Donkey Serum (Sigma, #D9663), 2% BSA (Fisher Scientific, #BP1600), and 0.5% TritonX-100 (Sigma) for 1 h at room temperature, sections were incubated in primary antibody (chicken anti-GFP, Aves labs GFP-1010, 1/500; goat anti-PDGFRA, R&D Systems AF1062, 1/200; rat anti-SOX2, ThermoFisher 14-9811-82, 1/250; rat anti-E-cadherin, Invitrogen 13–1900, 1/200; rabbit anti-SMA, Abcam ab5694, 1/500; rabbit anti-proSFTPC, Abcam ab211326, 1/250; rabbit anti-SOX9, Abcam ab185966, 1/500; rabbit anti-TTF1 (Nkx2-1), Abcam ab76013, 1/500; rabbit anti-p63, Cell Signaling 13109, 1/500, goat anti-RFP, MyBioSource, MBS448122, 1/500) resuspended in ¼ blocking buffer over night at 4 °C, washed 3 × with PBS, and incubated in secondary antibody (Alexa Fluor® 488 AffiniPure Donkey Anti-Chicken IgY (IgG) (H + L), Jackson ImmunoResearch 703-545-155, 1/500; Alexa Fluor® 647 AffiniPure Donkey Anti-Rabbit IgG (H + L), Jackson ImmunoResearch 711-605-152, 1/500; Cy“3 AffiniPure Donkey Anti-Goat IgG (H + L), Jackson ImmunoResearch 705-165-147, 1/500; Cy“3 AffiniPure Donkey Anti-Rat IgG (H + L), Jackson ImmunoResearch 712-165-153, 1/500) and Hoechst 33342 (ThermoFisher, # H3570, 1/500) for 2 h at room temperature. Slides were subsequently washed 1× with PBS and mounted using FluorSave mounting reagent (Millipore, # 345789). Slides were imaged using a Zeiss LSM710 confocal microscope.

### Single cell RNA sequencing (scRNA-seq)

For scRNA-seq of iPSC-derived and primary lung mesenchymal cells, Tbx4-LER iPSCs were differentiated into lung mesenchyme using the directed differentiation protocol described above, and subsequently sorted for Tbx4-LER^GFP^+ and Tbx4-LER^GFP^- cells. In parallel, to generate co-developed lung mesenchyme Tbx4-LER iPSCs were differentiated using the lung epithelium protocol as described above, stained with EPCAM antibody (anti-CD326, BD Biosciences, # 563214, 1/500), and sorted for Tbx4-LER^GFP^ + (cLM) cells and EPCAM + /Tbx4-LER^GFP^− (i.e., epithelial) cells. cLM and epithelial cells were mixed at a 3:1 ratio. For primary controls, primary embryonic lungs from embryonic day E12.5 were isolated and single cell digested as described above, stained with EPCAM antibody (anti-CD326 antibody, BD Biosciences, # 563214, 1/500), and sorted for EPCAM- and EPCAM+ cells. EPCAM- and EPCAM+ cells were mixed at a 3:1 ratio. For the single cell RNA-seq of adult mouse Acta2+ cells, GFP+ live cells were sorted from adult Acta2hrGFP/Cspg4-Cre-LSL-dsRed mice^45^. For the single cell RNA-seq of co-cultured iLM, Nkx2-1^mCherry^+ epithelial progenitors were cultured in distal or proximal medium either alone or with iLM and re-sorted based on EPCAM-/Tbx4-LER^GFP^ + (iLM) and EPCAM + /Nkx2-1^mCherry^ + (epithelial cells). iLM and epithelial cells were then mixed at a 1:1 ratio for single cell capture. In parallel, pre co-cultured iLM and Nkx2-1^mCherry^+ epithelial progenitors were also submitted for sequencing. All sorts were performed at the BU Flow Cytometry Core Facility using a MoFlo sorter and cells were resuspended in FACS buffer at a concentration of 1000 cells/μl. Single cell capture (10× Chromium instrument; 10× Genomics, Pleasanton, CA), library preparation (Chromium Single-Cell 30 Library Kit; 10× Genomics), and sequencing was performed at the Boston University Single Cell Sequencing Core Facility. Sequencing libraries were loaded on an Illumina NextSeq500 (scRNA-seq of primary and iPSC-derived lung mesenchyme, and scRNA-seq of adult mouse Acta2+ cells) or NextSeq2000 (scRNA-seq of co-cultured iLM) with a custom sequencing setting to obtain a sequencing depth of ~40k reads/cell. Sequencing files were mapped to the mouse genome reference (GRCm38) supplemented with GFP, tdTomato, and mCherry sequences using CellRanger v3.0.2. After inspection of the quality control metrics, cells with 15–35% of mitochondrial content and <800 detected genes were excluded for downstream analyses. In addition, doublets were also excluded for downstream analysis. The average sample had a mean of 56,451 reads per cell (ranging from 49,239 to 61,912 depending on the sample.). The median number of genes detected per cell on the average sample was 3793 genes. We normalized and scaled the unique molecular identifier (UMI) counts using the regularized negative binomial regression (SCTransform v0.3.5)^54^. Following the standard procedure in Seurat’s pipeline (v4.1.0), we performed linear dimensionality reduction (principal component analysis) and used the top 40 principal components to compute the unsupervised Uniform Manifold Approximation and Projection (UMAP)^55^. Further non-linear dimensionality reduction was performed with SPRING^56^. For clustering of the cells, we used the Louvain algorithm (v0.4.3)^57^ which was computed at a range of resolutions from 1.5 to 0.05 (more to fewer clusters). Cell cycle scores and classifications were done using the Seurat’s cell-cycle scoring and regression method^58^. Cluster specific genes were calculated using MAST (v1.20.1) framework in Seurat wrapper^59^. For computational analysis of iPSC-derived Tbx4-LER^GFP^± versus primary lung mesenchyme, Louvain clustering with a resolution of 0.1 was used, and epithelial and other non-mesenchymal (i.e., endothelial, immune cell) clusters were removed for further analysis. We used MAST framework in Seurat wrapper to identify the top 50 DEGs in each cluster of interest, represented as heatmaps (Supplementary Fig. 2b, 3a). For computational analysis of single cell RNA-seq of adult Acta2+ lung cells, Louvain clustering with a resolution of 0.25 was used, and clusters were annotated as MANCs, ASM and VSM based on enrichment of gene sets identified by Zepp et al, 2021^46^ (detailed in Supplementary Data 3). An additional minor cell cluster was presumed to be non-mesenchymal hematopoietic cells based on expression of the pan-hematopoietic marker, *Ptprc* (CD45). For computational analysis of the single cell RNAseq of co-cultured iLM, all Epcam+ clusters were excluded and further analysis was focused on mesenchymal clusters only. For combined UMAP plots (Supplementary Fig. 8) Seurat object obtained from Zepp et al., 2021^46^ was transformed and normalized with our dataset using SCTransformtion. The cell type annotation was used as defined by Zepp et al., 2021.

### Statistics and reproducibility

All bar graphs represent mean and standard deviation and each data point represents one independent biological replicate. Number of biological replicates for RT-qPCR/flow cytometry analysis are indicated in the figure legends, at least 3 replicates were used for all experiments. Statistically significant differences between conditions were determined using one-tailed or two-tailed, unpaired or paired Student’s *t* test, as indicated in the figure legends. Micrographs of live cell cultures (Fig. 3b, c, Fig. 5e, Supplementary Fig. 4b) and Alkaline phosphatase (Supplementary Fig. 1e), SMA (Supplementary Fig. 4d) and Oilred O (Supplementary Fig. 4e) stains show representative fields of view from whole wells. Each experiment was performed at least 3 times. Micrographs of fixed and sectioned co-cultures (Fig. 3d, Fig. 4b, Fig. 5b, h, i, Fig. 6b, c) show representative fields of view. Each staining was performed on one whole microscopy slide, which contained 10–20 recombinant organoids.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

The scRNA-seq data reported in this publication have been deposited in NCBI’s Gene Expression Omnibus. The scRNA-seq dataset comparing engineered to primary embryonic lung mesenchyme is available under accession code GSE203245. The scRNA-seq dataset focusing on mouse lung Acta2+ cells is available under accession code GSE203243. The scRNA-seq dataset focusing on co-cultured iLM is available under accession code GSE228313. GRC38m mouse genome [https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/001/635/GCF_000001635.27_GRCm39/GCF_000001635.27_GRCm39_genomic.fna.gz] was used as reference genome for sequence mapping. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Directed differentiation of mouse pluripotent stem cells into functional lung-specific mesenchyme
**Source:** Nat Commun. 2023 Jun 13;14:3488. doi: 10.1038/s41467-023-39099-9
**Supplement:** Supplementary file 1 — Supplementary Information

Directed differentiation of mouse pluripotent stem cells into functional lung-specific mesenchyme

Andrea B. Alber^{1,2}, Hector A. Marquez^{1,2}, Liang Ma^{1,2}, George Kwong^{1,2}, Bibek R. Thapa^{1,2}, Carlos Villacorta-Martin¹, Jonathan Lindstrom-Vautrin¹, Pushpinder Bawa¹, Feiya Wang¹, Yongfeng Luo³, Laertis Ikonomou^{4,5}, Wei Shi⁶, Darrell N. Kotton^{1,2*}

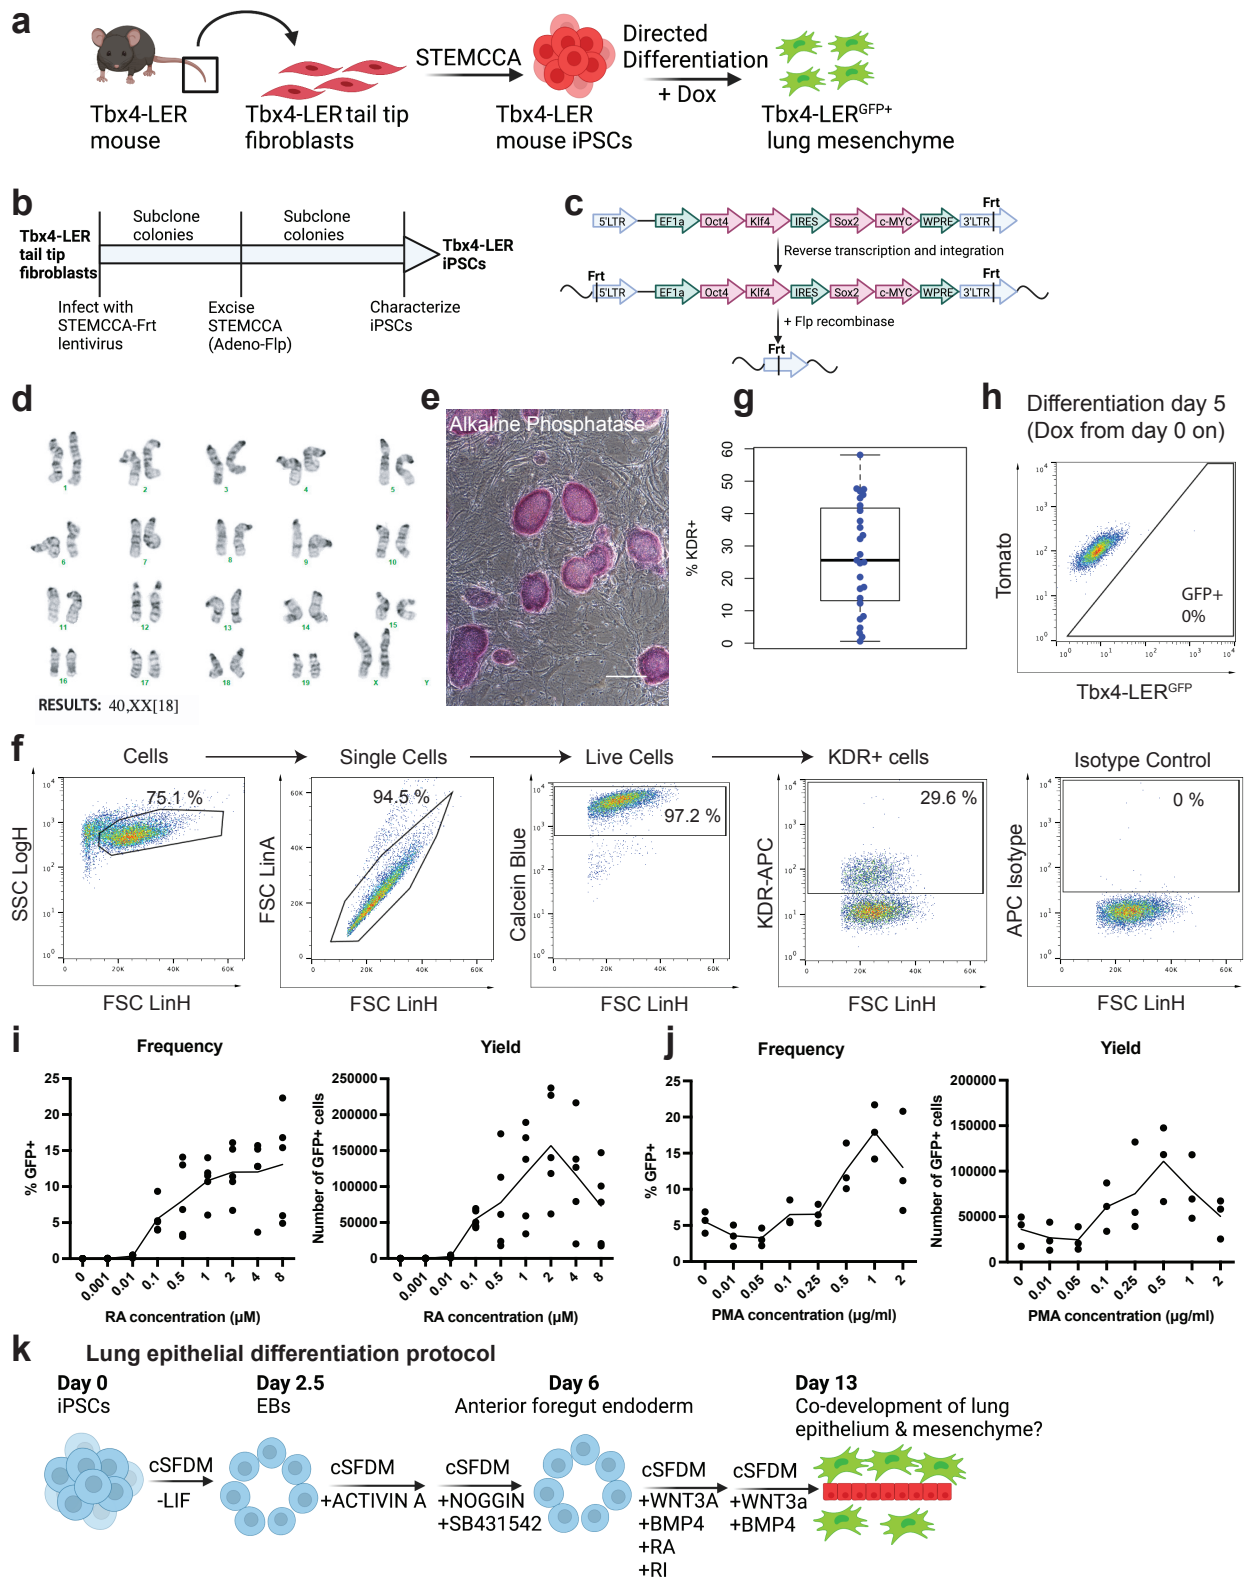

Supplementary Figure 1: Reprogramming of Tbx4-LER^{GFP} tail tip fibroblasts and directed lung mesenchymal differentiation.

a: Overview of reprogramming procedure and generation of induced lung mesenchyme. Created with BioRender.com. **b:** Schematic showing the generation of iPSCs from tail tip fibroblasts. Created with BioRender.com. **c:** Schematic showing STEMCCA lentiviral cassette before and after excision of the Frt-flanked STEMCCA sequence. Created with BioRender.com. **d:** Karyotyping results showing normal karyotype of Tbx4-LER iPSC line. **e:** Alkaline phosphatase stain of Tbx4-LER iPSC line. Scale bar = 100 μ m. **f:** Example of gating strategy and representative flow cytometry plot showing KDR stain and isotype on day 5 of differentiation. **g:** Percentage of KDR⁺ cells on day 5 of differentiation (lateral plate mesoderm stage). Each dot represents an individual differentiation experiment, box plots indicate median (middle line), 25th and 75th percentile (box), and 5th and 95th percentile (whiskers). N=27. **h:** Flow cytometry plot showing expression of GFP and Tomato on day 5 of differentiation, when dox was kept in the medium from day 0 on. **i:** Frequency and yield of GFP⁺ cells using various RA concentrations from 0 to 8 μ M. **j:** Frequency and yield of GFP⁺ cells using various PMA concentrations from 0 to 2 μ g/ml. **k:** Protocol for the directed differentiation of iPSCs towards the lung epithelial lineage. cSFDM = complete serum-free differentiation medium, RA = retinoic acid, RI = ROCK inhibitor (Y-27632). Created with BioRender.com.

a: SPRING plot overview, cell cycle phase and Louvain clustering (resolution 0.5 and 0.1) of the full scRNA-seq dataset including primary E12.5 cells, Tbx4-LER^{GFP}+/- generated with the lung mesenchymal directed differentiation protocol (“mesenchymal”), as well as Tbx4-LER^{GFP}+ cells generated by co-development (“co-developed”). Cluster 5 (co-developed lung mesenchyme, cLM) was removed for plots shown in panels c, d and g, as well as main Fig. 2. **b:** Heatmap showing top 50 enriched genes in clusters 1-5 (based on Louvain clustering resolution 0.1). Genes of interest are highlighted in larger font. **c:** SPRING plots showing expression of mesothelial markers *Wt1* and *Upk1b* in iPSC-derived and primary cell clusters. **d:** SPRING plots showing expression of lung mesenchymal markers of interest in iPSC-derived and primary cell clusters. **e:** SPRING plots showing expression of the LgM and Han et al. gene sets in primary E12.5 cells, Tbx4-LER^{GFP}+/- generated with the directed lung mesenchymal differentiation protocol (“mesenchymal”), as well as Tbx4-LER^{GFP}+ cells generated by co-development (cLM). **f:** Quantification of the expression of the LgM and Han et al. gene sets in clusters 1-5. Box plots indicate median (middle line), 25th and 75th percentile (box), 5th and 95th percentile (lines), as well as outliers. P values were determined by unpaired, two-tailed Student’s t test. Significant ($p < 0.05$) p values are highlighted in bold font. N = 1985 (3 – Primary Mesenchymal), 1847 (5 – iPSC-derived co-developed), 1372 (2 – iPSC-derived, non-lung mesenchymal), 882 (1 – iPSC-derived lung mesenchymal), 223 (4 – Primary mesothelial). **g:** SPRING plot showing expression of mature mesenchymal lineage markers in iPSC-derived and primary cell clusters (*Plin*, *Pparg* = adipogenic/lipofibroblast; *Col2a1* = chondrogenic; *Acta2*, *Myh11* = smooth muscle).

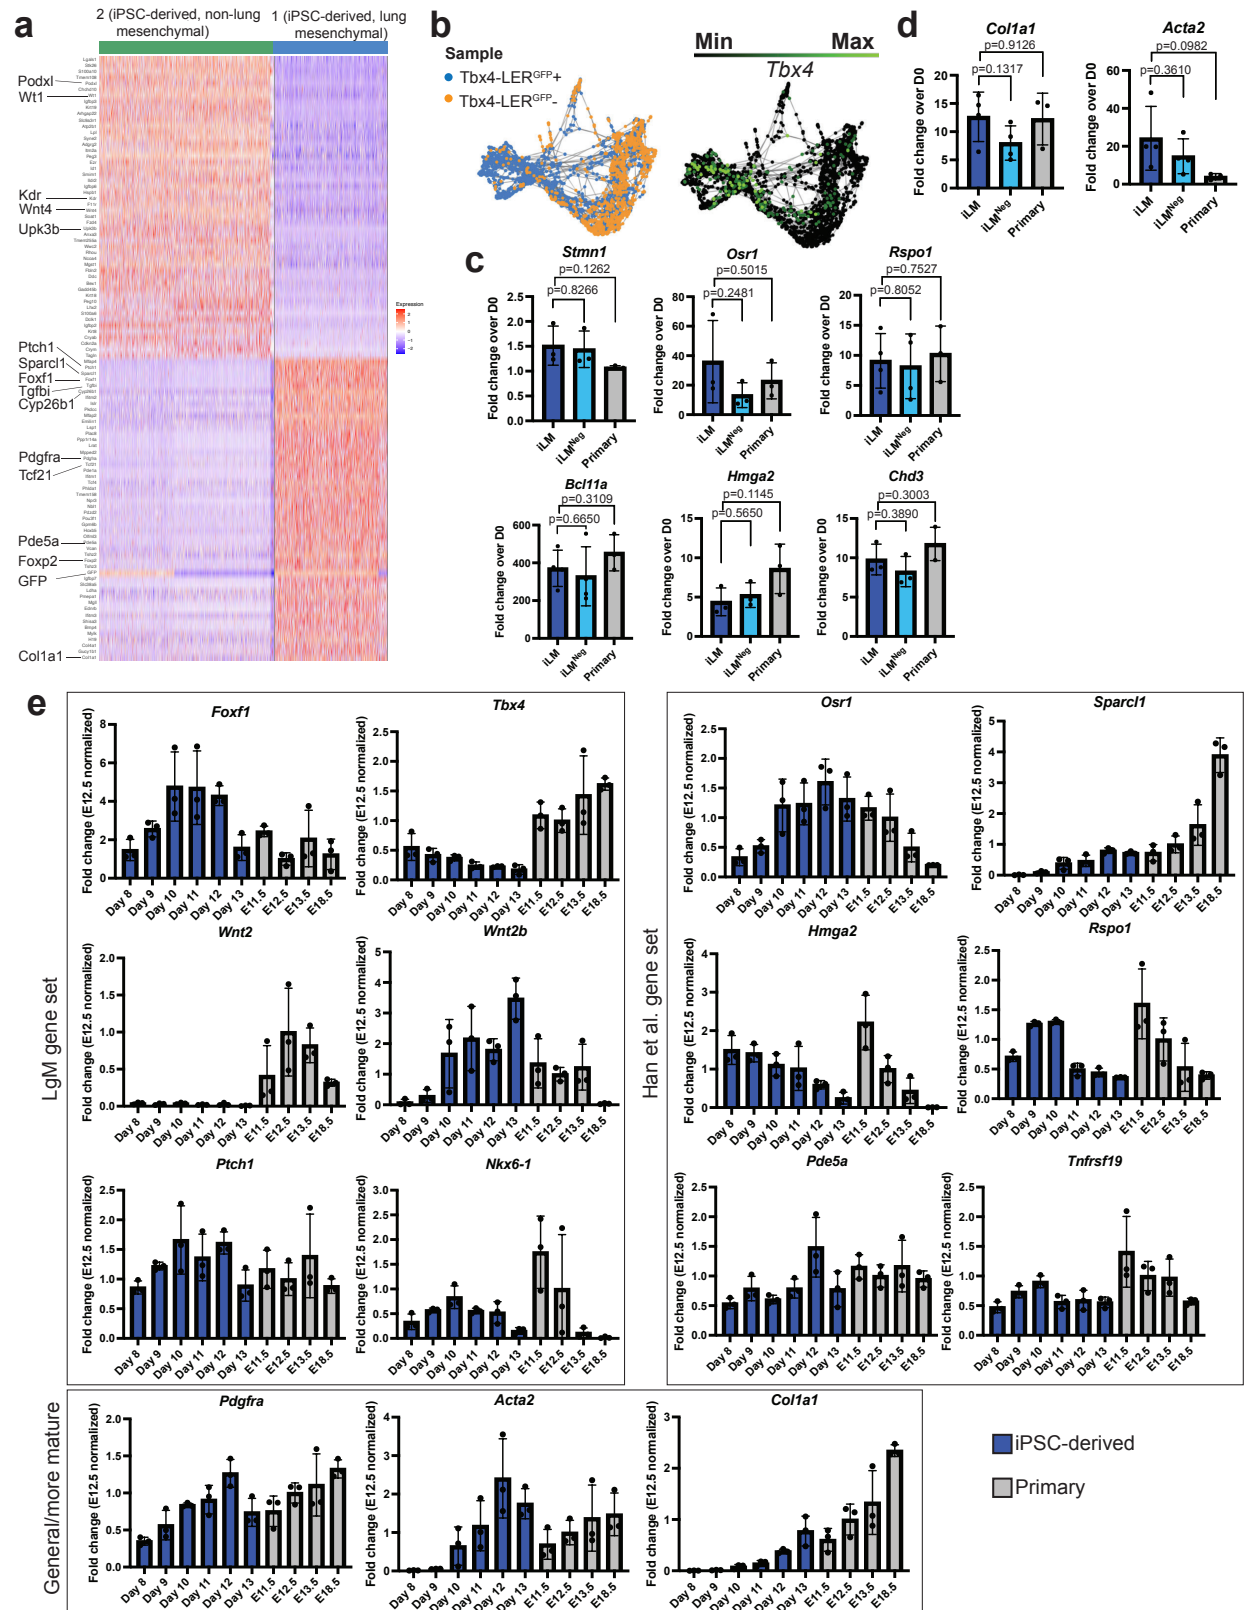

Supplementary Figure 3: Transcriptomic analysis of iPSC-derived and primary lung mesenchymal cells.

a: Heatmap showing top 50 enriched genes in pairwise comparison between iPSC-derived clusters 1 and 2. Genes of interest are highlighted in larger font. **b:** SPRING plot showing expression of *Tbx4* transcripts in iPSC-derived *Tbx4*-LER^{GFP}+ and – cells generated by directed lung mesenchymal differentiation. **c:** RT-qPCR showing fold change expression relative to day 0 iPSCs of lung mesenchyme markers from Han et al.'s gene set in induced lung mesenchyme (iLM) and iLM^{Neg} cells compared to primary lung mesenchyme from E12.5 embryos. *Tbx4*-LER^{GFP}+/- cells were collected on differentiation day 13 and dox was added from day 5 on. N = 3. **d:** RT-qPCR showing fold change expression relative to day 0 iPSCs of *Col1a2* and *Acta2* in induced lung mesenchyme (iLM) and iLM^{Neg} cells compared to primary lung mesenchyme from E12.5 embryos. *Tbx4*-LER^{GFP}+/- cells were collected on differentiation day 13 and dox was added from day 5 on. N = 3 for “Primary”, N = 4 for “iLM” and “iLM^{Neg}”. **e:** RT-qPCR showing fold change expression relative to day 0 iPSCs of lung mesenchyme markers in iPSC-derived *Tbx4*-LER^{GFP}+ every day from day 8-13 of differentiation, as well as in primary embryonic lung mesenchyme from various time-points. For iPSC-derived cells dox was added 2 days prior to collection. N = 3.

All bars show mean $\pm$ sd. P values were determined by unpaired, two-tailed Student's t test. Significant ($p < 0.05$) p values are highlighted in bold font.

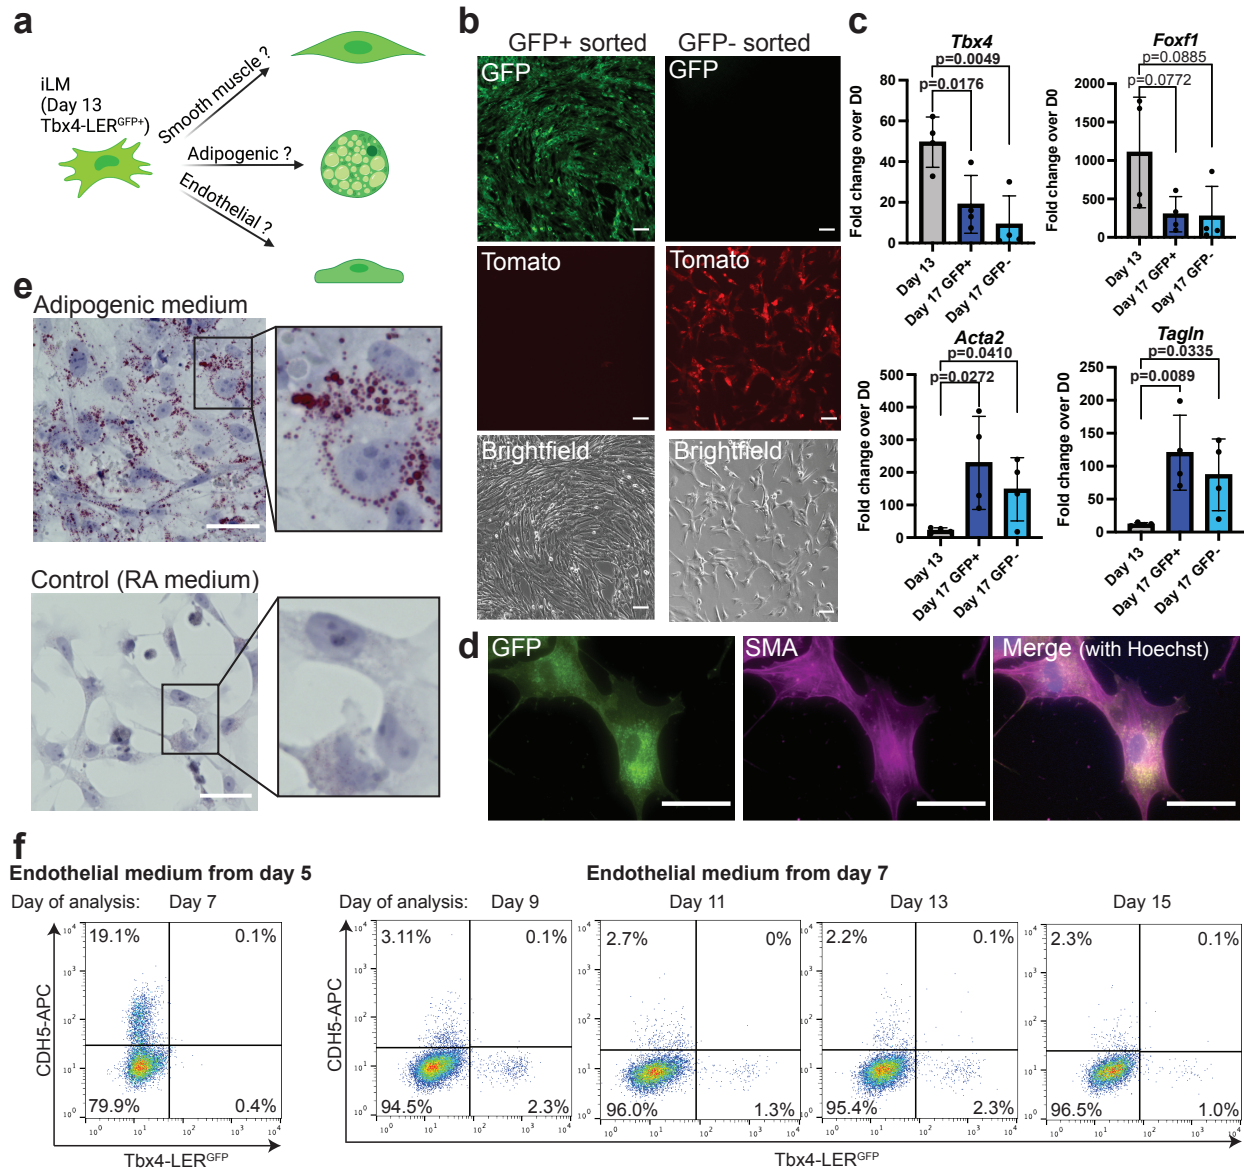

Supplementary Figure 4: Differentiation of induced lung mesenchymal progenitors towards more mature general mesenchymal lineages.

a: Schematic of mesenchymal lineage differentiations performed. Created with BioRender.com. **b:** Representative image showing morphology of Tbx4-LER^{GFP+} vs Tbx4-LER^{GFP-} cells sorted on day 13 of differentiation and subsequently cultured in smooth muscle differentiation medium for 4 days. Scale bars = 100 μ m. **c:** RT-qPCR showing fold change expression relative to day 0 iPSCs of early lung mesenchyme markers *Tbx4* and *Foxf1*, as well as smooth muscle markers *Acta2* and *Tagln* on day 13 of differentiation (D13 = day 13 unsorted cells), and after 4 days of culture in smooth muscle differentiation medium (D17 GFP⁺/– = Tbx4-LER^{GFP}⁺/– cells sorted on day 13 and subsequently cultured in smooth muscle medium for 4 days). N = 4, Bars show mean $\pm$ sd. P values were determined by unpaired, two-tailed Student's t test. Significant (p<0.05) p values are highlighted in bold font. **d:** Immunofluorescence image showing expression of GFP and smooth muscle actin (SMA) in Tbx4-LER^{GFP+} cells that were sorted on day

13 and cultured in smooth muscle medium for 4 days. Scale bars = 100 μ m. **e**: Oilred O and hematoxylin stain of cells sorted for Tbx4-LER^{GFP}+ on day 13 and cultured in adipogenic medium for 9 days. Control cells were kept in lung mesenchyme medium (cSFDM+RA). Scale bars = 100 μ m. **f**: Flow cytometry analysis showing CDH5 cell surface expression after culture in endothelial medium (cSFDM+VEGF). Left panel: endothelial medium added on day 5 of differentiation, cells analyzed on day 7. Right panel: endothelial medium added on day 7 of differentiation and cells analyzed on days 9, 11, 13 and 15.

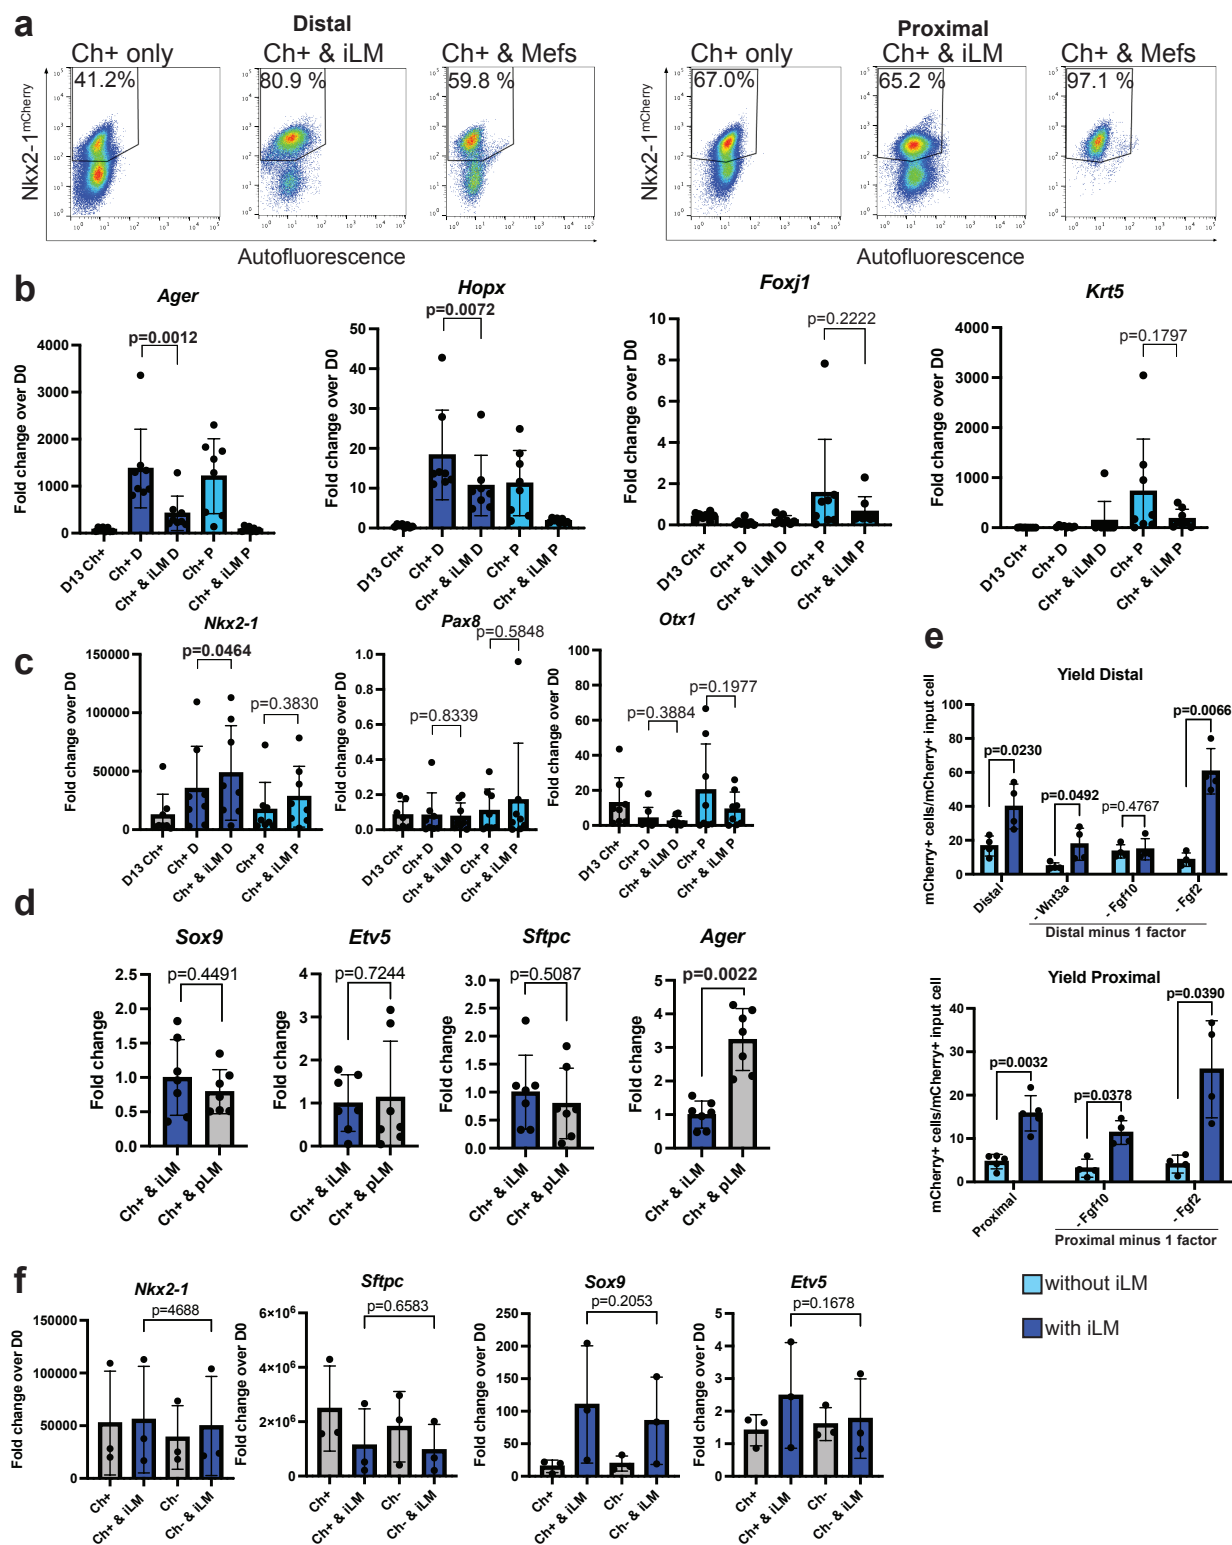

Supplementary Figure 5: Gene expression analysis of co-cultured lung epithelial progenitors.

a: Representative flow cytometry plots showing percentage of $Nkx2-1^{mCherry+}$ cells for $Nkx2-1^{mCherry+}$ cells cultured alone, with iLM or with MEFs for 7 days in distal or proximal medium. Cells were pre-gated for single cells, live cells, GFP- and EPCAM+ cells. **b:** RT-qPCR data showing fold change expression relative to day 0 iPSCs of additional distal and proximal lung/airway markers in $Nkx2-1^{mCherry+}$ cells before (grey) and after co-culture in distal (dark blue) and proximal (light blue) medium. N = 8. **c:** RT-qPCR data showing fold change expression relative to day 0 iPSCs of *Nkx2-1*, *Pax8*, and *Otx1* in $Nkx2-1^{mCherry+}$ cells before (grey) and after co-culture in distal (dark blue) and proximal (light blue) medium. N = 8. **d:** RT-qPCR data showing fold change expression relative to Ch+&iLM sample of *Sox9*, *Etv5*, *Sftpc*, and *Ager* in $Nkx2-1^{mCherry+}$ cells after co-culture with iLM (Ch+&iLM) or primary E12.5 lung mesenchyme (Ch+&pLM). N=7. **e:** Yield (i.e. number of $Nkx2-1^{mCherry+}$ cells per day 13 $Nkx2-1^{mCherry+}$ input cell) for $Nkx2-1^{mCherry+}$ cells cultured without or with iLM in distal or proximal medium, and upon removal of one growth factor per condition. N=4. **f:** Expression relative to day 0 iPSCs of distal lung markers in day 20 $Nkx2-1^{mCherry+}$ cells after distal culture. Day 13 $Nkx2-1^{mCherry+/-}$ cells (Ch+/Ch-) were sorted on day 13 of differentiation and cultured in distal medium either alone (grey) or with iLM (blue). N = 3.

All bars show mean $\pm$ sd. P values were determined by paired, two-tailed Student's t test. Significant ($p < 0.05$) p values are highlighted in bold font.

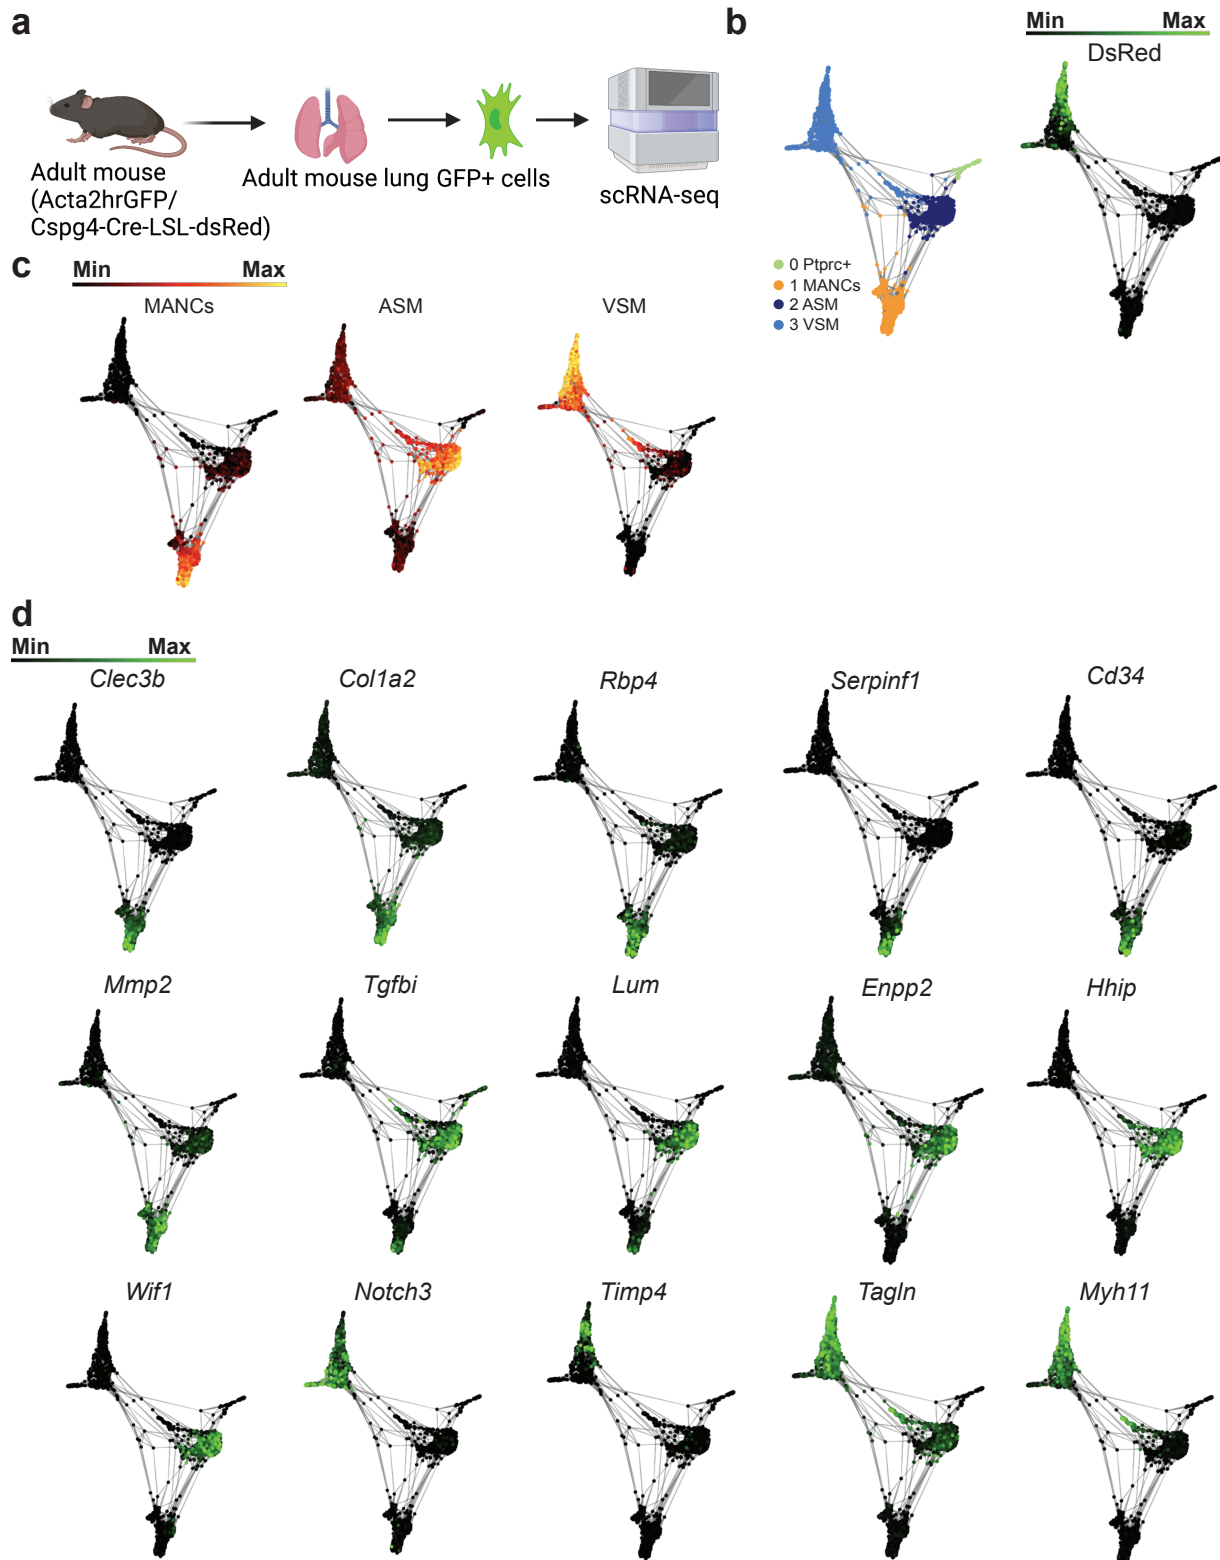

Supplementary Figure 6: scRNA-seq of adult Acta2^{GFP}+ cells.

a: Schematic of scRNA-seq of Acta2^{GFP}+ cells from adult mouse lungs. Created with BioRender.com. **b:** SPRING plots showing Louvain clustering (resolution 0.25) of mouse

lung Acta2^{GFP}+ sorted cells and expression of DsRed in scRNA-seq dataset. **c**: SPRING plots showing overlay of gene sets consisting of top50 expressed genes in mesenchymal alveolar niche cells (MANCs), airway smooth muscle (ASM), and vascular smooth muscle (VSM) cells from Zepp et al., 2021. **d**: SPRING plots showing expression of MANC, ASM and VSM markers used for RT-qPCR in scRNA-seq dataset.

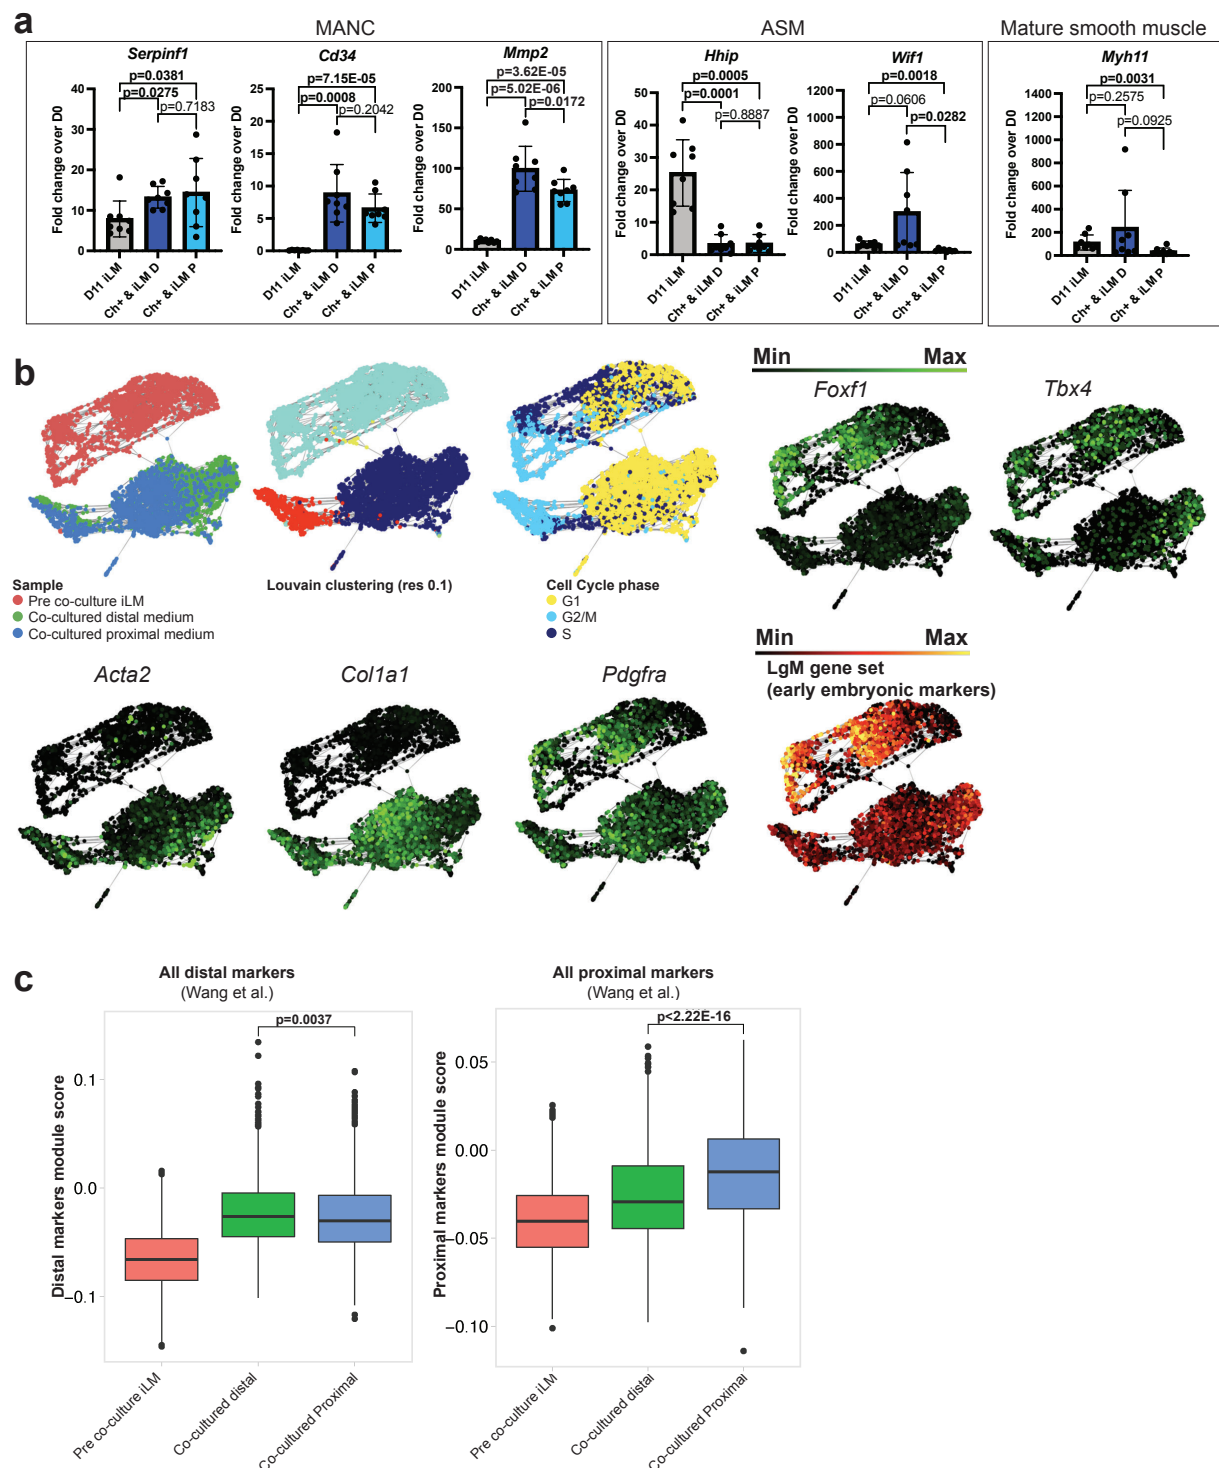

Supplementary Figure 7: scRNA-seq analysis of iLM before and after distal and proximal co-culture.

a: RT-qPCR data showing fold change expression relative to day 0 iPSCs of additional MANC, ASM and mature smooth muscle markers in day 11 iLM cells before co-culture (grey), and in iLM after co-culture in distal (dark blue) and proximal (light blue) medium. N = 8. Bars show mean $\pm$ sd. P values were determined by paired, two-tailed Student's t

test. Significant ($p < 0.05$) p values are highlighted in bold font. **b**: SPRING plot showing sample identity, Louvain clustering (resolution 0.1), cell cycle phase, expression of individual markers of interest, and expression of the LgM gene set in iLM before and after distal and proximal co-culture. **c**: Expression of genes found to be enriched in distal and proximal adult lung mesenchyme by Wang et al., 2018 in iLM before and after distal and proximal co-culture (250 genes each). Box plots indicate median (middle line), 25th and 75th percentile (box), 5th and 95th percentile (lines), as well as outlier. P values were determined by unpaired, two-tailed Student's t test. Significant ($p < 0.05$) p values are highlighted in bold font. $N = 1866$ (pre co-culture iLM), 1236 (co-cultured distal), 1348 (co-cultured proximal).

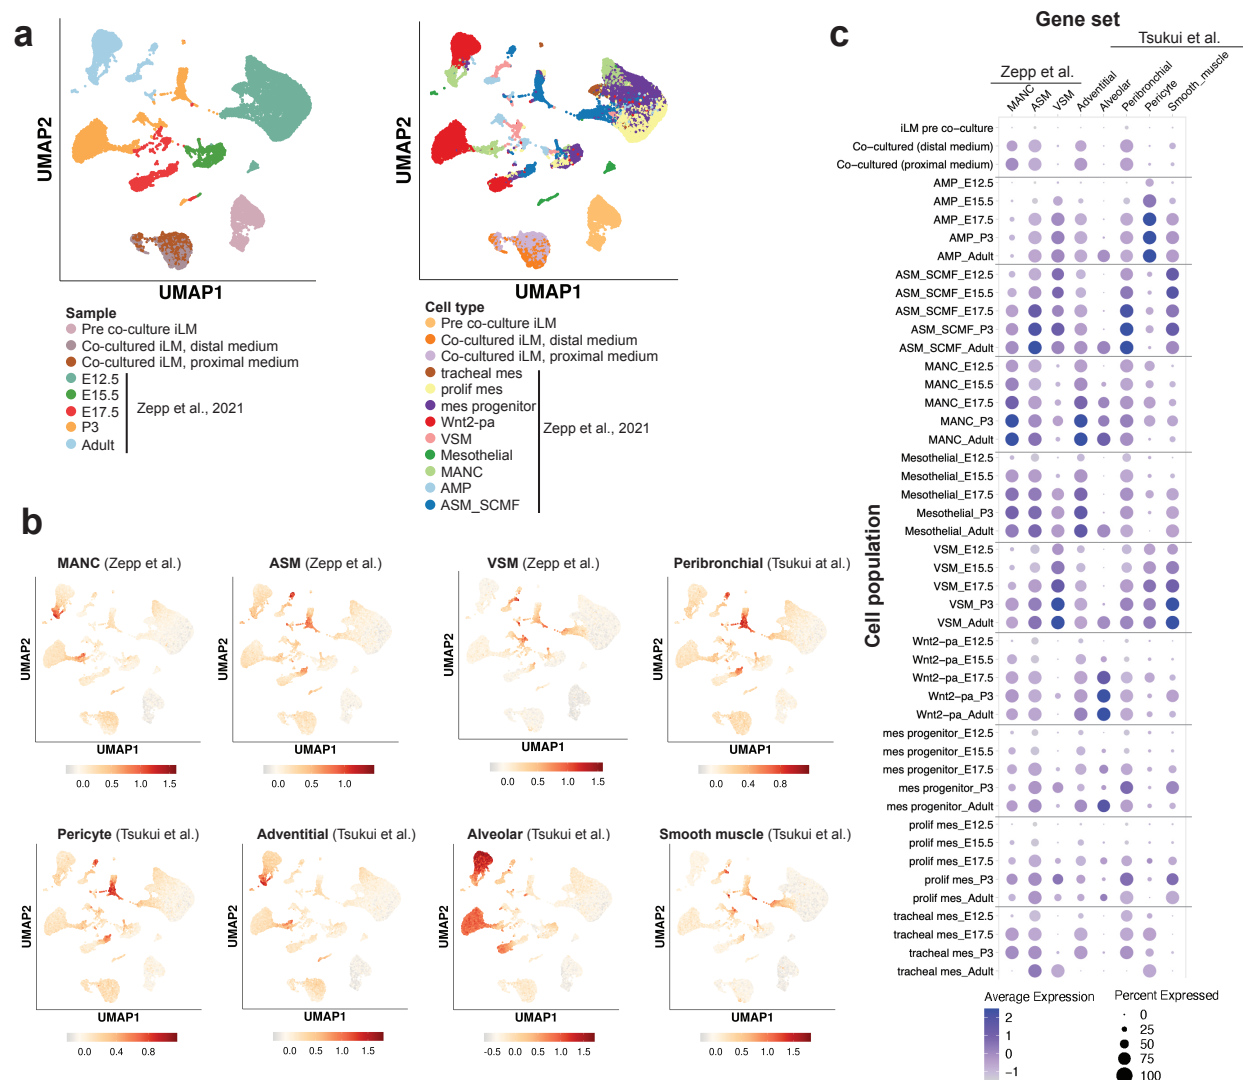

Supplementary Figure 8: scRNA-seq analysis of iLM before and after co-culture compared to published datasets of primary embryonic and adult mouse lung.

a: UMAP showing iLM before and after distal and proximal co-culture integrated (without harmonization) with a previously published lung mesenchyme scRNA-seq time series dataset by Zepp et al., 2021. Left plot shows sample identity, right plot shows cell type annotations by Zepp et al. NB: integration of new datasets with prior published datasets may be susceptible to technical batch effects. **b:** UMAPs showing expression of gene sets of interest by Zepp et al., 2021 (MANC, VSM, ASM) and Tsukui et al., 2020 (Adventitial, Alveolar, Peribronchial, Pericyte) in combined scRNA-seq datasets. **c:** Dot plots quantifying the expression of gene sets shown in Supplementary Fig. 8b.

# Supplementary material for: Directed differentiation of mouse pluripotent stem cells into functional lung-specific mesenchyme
**Source:** Nat Commun. 2023 Jun 13;14:3488. doi: 10.1038/s41467-023-39099-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Differentially expressed genes in primary and iPSC-derived lung mesenchyme.** All differentially expressed genes in clusters 1-5.

File Name: Supplementary Data 2

Description: **Embryonic lung mesenchymal gene sets.** Gene set lists used to test for enrichment of lung mesenchymal genes. LgM gene set consists of genes previously suggested to be expressed in early lung mesenchyme, Han et al. gene set consists of a list of genes found to be enriched in E9.5 mouse lung mesenchyme by Han et al, 2020.

File Name: Supplementary Data 3

Description: **Top 50 enriched genes in MANC, ASM, and VSM cells in Zepp et al 2021.** Top genes enriched genes used for gene sets in Fig. 6.

File Name: Supplementary Data 4

Description: **Enriched genes in Acta2+ clusters.** Top 30 genes enriched in MANC, ASM and VSM cells in our scRNA-seq dataset.

File Name: Supplementary Data 5

Description: **Enriched genes in adult mouse distal and proximal lung from Wang et al., 2018.** Distal and proximal gene sets used in Fig. 6.

File Name: Supplementary Data 6

Description: **Top50 enriched genes in adult mouse lung cell types based on Tsukui et al., 2020.** Top genes enriched used for gene sets in Fig. 6.

File Name: Supplementary Data 7

Description: **Catalog numbers of probes used for RT-qPCR.**

# Supplementary material for: Directed differentiation of mouse pluripotent stem cells into functional lung-specific mesenchyme
**Source:** Nat Commun. 2023 Jun 13;14:3488. doi: 10.1038/s41467-023-39099-9
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis Methods section includes a description with references of the following software packages used for scRNA-seq analysis: Seurat v4.1.0, SPRING, Cell Ranger Pipeline v3.0.2, Louvain v0.4.3, SCTransform v0.3.5, MAST v1.20.1. Flow cytometry data was analyzed with FlowJo v10.7.1

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq data reported in this publication have been deposited in NCBI's Gene Expression Omnibus. The scRNA-seq dataset comparing engineered to primary embryonic lung mesenchyme is available under accession code GSE203245 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE203245>). The scRNA-seq dataset focusing on mouse lung Acta2+ cells is available under accession code GSE203243 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE203243>). The

scRNA-seq dataset focusing on co-cultured iLM is available under accession code GSE228313 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228313>). GRC38m mouse genome (https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/001/635/GCF_000001635.27_GRCm39/GCF_000001635.27_GRCm39_genomic.fna.gz) was used as reference genome for sequence mapping. Source data are provided with this paper.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	☒ This study does not involve any human research participants.
Population characteristics	☒ This study does not involve any human research participants.
Recruitment	☒ This study does not involve any human research participants.
Ethics oversight	☒ This study does not involve any human research participants.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes are delineated in the text or figure legends for each result. Sample sizes were selected based on variance data from pilot experiments, and a power calculation was performed using a commercially available power calculation tool (https://www.stat.ubc.ca/~rollin/stats/ssize/n2.html).
Data exclusions	No data was excluded for this study.
Replication	Each data point shown in this study represents an independent biological replicate. At least 3 biological replicates were collected for each experiment to ensure reproducibility. All results shown in this study were reproducible.
Randomization	Randomization was not relevant to this study, since for the experiments shown here the starting material (i.e. cells) was the same for all conditions and subsequently underwent different experimental treatment.
Blinding	Investigators were not blinded for this study, since all collected data was quantifiable and did not require subjective judgment or interpretation. For example, scRNAseq comparisons are performed computationally without regard to sample naming assignments. Likewise, for RT-qPCR CT values are scored quantitatively regardless of sample identity.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies used

chicken anti-GFP, Aves labs GFP-1010, 1/500; goat anti-PDGFRA, R&D Systems AF1062, 1/200; rat anti-SOX2, ThermoFisher 14-9811-82, 1/250; rat anti-E-cadherin, Invitrogen 13-1900, 1/200; rabbit anti-SMA, Abcam ab5694, 1/500; rabbit anti-proSFTPC, Abcam ab211326, 1/250; rabbit anti-SOX9, Abcam ab185966, 1/500; rabbit anti-TTF1 (Nkx2-1), Abcam ab76013, 1/500; rabbit anti-p63, Cell Signaling 13109, 1/500; goat anti-RFP, MyBioSource, MBS448122, 1/500; APC rat anti-mouse FLK-1, BD Biosciences 560070, 1/50; Alexa Fluor 647 Rat anti mouse CD144, BD Biosciences 562242, 1/50; BV421 Rat Anti-Mouse CD326, BD Biosciences 563214, 1/500, Alexa Fluor® 488 AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L), Jackson ImmunoResearch 703-545-155, 1/500; Alexa Fluor® 647 AffiniPure Donkey Anti-Rabbit IgG (H+L), Jackson ImmunoResearch 711-605-152, 1/500; Cy™3 AffiniPure Donkey Anti-Goat IgG (H+L), Jackson ImmunoResearch 705-165-147, 1/500; Cy™3 AffiniPure Donkey Anti-Rat IgG (H+L), Jackson ImmunoResearch 712-165-153, 1/500; APC Rat IgG2a k Isotype control, BD Biosciences 553932, 1/50; Alexa Fluor® 647 Rat IgG2a, κ Isotype Control, BD Biosciences 557690, 1/50.

Validation

chicken anti-GFP, Aves labs GFP-1010: Validated by manufacturer. Antibodies were analyzed by western blot analysis (1:5000 dilution) and immunohistochemistry (1:500 dilution) using transgenic mice expressing the GFP gene product. Western blots were performed using BloKHen® (Aves Labs) as the blocking reagent, and HRP-labeled goat anti-chicken antibodies (Aves Labs, Cat. #H-1004) as the detection reagent. Immunohistochemistry used tetramethyl rhodamine-labeled anti-chicken IgY.

goat anti-PDGFRA, R&D Systems AF1062: Validated by manufacturer. PDGFRA was detected in immersion fixed frozen sections of mouse embryo using Goat Anti-Mouse PDGF Ra Antigen Affinity-purified Polyclonal Antibody at 15 µg/mL overnight at 4 °C.

rat anti-SOX2, ThermoFisher 14-9811-82: Validated by manufacturer. This antibody has been tested for immunohistochemistry in FFPE human testes at less than or equal to 5 µg/mL. The antibody can be used with either high or low pH antigen retrieval. This antibody has been tested by immunocytochemistry on fixed and permeabilized iPS cells at less than or equal to 5 µg/mL. Citations e.g. Alexandrova S, Kalkan T, Humphreys P, Riddell A, Scognamiglio R, Trumpp A, Nichols J. Selection and dynamics of embryonic stem cell integration into early mouse embryos. *Development*. 2016 Jan 1;143(1):24-34. doi: 10.1242/dev.124602. Epub 2015 Nov 19. PMID: 26586221; PMCID: PMC4725202.

rat anti-E-cadherin, Invitrogen 13-1900: Validated by manufacturer. Citations e.g. Shukla VC, Duarte-Sanmiguel S, Panic A, Senthilvelan A, Moore J, Bobba C, Benner B, Carson WE 3rd, Ghadiali SN, Gallego-Perez D. Reciprocal Signaling between Myeloid Derived Suppressor and Tumor Cells Enhances Cellular Motility and is Mediated by Structural Cues in the Microenvironment. *Adv Biosyst*. 2020 Jun;4(6):e2000049. doi: 10.1002/adbi.202000049. Epub 2020 May 18. PMID: 32419350; PMCID: PMC7489303.

rabbit anti-SMA, Abcam ab5694: Validated by manufacturer. Tested for IHC-P in PACT-sRIMS-cleared virgin and lactating mammary glands, mouse intestine and pancreas tissue, mouse aortic regurgitation, and mouse tonsil tissue. Citations e.g. Lloyd-Lewis B, Davis FM, Harris OB, Hitchcock JR, Lourenco FC, Pasche M, Watson CJ. Imaging the mammary gland and mammary tumours in 3D: optical tissue clearing and immunofluorescence methods. *Breast Cancer Res*. 2016 Dec 13;18(1):127. doi: 10.1186/s13058-016-0754-9. PMID: 27964754; PMCID: PMC5155399.

rabbit anti-proSFTPC, Abcam ab211326: Validated by manufacturer. Tested for immunohistochemical analysis of 4% paraformaldehyde-fixed, 0.2% Triton X-100 permeabilized frozen mouse lung tissue. Citations e.g. Fang Y, Shao H, Wu Q, Wong NC, Tsong N, Sime PJ, Que J. Epithelial Wntless regulates postnatal alveologenesis. *Development*. 2022 Jan 1;149(1):dev199505. doi: 10.1242/dev.199505. Epub 2022 Jan 10. PMID: 34931663; PMCID: PMC8881739.

rabbit anti-SOX9, Abcam ab185966: Validated by manufacturer. Tested for IHC-P in mouse eye tissue, rat, mouse and human colon tissue and human breast carcinoma tissue. Citations e.g. Wang Y, Zhang M, Huan Z, Shao S, Zhang X, Kong D, Xu J. FSH directly regulates chondrocyte dedifferentiation and cartilage development. *J Endocrinol*. 2021 Feb;248(2):193-206. doi: 10.1530/JOE-20-0390. PMID: 33295881.

rabbit anti-TTF1 (Nkx2-1), Abcam ab76013: Validated by manufacturer. Tested for IHC-P in human lung carcinoma and thyroid carcinoma tissue, rat lung tissue, mouse lung tissue. Citations e.g. Zewdu R, Mehrabad EM, Ingram K, Fang P, Gillis KL, Camolotto SA, Orstad G, Jones A, Mendoza MC, Spike BT, Snyder EL. An NKX2-1/ERK/WNT feedback loop modulates gastric identity and response to targeted therapy in lung adenocarcinoma. *Elife*. 2021 Apr 6;10:e66788. doi: 10.7554/eLife.66788. PMID: 33821796; PMCID: PMC8102067.

rabbit anti-p63, Cell Signaling 13109: Validated by manufacturer. This antibody has been validated using SimpleChIP® Enzymatic Chromatin IP Kits. Citations e.g. Zhang C, Lee HJ, Shrivastava A, Wang R, McQuiston TJ, Challberg SS, Pollok BA, Wang T. Long-Term In Vitro Expansion of Epithelial Stem Cells Enabled by Pharmacological Inhibition of PAK1-ROCK-Myosin II and TGF-β Signaling. *Cell Rep*. 2018 Oct 16;25(3):598-610.e5. doi: 10.1016/j.celrep.2018.09.072. PMID: 30332641; PMCID: PMC6284236.

goat anti-RFP, MyBioSource, MBS448122: Validated by manufacturer. Tested for immunofluorescence in 293HEK cells transfected with RFP; cells were fixed with 4% of PFA.

APC rat anti-mouse FLK-1, BD Biosciences 560070: validated by manufacturer. Tested for flow cytometric analysis of FLK-1 expression in bEnd.3 cells. Citations e.g. Kataoka H, Takakura N, Nishikawa S, Tsuchida K, Kodama H, Kunisada T, Risau W, Kita T, Nishikawa SI. Expressions of PDGF receptor alpha, c-Kit and Flk1 genes clustering in mouse chromosome 5 define distinct subsets of nascent mesodermal cells. *Dev Growth Differ*. 1997 Dec;39(6):729-40. doi: 10.1046/j.1440-169x.1997.t01-5-00009.x. PMID: 9493833.

Alexa Fluor 647 Rat anti mouse CD144, BD Biosciences 562242: Validated by manufacturer. Tested for flow cytometric analysis in mouse bEnd.3 cells (ATCC# CRL-2299). Citations e.g. Breier G, Breviaro F, Caveda L, Berthier R, Schnürch H, Gotsch U, Vestweber D, Risau W, Dejana E. Molecular cloning and expression of murine vascular endothelial-cadherin in early stage development of cardiovascular system. *Blood*. 1996 Jan 15;87(2):630-41. PMID: 8555485.

BV421 Rat Anti-Mouse CD326, BD Biosciences 563214: Validated by manufacturer. Tested for flow cytometry in mouse thymocytes and splenic T lymphocytes. Birebent B, Somasundaram R, Purev E, Li W, Mitchell E, Hoey D, Bloom E, Mastrangelo M, Maguire H, Harris DT, Staib L, Braumuller H, Leeser C, Kuttner N, Beger HG, Herlyn D. Anti-idiotypic antibody and recombinant antigen vaccines in colorectal cancer patients. *Crit Rev Oncol Hematol*. 2001 Jul-Aug;39(1-2):107-13. doi: 10.1016/s1040-8428(01)00125-1. PMID: 11418307.

Alexa Fluor® 488 AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L), Jackson ImmunoResearch 703-545-155: Validated by manufacturer. Based on immunoelectrophoresis and/or ELISA, the antibody reacts with whole molecule chicken IgY. It also reacts with the light chains of other chicken immunoglobulins. No antibody was detected against non-immunoglobulin serum proteins. The antibody has been tested by ELISA and/or solid-phase adsorbed to ensure minimal cross-reaction with bovine, goat, guinea pig, syrian hamster, horse, human, mouse, rabbit, rat and sheep serum proteins, but it may cross-react with immunoglobulins from other species.

Alexa Fluor® 647 AffiniPure Donkey Anti-Rabbit IgG (H+L), Jackson ImmunoResearch 711-605-152: Validated by manufacturer. Based on immunoelectrophoresis and/or ELISA, the antibody reacts with whole molecule rabbit IgG. It also reacts with the light chains of other rabbit immunoglobulins. No antibody was detected against non-immunoglobulin serum proteins. The antibody has been tested

by ELISA and/or solid-phase adsorbed to ensure minimal cross-reaction with bovine, chicken, goat, guinea pig, syrian hamster, horse, human, mouse, rat and sheep serum proteins, but it may cross-react with immunoglobulins from other species.

Cy™3 AffiniPure Donkey Anti-Goat IgG (H+L), Jackson ImmunoResearch 705-165-147. Validated by manufacturer. Based on immunoelectrophoresis and/or ELISA, the antibody reacts with whole molecule goat IgG. It also reacts with the light chains of other goat immunoglobulins. No antibody was detected against non-immunoglobulin serum proteins. The antibody has been tested by ELISA and/or solid-phase adsorbed to ensure minimal cross-reaction with chicken, guinea pig, syrian hamster, horse, human, mouse, rabbit and rat serum proteins, but it may cross-react with immunoglobulins from other species.

Cy™3 AffiniPure Donkey Anti-Rat IgG (H+L), Jackson ImmunoResearch 712-165-153: Validated by manufacturer. Based on immunoelectrophoresis and/or ELISA, the antibody reacts with whole molecule rat IgG. It also reacts with the light chains of other rat immunoglobulins. No antibody was detected against non-immunoglobulin serum proteins. The antibody has been tested by ELISA and/or solid-phase adsorbed to ensure minimal cross-reaction with bovine, chicken, goat, guinea pig, syrian hamster, horse, human, mouse, rabbit and sheep serum proteins, but it may cross-react with immunoglobulins from other species.

APC Rat IgG2a κ Isotype control, BD Biosciences 553932: Validated by manufacturer. The R35-95 hybridoma was generated by hybridization of Y3 myeloma cells with spleen cells from LOU rats immunized with mouse immunoglobulins. The R35-95 hybridoma produces rat IgG2a, κ immunoglobulin that has no measurable reactivity with mouse immunoglobulins. The R35-95 immunoglobulin was selected as an isotype control following screening for low background binding on a variety of mouse and human tissues

Alexa Fluor® 647 Rat IgG2a, κ Isotype Control, BD Biosciences 557690: Validated by manufacturer. This antibody is routinely tested by flow cytometric analysis. Other applications were tested at BD Biosciences Pharmingen during antibody development only or reported in the literature.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	The Tbx4-LER reporter mouse iPSC line was generated by reprogramming tail tip fibroblasts from a female mouse as described in Figure 1 and Supplementary Figure 1. The Nkx2-1mCherry reporter ESC line is male and has been previously described (Bilodeau et al., Stem Cell Reports 2014 and Kurmann et al, Cell Stem Cell 2014) and was a generous gift from Dr. Janet Rossant (SickKids Research Institute, Toronto, Canada).
Authentication	For the Tbx4-LER line a normal karyotype was confirmed and pluripotency was tested by alkaline phosphatase stain. The Nkx2-1mCherry line is published and was found to be euploid by G-banding.
Mycoplasma contamination	All cell lines used were tested and were negative for mycoplasma contamination.
Commonly misidentified lines (See ICLAC register)	This study did not involve any commonly misidentified lines.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C57BL/6J mouse line (Jackson Laboratory, #000664); Tbx4-LER mouse line Zhang et al. BMC Biology 2013. This line was generated in the lab of Wei Shi (University of Southern California); Acta2hrGFP/Cspg4-Cre-LSL-dsRed mouse line, Paez-Cortez et al, Plos ONE 2013. This line was a generous gift from the lab of Alan Fine (Boston University); Sftpc-CreERT2/Rosa-TdTomato mouse line, Rock et al., PNAS 2011. To generate the Sftpc-Tomato animals, Sftpc-CreERT2 (Jackson Laboratory, #028054) males were crossed with Rosa-TdTomato females (Jackson Laboratory, #007914); Pdgfra-GFP mouse line, Hamilton et al., Mol. Cell. Biol. 2003 (Jackson Laboratory, #007669); Nkx2-1GFP mouse line, Longmire et al., Cell Stem Cell 2012. This line was previously generated in our lab and is also commercially available (Jackson Laboratory, #066764-JAX). Mice were maintained in controlled environment at 18-25°C and 30-70 % humidity with a light/dark cycle of 12/12 hours. 2-6 months old animals were used for timed pregnancies, 3-6 months old animals were used for isolation of adult mouse lung tissue.
Wild animals	The study did not involve wild animals.
Reporting on sex	Sex-based analysis was not performed in this study, since most experiments involved isolation of embryonic tissue, where determination of the sex of the embryos was not possible.
Field-collected samples	Study did not involve field-collected samples.
Ethics oversight	All experiments involving mice were approved by the Institutional Animal Care and Use Committee of Boston University School of Medicine.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Cultured adherent cells were dissociated using 0.05% Trypsin for 4 min and subsequently neutralized using Fetal Bovine Serum. Epithelial-mesenchymal co-cultures were incubated in 2 mg/ml Dispase to dissociate the 3D Matrigel and subsequently incubated in 0.05 % Trypsin for 10 min, followed by addition of Fetal Bovine Serum. Primary embryonic tissue was dissociated using TrypLE (Gibco 12640-013). If an antibody stain was used, cells were incubated in FACS buffer (PBS with 2 % FBS) containing antibody for 30 min on ice, washed once with FACS buffer and resuspended in FACS buffer for analysis.

Instrument

Cells were analyzed using a Stratified S1000EXi instrument. For sorting, cells were sorted on a Beckman Coulter MoFlo Astrios instrument.

Software

Flow Cytometry data was analyzed using the FlowJo software.

Cell population abundance

In general, 50'000 to 100'000 cells were collected for further analysis (e.g. RT-qPCR). For some experimental conditions with poor outgrowth, lower cell numbers (10'000 to 20'000 cells) were collected. Purity was determined by Flow Cytometry analysis after sorting for 1-2 replicates of each experiment. Purity rates were > 97% for all samples tested.

Gating strategy

All samples were gated for cells using FSC/SSC, single cells using FSC H/FSC A, and live cells using either Calcein blue or DRAQ7. Positive and negative staining populations were determined using an isotype control where an antibody stain was used. For fluorescently labeled proteins, positive and negative populations were determined using cells that did not express the fluorescent protein of interest (e.g. non-dox induced cells for the Tbx4-LER reporter, see Figure 1d). An example for the gating strategy is shown in Supplementary Figure 1f.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

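Single-cell RNA-seq of 4 libraries was used: GFP+ and GFP− cells sorted on day 13 of lung mesenchymal differentiation, co-developed GFP+ cells mixed with EPCAM+ cells, and EPCAM− and EPCAM+ cells of E12.5 lungs. The UMI counts per gene and cell were made by the authors, as the paper states, with Cell Ranger on GRCm38 with reporter sequences added, for the barcodes it called as cells, and hold no normalization. Conditions were taken from the sample labels, and each condition has 1 library, so that no comparison has replicates, cells were not taken as replicates, and no paired analysis was possible because the GFP+ and GFP− libraries, sorted from the same differentiation in the methods, form 1 pair.

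Cells with at least 800 genes and at most 35% mitochondrial UMIs were kept. Doublets were scored by the share of simulated doublets among the nearest neighbours of each cell, and the cells of highest score were removed, with a share that grows with the number of barcodes of the library. The 8054 remaining cells were clustered in Seurat 5.3.0 with sctransform 0.4.2 under R 4.3.3, with 3000 variable genes, 40 principal components and Louvain resolution 0.1. The genes to be examined were taken out of the variable genes, which left 2933. A cluster was given a cell type when at least 3 markers of the type reached 20 CPM and more than 4 times the level of other cells, a rule set after the data were seen. It applied to clusters of epithelial, hepatic, endothelial, immune, erythroid and neural markers, and to mesothelial markers only where most cells of the cluster were primary, and every other cluster was counted as mesenchymal. Cluster 2 met the marker count for the mesothelium with 5 markers but held no primary cells, and was kept as mesenchymal, as in the paper. Rebuilt cluster 5 met it for epithelium and liver and is called by its number. Sub-clusters at a resolution of 0.5 are descriptive.

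UMIs were summed over the cells of a group, and log2 CPM ratios were computed with 0.5 UMI added, for genes with at least 10 UMIs in the groups together. Exact Poisson and binomial intervals at 95% were used, and for a list's median an interval from 2000 Poisson draws, all for counting error only. A count of 0 is given with the limit that 3 counts allow. The percentile of a list's median among 10000 random lists matched on mean expression is descriptive. Module scores followed Seurat's method with 24 bins and 100 control genes, on log-normalized counts. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0 was used, matplotlib 3.10.9 for the figures and Matrix 1.6.5 in R.

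The lists, the planned comparisons and alternatives and the rule for named genes were set before the data were examined. The rule takes the genes that the paper names, the LgM genes, the 10 genes with the highest and the lowest ratios among those with at least 100 CPM in a group, and of each list the 3 members with the largest ratios among those with at least 20 CPM. Other members of the lists, cell type markers and genes of sub-clusters were named as examples after their values were seen. In all, 39 lists were examined in 11 comparisons, 4 of them planned, which gave 398 list medians, and 8 clustering runs were made. The alternatives numbered 102, and those that leave out a primary sub-cluster or take cluster 1 from the GFP+ library alone were chosen after the data were seen. The first sheet of Supplementary Data 1 was read for its first 1999 of 3744 entries. Group sizes and depth set the precision, with 34753780 UMIs in primary mesenchyme and 16719709 in cluster 1.

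The ratios were tested on simulated data with known changes. The counts were Poisson draws for whole groups, the model behind the intervals, without variation between cells or libraries. Coverage therefore checks the computation and not the spread of the real data. A true log2 ratio of −2 gave a median of −1.93, with 95.8% of intervals covering it, and a true ratio of 2 gave 2.00 with 92.0%. Lists moved by 1 gave a mean median of 1.01. The 20 lists left unchanged lay at percentiles from 2.7 to 98.45, with a median of 31. *Fendrr*, 1 of the 61 genes of Han et al., has no counts under that name and was left out. RT-qPCR, flow cytometry and the recombinants were not analysed here.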

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

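The tests on *Xist* and on the GFP+ cells of cluster 2 were chosen after the results were seen, as were the values by rebuilt cluster, and those on the immediate early genes after the pattern and before their own results.

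*Xist*, the non-coding RNA of the inactive X chromosome, is not discussed in the paper as a difference between groups and stood at 0.299 CPM in iPSC-derived cluster 1 and 678 CPM in primary mesenchyme, a log2 ratio of −11.01 (−12.77 to −9.92). Depth per cell is argued against, since, in cells with at least 5000 UMIs and thinned to that number, an *Xist* UMI was present in 53.1% (50.9–55.4) of primary cells and 0.233% (0.0282–0.839) of cluster 1 cells. A pair of active X chromosomes in the iPSC-derived cells is argued against by the X-linked genes, whose median log2 ratio between cluster 1 and primary mesenchyme differed from that of autosomal genes by 0.000425 (−0.0618 to 0.0868, from resampling genes), over 196 X-linked and 5904 autosomal genes. The paper reports a normal karyotype by G-banding for the iPSC line, from a female mouse, and loss of an X chromosome in the cells sequenced was not tested and stays open. The primary cells were of both sexes, since 1017 mesenchymal cells held an *Xist* UMI and none of the 4 Y-chromosome genes, 765 the reverse and 76 both, and these genes summed to 70.8 CPM in primary mesenchyme and had no UMI in cluster 1.

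tdTomato, which recombination of the reporter removes, stood at 38.6 CPM in the GFP+ cells of cluster 2 and 179.7 CPM in those of cluster 1, a log2 ratio of −2.22 (−2.35 to −2.09), and the paper does not compare it between these cells. Carry-over of GFP− cells in the sort is argued against by GFP itself, with a log2 ratio between the same cells of −0.26 (−0.28 to −0.23), and doublets of a cluster 1 and a cluster 2 cell by the LgM genes, with a median of −2.99 (−3.67 to −2.28). Lower expression of the reporter locus in cluster 2 is argued against as the whole cause, since tdTomato fell by less within the GFP− library, by a log2 ratio of −0.77 (−0.95 to −0.57), as did GFP of the same locus in the GFP+ cells, although the sort itself bounds GFP. Recombination further back in time than in cluster 1 could lower tdTomato while GFP is kept and stays open for the rest of the difference, as does a slower loss of tdTomato transcripts in cluster 1, which was not tested. A biological difference between the clusters stays open.

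Immediate early genes, which are induced within minutes of stress or dissociation, summed to 4545 CPM in cLM and 1287 CPM in cluster 1, with a median log2 ratio of 1.53 (1.49–1.60) over 20 genes. Depth is argued against by a median of 1.59 (1.46–1.70) after thinning. Handling of the whole cLM library would raise these genes in its *Epcam*+ cells (rebuilt clusters 5 and 6) too. Against the cells of rebuilt cluster 6 of the primary library their median was 1.01 (0.95–1.32), with −0.20 over all genes. It was 1.04 (0.89–1.22) for rebuilt cluster 5 and 1.17 (0.99–1.42) for rebuilt cluster 6 alone. These cells differ in type as well, which keeps other explanations open. The primary library is also not one of those that hold cluster 1. The comparison therefore cannot tell whether the cLM library was handled differently from the libraries of cluster 1. In the paper's methods, cultures of the epithelial protocol were treated with Dispase before trypsin, mesenchymal cultures with trypsin alone and primary lungs with TrypLE. The culture of cLM differs from that of cluster 1 too, and this explanation was not tested.

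*Grb10*, an imprinted gene, is not discussed in the paper and stood at 0.538 CPM in cluster 1 and 334 CPM in primary mesenchyme, a log2 ratio of −9.20 (−10.41 to −8.35). *Cdkn2a*, which encodes inhibitors of the cell cycle, is not discussed either and stood at 177 CPM in cluster 2 and 0.0575 CPM in primary mesenchyme, a log2 ratio of 11.27 (9.73–14.63).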

How the results depend on the processing

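Leaving out the primary sub-cluster of highest *Col2a1*, and taking cluster 1 from the GFP+ library alone, were alternatives chosen after seeing the data.

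Of 95 alternatives over the 8 results with a counting interval, 76 stayed within it (15 of them with a setting that changed nothing, such as no minimum of UMIs or a resolution of 0.2), 17 moved beyond it and 2 reversed, and the cause was not tested. The 7 alternatives for the tree and the module scores have no such interval, and all gave other values. The LgM median between the GFP+ and GFP− libraries ranged from 1.88 to 2.59, and that between clusters 1 and 2 from 2.80 to 4.21. Between cluster 1 and primary mesenchyme the set of Han et al. reversed from −0.03 to 0.0436 without *Xist* and the genes shared with the LgM set, and to 0.0637 without the sub-cluster of highest *Col2a1*, so no direction holds for it. Without a filter on cells, the median of the set of Han et al. between the sorted libraries was 0.18 and the share of GFP+ cells in cluster 1 was 53.2%. Without *Xist* and the shared genes the former was 0.18. Thinning gave LgM medians of 1.88 between the sorted libraries, −0.85 between cluster 1 and primary mesenchyme and 4.21 between clusters 1 and 2, a median of −0.25 for the set of Han et al. between cluster 1 and primary mesenchyme, and a lacZ difference of 2.51 percentage points. The lacZ shares fell in both clusters, from 12.5% to 3.56% in cluster 1 and from 3.85% to 1.05% in cluster 2. A difference of shares shrinks with them, so its fall does not show a weaker contrast. Equal weight for each cell gave −0.81 (LgM) and −0.23 (Han et al.) between cluster 1 and primary mesenchyme. Scaling by the median of ratios shifted the median of all genes by −0.13 between cluster 1 and primary mesenchyme, 0.17 between cLM and cluster 1 and −0.12 between clusters 1 and 2, and gave −0.16 for the set of Han et al. between cluster 1 and primary mesenchyme and −0.18 for the LgM set between cLM and cluster 1. The mean over the list gave 2.00 (LgM) and 0.55 (Han et al.) between the sorted libraries, −0.38 for Han et al. between cluster 1 and primary mesenchyme, and LgM means of −1.07 between cLM and cluster 1 and 2.80 between clusters 1 and 2. In the tree, the log2 of the height at which cluster 1 joins primary mesenchyme over that of cLM was −0.50, −0.19 with average linkage, and 0 with 1 minus the Pearson correlation and with genes scaled to unit SD. Without control genes, the module score differences were −0.0269 (LgM) and −0.0477 (Han et al.) for cluster 1 against primary mesenchyme, and −0.132 and −0.0902 for cLM against cluster 1. Log-normalized counts parted clusters 1 and 2 only at a resolution of 0.15. No paired analysis was possible because the GFP+ and GFP− libraries, sorted from the same differentiation in the methods, form 1 pair. Depth limits lacZ, *Tbx4* and other genes of a few UMIs per cell.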

Differences from the paper's values

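The values compared in this part were picked by hand, and their genes include *Xist* and *Grb10*, which are flagged above. Of 25 cell numbers, gene numbers and shares of cells that the paper or the part of its supplement read here states (the first 1999 of 3744 entries of Supplementary Data 1, first sheet), 0 differed by more than 1.5 times. A module score, whose zero is set by its control genes, gives no fold. The mean LgM module score over the cells of primary mesenchyme was 0.107 here and 0.196 in the paper (mean of the paper's 1985 cells in the source data of Supplementary Fig. 2f), a difference of −0.0885 with no error from replicates for either, so that its size cannot be judged. The alternative without control genes, set before the data were examined, gave 0.377 and also differs from the paper's value. With cells thinned to 5000 UMIs, an alternative set before the data were examined, the shares of cells with *Tbx5*, *Snai1*, *Lef1*, *Tbx4*, *Sparcl1*, *Acta2* and *Foxf1* in primary mesenchyme and with tdTomato in cluster 2 were more than 1.5 times below the paper's.

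The paper describes esophageal and gastric markers as low to undetectable in cluster 1 and in primary mesenchyme. *Msc* and *Barx1* were low in both, at 3.65 and 9.81 CPM in cluster 1, but *Wnt4* stood at 452 CPM in cluster 1, with a UMI in 47.1% of its cells, against 1.12 CPM in primary mesenchyme and 36.7 CPM in the *Epcam*+ cells of the same libraries. Whether free RNA from cluster 2 (1049 CPM), or cells shared between clusters 1 and 2, add to this value was not tested. Over 7 genes of esophageal and gastric mesenchyme, 4 were at least 2-fold lower and 1 at least 2-fold higher in cluster 1, with a median log2 ratio of −1.49 (−1.96 to −1.08). The paper describes markers of mature mesenchymal lineages likewise. *Plin1*, *Pparg* and *Col2a1* stood at 0.120, 1.73 and 0.419 CPM in cluster 1, whereas *Acta2* stood at 583 CPM with a UMI in 57.9% of cells, and at 419.6 CPM with a UMI in 30.3% of cells in primary mesenchyme. *Myh11* stood at 56.3 and 43.9 CPM, and the median log2 ratio of smooth muscle genes between cluster 1 and primary mesenchyme was −0.32. These primary values include the smooth muscle sub-cluster of 174 cells. The other primary cells held *Acta2* at 77.6 CPM and *Myh11* at 2.85 CPM, but no cells high in these genes were left out of cluster 1. The paper describes the GFP+ cells in cluster 2 as a minor subset, and here they were 41.2% of the mesenchymal cells of the GFP+ library. The paper places cluster 1 closer to primary cells than cLM by hierarchical clustering, and the order of joins was the same here, but the distance itself to primary mesenchyme was 1.10 for cluster 1 and 0.885 for cLM. With genes scaled to unit SD it was 3.92 and 3.97, the order that the paper gives, and with 1 minus the Pearson correlation 0.355 and 0.288. The paper describes lacZ as absent from the GFP+ cells of cluster 2, and here 3.85% of them had a lacZ UMI, against none in 804 GFP− cells of cluster 2 and 12.5% of the GFP+ cells of cluster 1. Free RNA within the GFP+ library was not measured.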

Other observations

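No hypothesis was tested in this part. RA target genes had a median log2 CPM ratio of 1.38 (1.32–1.52) between iPSC-derived cluster 1 and primary mesenchyme, with 7 of 11 genes at least 2-fold higher and 2 lower. The RA-degrading enzyme genes *Cyp26a1* (8.72) and *Cyp26b1* (8.51) and the retinol esterification gene *Lrat* (7.84) were higher. Hox genes of groups 5 to 9 gave a median of 1.88 (1.50–2.17), with 8 of 12 at least 2-fold higher and 1 lower, and those of groups 1 to 4 gave 0.75 (0.66–0.83), with 4 of 10 higher and 1 lower. Between cLM and cluster 1, RA target genes had a median of −2.12 (−2.30 to −1.89), with 9 of 11 at least 2-fold lower and 1 higher.

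Inhibitors of the cell cycle had a median of 1.92 (1.76–2.15) between cluster 1 and primary mesenchyme, with 6 of 8 at least 2-fold higher and 1 lower, but summed to 718 CPM in cluster 1 and 1121 CPM in primary mesenchyme, owing to *Cdkn1c* (−1.25). Genes of proliferation gave −0.70 (−0.76 to −0.64), with 2 of 15 at least 2-fold lower and 0 higher. Maternally expressed imprinted genes gave −1.07 (−1.25 to −0.90), with 6 of 11 at least 2-fold lower and 1 higher, and paternally expressed ones 0.69 (0.62–0.75), with 6 of 18 at least 2-fold higher and 3 lower. Against the primary mesothelial-like cells, cluster 2 had a median of −0.34 (−0.41 to −0.26) over mesothelial genes, with 3 of 14 at least 2-fold higher and 5 lower, and 2.92 (2.47–3.71) over inhibitors of the cell cycle, with 6 of 8 higher and 2 lower, but these inhibitors summed to 782 CPM in cluster 2 and 2872 CPM in the mesothelial-like cells. *Wnt4* (7.52) and *Acta2* (8.17) were higher in cluster 2, and *Hhip* (−8.63) and *Foxf1* (−5.21) were lower.

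The *Epcam*+ cells of the co-developed library fell into sub-clusters of 687, 142 and 34 cells. The largest held *Fabp1* at 1197 CPM, *Apoa1* at 709.9 CPM and *Cdx2* at 90.6 CPM, the next *Krt5* at 149 CPM and *Trp63* at 94.8 CPM, and the smallest *Ttr* at 4131 CPM. *Nkx2-1*, a transcription factor gene of the lung epithelium, stood at 0, 1.39 and 0 CPM in them and at 329 CPM in the cells of rebuilt cluster 6 of the primary library. Against these primary cells, lung epithelial genes had a median log2 ratio of −4.01 (−5.05 to −3.20) in rebuilt cluster 5 of the co-developed library, where the median over all genes was −0.29. In the 142 co-developed cells of rebuilt cluster 6 the lung epithelial median was −4.79 (−5.64 to −4.35), and that over all genes −0.15.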
